# Type 1 diabetes and diet-induced obesity predispose C57BL/6J mice to PM_2.5_-induced lung injury: a comparative study

**DOI:** 10.1186/s12989-023-00526-w

**Published:** 2023-04-17

**Authors:** Shen Chen, Miao Li, Rui Zhang, Lizhu Ye, Yue Jiang, Xinhang Jiang, Hui Peng, Ziwei Wang, Zhanyu Guo, Liping Chen, Rong Zhang, Yujie Niu, Michael Aschner, Daochuan Li, Wen Chen

**Keywords:** Type 1 diabetes, High-fat diet, Particulate matter, Lung injury, RNA sequencing, Xenobiotic metabolism

## Abstract

**Background:**

Pre-existing metabolic diseases may predispose individuals to particulate matter (PM)-induced adverse health effects. However, the differences in susceptibility of various metabolic diseases to PM-induced lung injury and their underlying mechanisms have yet to be fully elucidated.

**Results:**

Type 1 diabetes (T1D) murine models were constructed by streptozotocin injection, while diet-induced obesity (DIO) models were generated by feeding 45% high-fat diet 6 weeks prior to and throughout the experiment. Mice were subjected to real-ambient PM exposure in Shijiazhuang City, China for 4 weeks at a mean PM_2.5_ concentration of 95.77 µg/m^3^. Lung and systemic injury were assessed, and the underlying mechanisms were explored through transcriptomics analysis. Compared with normal diet (ND)-fed mice, T1D mice exhibited severe hyperglycemia with a blood glucose of 350 mg/dL, while DIO mice displayed moderate obesity and marked dyslipidemia with a slightly elevated blood glucose of 180 mg/dL. T1D and DIO mice were susceptible to PM-induced lung injury, manifested by inflammatory changes such as interstitial neutrophil infiltration and alveolar septal thickening. Notably, the acute lung injury scores of T1D and DIO mice were higher by 79.57% and 48.47%, respectively, than that of ND-fed mice. Lung transcriptome analysis revealed that increased susceptibility to PM exposure was associated with perturbations in multiple pathways including glucose and lipid metabolism, inflammatory responses, oxidative stress, cellular senescence, and tissue remodeling. Functional experiments confirmed that changes in biomarkers of macrophage (F4/80), lipid peroxidation (4-HNE), cellular senescence (SA-β-gal), and airway repair (CCSP) were most pronounced in the lungs of PM-exposed T1D mice. Furthermore, pathways associated with xenobiotic metabolism showed metabolic state- and tissue-specific perturbation patterns. Upon PM exposure, activation of nuclear receptor (NR) pathways and inhibition of the glutathione (GSH)-mediated detoxification pathway were evident in the lungs of T1D mice, and a significant upregulation of NR pathways was present in the livers of T1D mice.

**Conclusions:**

These differences might contribute to differential susceptibility to PM exposure between T1D and DIO mice. These findings provide new insights into the health risk assessment of PM exposure in populations with metabolic diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12989-023-00526-w.

## Background

Air pollution, especially ambient particulate matter (PM) pollution, is the fourth leading risk factor accounting for premature deaths and disability globally [1]. Long-term PM exposure is associated with multiple adverse health outcomes, including chronic respiratory and cardiovascular diseases [2, 3]. Despite the progressive decline in PM concentrations in China, nearly 80% of the population remains exposed to PM_2.5_ at concentrations that exceed China’s Air Quality Standards of 35 µg/m^3^ [4]. Moreover, the overall disease burden attributable to PM pollution is expected to continue to rise in the coming decades [5, 6]. Therefore, it’s essential to address the mechanisms underlying PM-induced adverse health effects and develop novel mechanism-based interventions.

The risks of PM-induced health effects can be modified both by extrinsic or intrinsic factors, such as dietary lifestyles and pre-existing metabolic disorders [7]. Largely due to substantial changes in dietary patterns (e.g., high-fat or high-calorie diets), the prevalence of overweight and obesity in Chinese adults is estimated to be 34.3% and 16.4%, respectively, which greatly contributes to the development of metabolic diseases [8]. Diabetes, classified into type 1 diabetes (T1D) and type 2 diabetes (T2D), is estimated to have affected 537 million adults worldwide in 2021 [9, 10]. Although T1D accounts for only 5–10% of diabetic patients, it has become one of the most common chronic diseases in childhood [9]. The incidence rate of T1D has been rising over the last decades, most likely due to environmental changes, such as air pollution [11, 12]. In contrast, T2D accounts for over 90% of diabetic patients, and is considered to be strongly related to overweight and obesity [9]. A large number of people with metabolic diseases are exposed to air pollution, facing a potentially higher risk of PM-related adverse health effects. Epidemiological studies suggest that metabolic disorders (e.g., obesity and diabetes) might be related to decreased lung function and increased respiratory and stroke-related mortality caused by air pollution [13–15]. However, it is unclear whether perturbations of signaling pathways triggered by distinct metabolic disorders have analogous effects in modifying PM-induced toxicity.

Although a number of animal studies have shown that PM exposure may exacerbate metabolic abnormalities [16–18], it remains unclear how pre-existing metabolic disorders affect PM-induced lung injury. T1D mice intratracheally instilled with diesel exhaust particles developed more severe lung inflammation and airway resistance [19]. Diet-induced obesity (DIO) led to enhanced lung injuries attributable to PM exposure [20]. Notably, metabolic diseases and dietary carbohydrate and fat composition have been associated with multiple adverse health effects of the respiratory system [21, 22]. However, it remains unclear whether altered glucose and lipid metabolism inherent to T1D or DIO have distinct effects on the lung microenvironment and susceptibility to PM exposure. Therefore, comparative studies under different metabolic states are critical to investigate the predisposition of PM-induced lung injury and its underlying mechanisms.

Xenobiotic metabolism plays a pivotal role in the transformation and disposition of environmental agents [23]. The responses to PM-bound chemicals retained in the respiratory tract or translocated to the systemic circulation largely depend on phase I/II metabolizing enzymes and transporters regulated by nuclear receptors (NRs) in lung or liver tissues [24–26]. However, the expression and activity of NRs are likely affected by various factors, such as pre-existing disease states, dietary patterns, and tissue specificity [27]. Particularly, peroxisome proliferator-activated receptors (PPARs) and liver X receptors (LXRs) are important transcriptional regulators in lipid and glucose metabolism, and their dysregulation has been implicated in the pathophysiology of metabolic syndrome [28]. Constitutive androstane receptor (CAR) activation and aryl hydrocarbon receptor (AHR) deficiency protected mice from HFD-induced obesity [29, 30]. Differential patterns in alterations of metabolizing enzymes and transporters have been revealed in multiple models of metabolic disorders, including ob/ob mice, T1D mice, and DIO mice [31–33]. Taken together, we hypothesized that distinct perturbation patterns of xenobiotic metabolism in response to PM exposure may play an important role in defining the health risks of PM exposure under different metabolic states.

Previously, we have constructed a whole-body exposure system to replicate real-ambient PM exposure scenarios for experimental animals, which simulates the natural state of PM exposure in humans to a great extent [34]. In the present study, we generated mouse models of T1D and DIO and subjected them to 4-week real-ambient PM exposure. Pulmonary and systemic injuries were assessed and compared between these two states of metabolic disorders. In addition, we elucidated the potential mechanisms with transcriptome analysis in lung and liver tissues, with a special emphasis on several molecular and xenobiotic metabolism pathways. These novel findings might lead to precise prevention and control of PM-related diseases.

## Results

### Establishment of mouse models with different patterns of metabolic disorders and PM exposure system

PM exposure was performed in a real-ambient PM exposure system for 4 weeks from Jan 4th to Feb 1st, 2018, in Shijiazhuang City, China. The size of PM in the exposure chamber ranged from 0.5 to 1.5 μm with a mean diameter of 1.05 μm (Figure S1). The daily concentrations of PM_2.5_ in ambient air were well correlated with those in the exposure chamber over the course of 4-week exposure (Fig. 1B). The mean concentration of PM_2.5_ in the exposure chamber was 95.77 µg/m^3^. Accordingly, the cumulative lung burden of PM_2.5_ exposure was estimated at 31.32 µg/mouse using the Multiple-Path Particle Dosimetry Model software. Notably, PM_2.5_ was undetectable in the control chambers equipped with 3-layer air filters. The chemical composition of ambient PM_2.5_ was analyzed previously [35]. In brief, several PM-bound organic components (e.g., 16 US EPA priority polycyclic aromatic hydrocarbons) were quantified, some of which exceeded China’s Air Quality Standards, such as benzo[a]pyrene (10.13 vs. 2.5 ng/m^3^). Collectively, the PM exposure system in this study recapitulated the real-world scenario of heavily polluted areas in China.

**Fig. 1:**
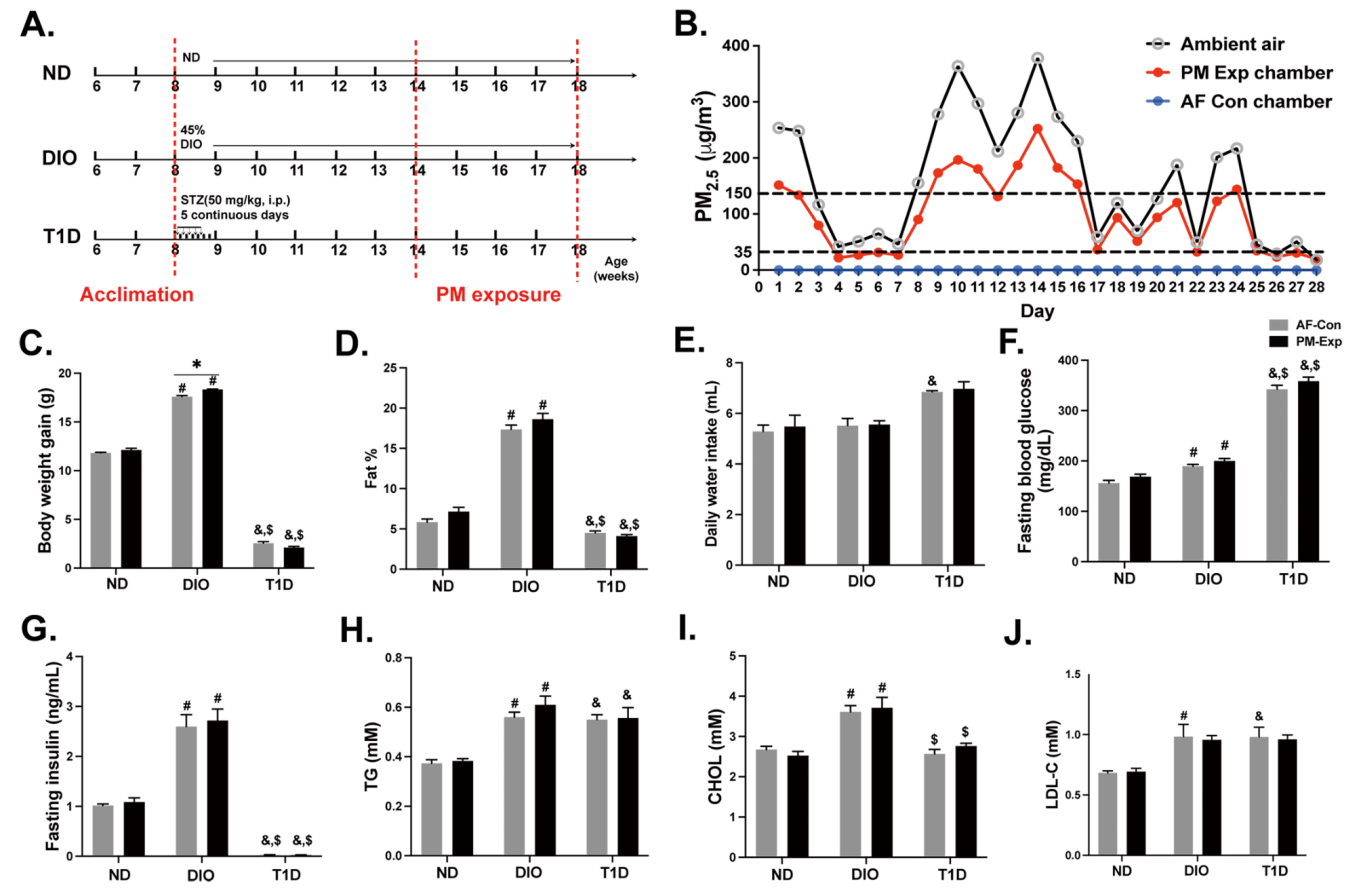
**Establishment of DIO and T1D mouse models for real-ambient PM exposure.** A schematic diagram of experimental design: six-week-old male C57BL/6 mice were injected with 50 mg/kg of streptozotocin (STZ) for 5 consecutive days or fed a 45% high-fat diet to generate DIO and T1D mice, followed by a 4-week real-ambient PM exposure (*n =* 20). **B.** The mean concentration of daily PM_2.5_ in ambient air (black line), PM exposure chambers (red line), and AF control chambers (blue line) during the exposure period, with reference to 35 µg/m^3^ of China’s Air Quality Standards and 150 µg/m^3^ of the threshold for heavy PM_2.5_ pollution in China. Eight representative indices of metabolic disorders that were divided into 4 categories: (1) body composition: body weight gain (**C**) and fat percentage (**D**); (2) daily water intake (**E**) (*n* = 10); (3) dysregulation of glucose metabolism: fasting glucose (**F**) and insulin levels (**G**) (*n =* 5); and (4) dysregulation of lipid metabolism: triglyceride (**H**), cholesterol (**I**), and low-density lipoprotein cholesterol or LDL-C (**J**) (*n* = 3). The data are presented as mean ± SEM. ^*^P < 0.05 (PM vs. AF); ^#^*P* < 0.05 (DIO vs. ND); ^&^*P* < 0.05 (T1D vs. ND); ^$^*P* < 0.05 (T1D vs. DIO).

To simulate different metabolic states in humans, we generated models of type I diabetes (T1D) and high-fat diet-induced obesity (DIO) in male C57BL/6J mice (Fig. 1A). T1D mice developed typical clinical manifestations of T1D, including severe hyperglycemia (approximately 350 mg/dL), insulin deficiency, weight loss, and polydipsia (Fig. 1C-G, Figures S2-S4). The body weight gain in DIO mice fed with a 45% high-fat diet for 10 weeks was 18.39% greater than in mice fed a normal diet (ND), consistent with moderate rodent obesity as reported previously [36]. Other changes in fat-related body composition, including fat mass, ingWAT, epiWAT, and iBAT, also supported the moderate obesity phenotype in DIO mice (Fig. 1C and D, Figure S2). In addition, DIO mice exhibited slightly elevated fasting blood glucose and 1.50-fold higher fasting insulin content (Fig. 1F and G, Figure S4). Based on plasma biochemical analysis, DIO mice displayed more severe dyslipidemia, with higher contents of triglycerides and cholesterol compared to T1D mice. The increase in LDL-C and the decrease in HDL-C also indicated lipid dysregulation in these two models (Fig. 1H-J, Figure S5 A). Moreover, more serious liver injuries appeared in T1D mice, manifested by higher ALT and AST levels (Figures S5 B and C). The increases in total protein, albumin, globulin, and creatinine in both mouse models implicated the presence of renal injury (Figures S5 D-I). Thus, we successfully generated two murine models with distinct patterns of metabolic abnormalities.

### The aggravating effects of T1D and DIO on PM-induced pulmonary and extra-pulmonary injury

Male DIO, T1D, and ND-fed mice (*n* = 20) were exposed to real-ambient PM or filtered air (AF) for 4 weeks. Lung histopathological examination showed that PM exposure led to interstitial neutrophil infiltration, alveolar septal thickening, and sporadic proteinaceous debris in the airspace (Fig. 2A). Notably, these manifestations were more significant in DIO and T1D mice, and the latter exhibited the most severe inflammation. The acute lung injury (ALI) scores showed an increase of 48.47% and 79.57% in DIO and T1D mice, respectively, compared with ND-fed mice upon PM exposure (Fig. 2C). Lung coefficients were increased in DIO and T1D mice upon PM exposure, while no changes appeared in ND-fed mice (Figure S6). Moreover, DIO and T1D led to a 1.20- and 1.73-fold increase in the number of apoptotic cells in the lungs upon PM exposure compared with ND-fed mice (Fig. 2B and D). In agreement with these pathological observations, the total cell number, LDH, total protein, and albumin in bronchoalveolar lavage fluid (BALF) were more significantly increased in T1D mice than in DIO mice (Figures S7 A-D). These results demonstrate that metabolic disorders may predispose mice to severe pulmonary injury upon PM exposure, particularly in T1D mice.

**Fig. 2:**
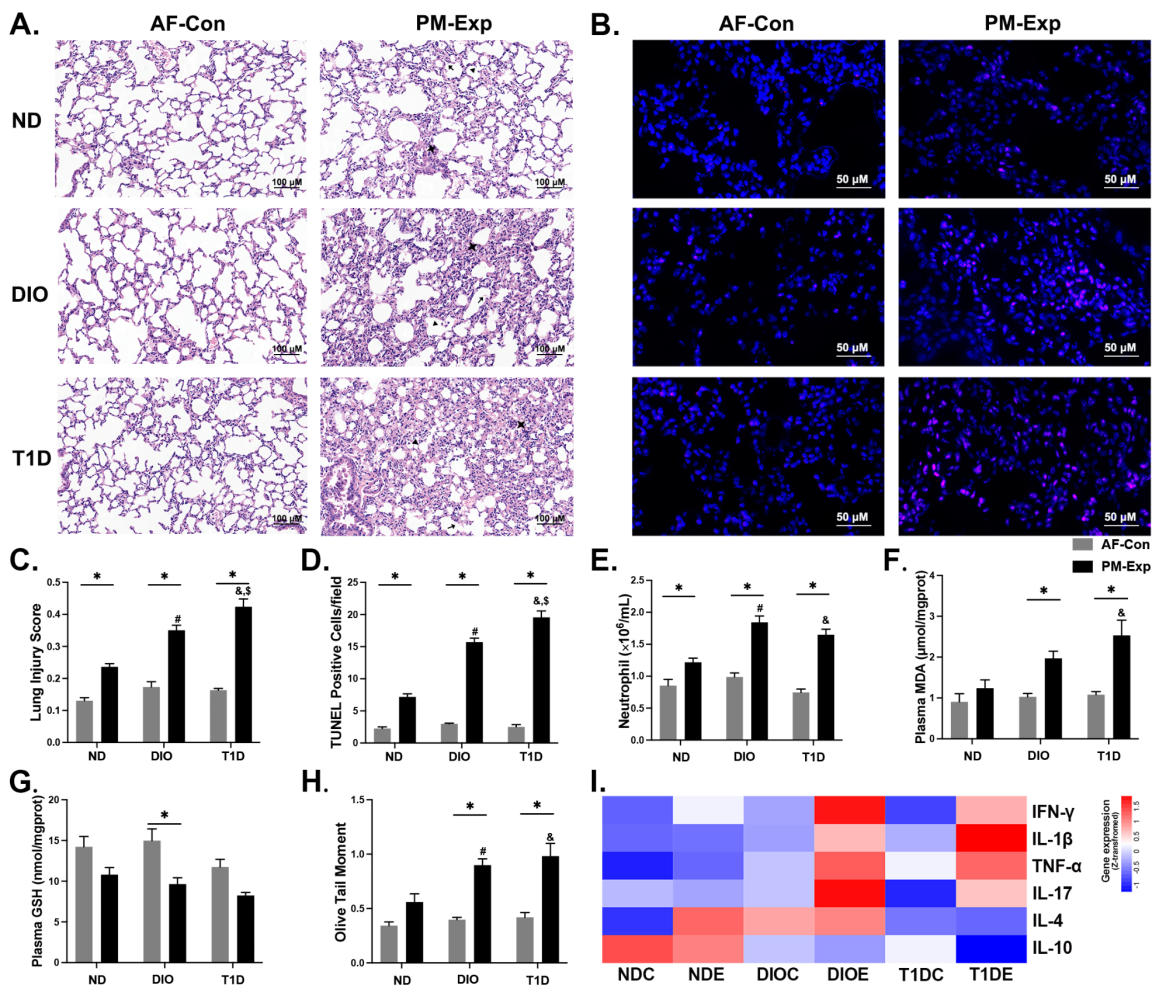
**T1D and DIO led to an enhanced PM-induced lung injury and systemic toxicity. (A)** Representative H&E-stained images (scale bar, 100 μm) in different mouse models with or without PM exposure, with typical pathological changes marked, including neutrophil infiltration in the interstitial space (✦) or in the alveolar space (▲), and proteinaceous debris in the airspace (↖). **(B)** Representative images of TUNEL staining (scale bar, 50 μm), positive cells were marked as red fluorescent. **(C)** Acute lung injury (ALI) scores derived from Fig. 2A. **(D)** Quantitative analysis of cell apoptosis based on Fig. 2B. **(E)** The number of neutrophils in the peripheral blood (*n* = 10). Systemic oxidative stress was indicated by the content of plasma MDA (**F**) and plasma GSH (**G**). **H.** DNA damage indicated by quantitative analysis of olive tail moment from the Comet Assay. **I.** The heatmap based on plasma cytokines levels (IFN-γ, IL-1β, TNF-α, IL-17, IL-4, and IL-10) (All *n* = 5). The data are presented as mean ± SEM. ^*^P < 0.05 (PM vs. AF); ^#^*P* < 0.05 (DIO vs. ND); ^&^*P* < 0.05 (T1D vs. ND); ^$^*P* < 0.05 (T1D vs. DIO).

To examine the extra-pulmonary injury induced by PM exposure, we quantified systemic inflammation by blood cell counting and plasma cytokine analysis. Compared with PM-exposed ND-fed mice, DIO and T1D led to an increased neutrophil count by 51.44% and 35.58%, respectively (Fig. 2E). Similar alterations were also observed for WBC and lymphocyte counts (Figures S7 E and F). Oxidative stress was assessed by plasma MDA, urine 8-OHdG, and plasma GSH. Plasma MDA was upregulated by 58.87% or 104.19% in DIO or T1D mice upon PM exposure compared with ND-fed mice (Fig. 2F), consistent with the changes in plasma GSH and urinary 8-OHdG (Fig. 2G, Figure S7 G).

Genotoxicity was detected by the Comet assay and indicated by the olive tail moment (OTM). Although there were no significant changes in ND-fed mice, 1.26- and 1.36-fold increases in OTM were observed in DIO and T1D mice following PM exposure, respectively (Fig. 2H). Increased pro-inflammatory cytokines (IFN-γ, IL-1β, TNF-α, and IL-17) appeared in two mouse models but were more pronounced in DIO mice upon PM exposure (Fig. 2I). These observations contrast the extent of systematic injury in the two metabolic states in response to PM exposure, consistent with pulmonary pathological findings. Particularly, DIO tends to promote systemic inflammation and T1D predominantly enhances oxidative stress and genetic damage.

### Comparisons of pathway perturbations in lungs of T1D and DIO mice

To decipher the regulatory mechanisms underlying PM-induced lung injury under different metabolic states, we performed lung transcriptomics analysis to identify pulmonary differentially expressed genes (DEGs) (Figure S8). Both principal component analysis (PCA) and hierarchical clustering analysis (HCA) showed clear distinctions among groups under different metabolic states (Figures S9 A and B). 

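Lung RNA came from 18 male mice in 6 groups of 3: normal diet (ND), diet-induced obesity (DIO) and type 1 diabetes (T1D), each breathing filtered air (NDC, DIOC, T1DC) or ambient fine particulate matter (PM; NDE, DIOE, T1DE), at a mean of 95.77 µg/m3 for 4 weeks. The lungs express surfactant and secretory genes at high levels in every group: Sftpc, the surfactant protein C of alveolar type 2 cells, stood at 16520 ± 3101 FPKM in NDC (mean ± SD, n = 3). Scgb1a1, the club cell secretoglobin, is at 40160 ± 7006. Skeletal muscle genes such as Acta1 (1.20 ± 0.712 FPKM in NDE and 308 ± 171 in DIOE) and squamous keratins such as Krt13 (0.383 ± 0.107 and 502 ± 268) are also read, at levels that differ between libraries of the same group. Per-library means over 16 muscle and 17 squamous markers go together across the 18 libraries, as deviations from group means. Pearson's r is 0.95 (permutation p = 1e-05, the smallest possible) and Spearman's rho, which was not tested, is 0.94. Over 16 libraries, without the 2 farthest from the median, r is 0.91. Each file gives FPKM for 20098 genes from BGISEQ-500 reads quantified with RSEM after Bowtie2 mapping to GRCm38. Comparisons here use limma on log2(FPKM + 1) for the 13973 genes at 1 FPKM or more in at least 3 lung libraries. A change is called at an adjusted p under 0.05 (Benjamini-Hochberg, per comparison) and a fold over 1.5, with log2 fold changes positive when higher in the group named first. Reads per library, estimated from the spacing of the FPKM values, run, in units of 1e6, in NDC 19.8 to 20.5 (median 20), NDE 20.2 to 20.4 (median 20.2), DIOC 19.7 to 20 (median 20), DIOE 18.3 to 21.9 (median 20.4), T1DC 20 to 20.4 (median 20.4) and T1DE 17.2 to 21 (median 19.7). Gene lists were tested with limma's camera at its preset correlation of 0.01, which in simulated comparisons with no change called a mean of 20.6 lists. With the correlation estimated from the data it called 0. Where a list's p is printed alone it is the one with the estimated correlation. To see what follows the muscle and squamous transcripts of some lung libraries, fits were added after seeing the data with their mean score as a covariate, or with 3 make-up covariates, the brown adipocyte and hepatocyte scores being the others.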

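The genes with the most weight on the first component of the lung libraries are keratins and cornified envelope genes, Krt13, Krtdap, Krt4 and Crct1, and the muscle actin Acta1. The former are made by squamous epithelium of the upper airway or oesophagus. Over the 500 most variable genes the first component holds 56.9% of the variance and the second 13.7%. The genes with the most weight on the second are the hepatocyte genes Alb, Mup10, Apoa1 and Mup19, and hepatocyte marker scores reach 2.93 in DIOC3 and 2.17 in DIOE1. DIOE and T1DC have all 3 libraries on the high side of the muscle and squamous scores. The squamous marker score, in log2 units about the mean of all libraries, is 1.60 ± 0.507 in DIOE and 1.31 ± 0.339 in T1DC (mean ± SD, n = 3 each). NDE has all 3 on the low side at -1.95 ± 0.179. NDC, DIOC and T1DE are mixed, at -1.01 ± 1.63, 0.863 ± 2.53 and -0.813 ± 1.83. Differences among the 6 groups account for 39.5% of the squared distance over all 13973 genes (permutation p = 0.048, one-sided, 18 libraries) and 41.1% over the 500 genes (permutation p = 0.11). By correlation over all genes 8 of the 18 libraries have a library of their own group as nearest neighbour.

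**Figure D1:**
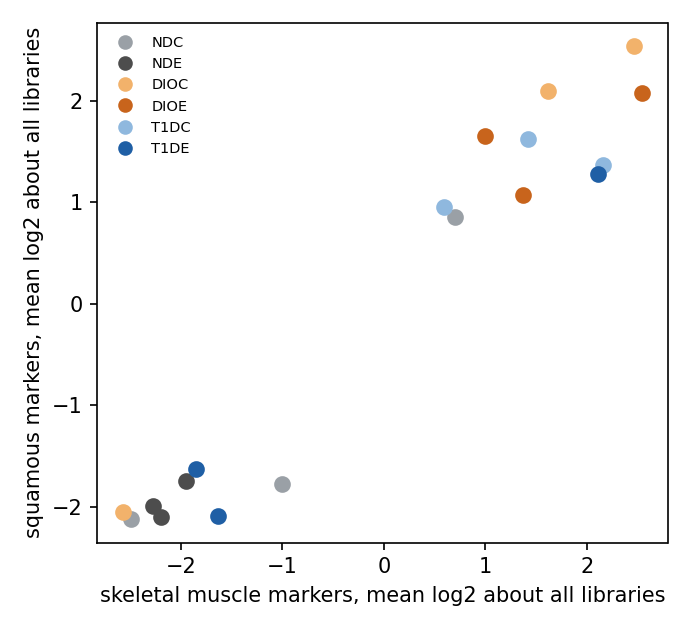
Mean log2 level of skeletal muscle and squamous epithelium markers in each of the 18 lung libraries, centred on the mean of all libraries. The colour gives the group, and 3 libraries are shown per group.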

Next, we utilized Ingenuity Pathway Analysis (IPA) software to address the biological relevance of DEGs. The Circo heatmaps illustrated the top 30 enriched pathways from comparisons among groups. 

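In T1D lungs PM raised chaperone genes of the heat shock response: Hsph1 (log2 fold change 1.59, SE 0.31, adjusted p = 0.0491), at 32.2 ± 6.04 FPKM in T1DE and 10.1 ± 2.82 in T1DC (mean ± SD, n = 3 each). With it rose Dnaja1 (1.42, SE 0.24, adjusted p = 0.0304), Dnajb1 (1.25, SE 0.19, adjusted p = 0.0208) and Hspa8 (0.93, SE 0.18, adjusted p = 0.0491) by limma. Hspa8 (gene 15481, chromosome 9 from 40801276 to 40805202), the constitutive Hsc70 that folds client proteins with Dnaja1 and Dnajb1 as co-chaperones, is the most expressed of them at 903 ± 82.7 and 475 ± 60.3 FPKM. Slc38a2, a neutral amino acid carrier, rose (1.14, SE 0.18, adjusted p = 0.0244). The kinase gene Sik1 (-1.12, SE 0.18, adjusted p = 0.0244) fell. The other genes named by the same rule are Fam212a (0.90), Ccdc117 (0.86), Zbtb2 (0.82), Erf (0.77) and Klf16 (0.76), higher, and Tbcc (-0.61), Tmem125 (-0.61) and Coa4 (-0.60), lower (adjusted p from 0.00873 to 0.0467). Of the 15 heat shock genes listed 15 of 15 are higher in T1DE than T1DC. Among them 4 rose (10 when adjusted over the list alone), with a mean log2 fold change of 0.94 (camera adjusted p = 1.62e-16, and adjusted p = 0.517 with an estimated correlation). A mean score per library differs by 0.94 (SE 0.19, adjusted p = 0.0147 from limma), a test added after the values were seen. The same list has means of -0.07 in ND and 0.08 in DIO. limma called 0 of them in either (0 also at an unadjusted p under 0.05 and adjusted over the list alone). Across all genes limma called 16 genes higher and 7 lower in T1D and 0 in ND and in DIO (18 higher and 30 lower at an unadjusted p under 0.05 and the fold threshold in ND, 8 and 15 in DIO, 60 and 153 in T1D). Fitted on T1DE and T1DC alone the T1D count is 0. With muscle and squamous scores as a covariate, chosen after seeing the data, it is 154. With the brown adipocyte and hepatocyte scores as 2 more covariates, also chosen after, it is 0, and every call named here is lost. Of the 14 calls named here 0 held whichever library was left out. The others were lost, 14 without T1DC1, 10 without T1DE2, 9 without T1DE1, 8 without T1DC2, 8 without T1DE3 and 6 without T1DC3.

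**Figure D2:**
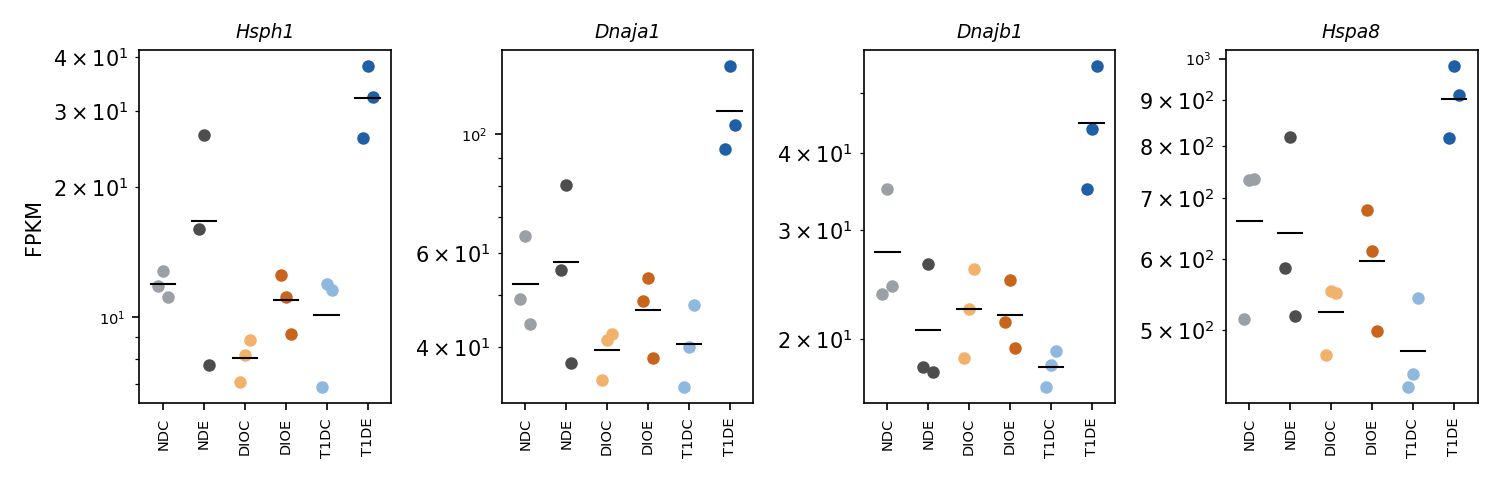
FPKM of Hsph1, Dnaja1, Dnajb1 and Hspa8 in each of the 18 lung libraries, on a log scale, by group (n = 3). Bars mark group means.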

The comparisons between AF and PM groups revealed the effects of PM on pulmonary injury (Figures S9 C and D). Notably, the patterns of disease susceptibility and pathway perturbations attributed to PM exposure varied greatly among the three different metabolic states.

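Taking the PM effect in T1D minus that in ND, 1 gene passed limma's test: Ccdc71 (log2 fold change -0.70, SE 0.09, adjusted p = 0.0272), a little studied nuclear protein gene. It is at 11.3 ± 0.802 FPKM in T1DE, 16.3 ± 0.246 in T1DC, 16.2 ± 0.277 in NDE and 13.9 ± 0.359 in NDC (mean ± SD, n = 3 each). For the PM effect in DIO minus that in ND 0 genes passed limma's test. It has 24 higher and 46 lower at an unadjusted p under 0.05 and the fold threshold, against 107 and 105 for T1D minus ND. Immediate early genes, 21 that answer stress and handling within an hour, have means of -0.63 for NDE against NDC, -0.19 for DIOE against DIOC and -0.54 for T1DE against T1DC. Among its members 0 passed limma's test in any (at an unadjusted p under 0.05: 0 higher, 6, 0 and 5 lower; adjusted over the list alone: 0 higher, 3, 0 and 1 lower). Atf3, a stress-induced transcription factor, is at 22.7 ± 12.9 FPKM in NDC and 6.21 ± 1.03 in NDE. Nr4a1, an orphan receptor induced with it, is at 132 ± 65.5 and 27.5 ± 14.4. Heat shock genes have a mean interaction of 1.01 for T1D minus ND. For this list limma called 0 genes (9 higher and 0 lower at an unadjusted p under 0.05, 9 higher and 0 lower adjusted over the list alone). For this list camera gives adjusted p = 0.65 with an estimated correlation. The interferon-stimulated genes, antiviral effectors such as Ifit3, have means of -0.22, 0.13 and -0.55 in ND, DIO and T1D. By limma 0 of these genes passed in any (at an unadjusted p under 0.05: 0 higher, 0, 0 and 8 lower; adjusted over the list alone: 0 higher, 0, 0 and 4 lower). Red cell genes including the haemoglobins, a measure of blood in the tissue, have a mean of 0.76 for NDE against NDC, 11 of 11 higher. Tested singly, 0 of these passed limma's test (6 higher and 0 lower at an unadjusted p under 0.05, 3 higher and 0 lower adjusted over the list alone). Ccdc71 is no longer called without NDC1, NDC2, NDC3, NDE1, NDE3, T1DC1, T1DE2 and T1DE3.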

To explore whether and how different metabolic states affected pulmonary injury to PM exposure, we carried out comprehensive analyses among T1D, DIO, and ND-fed mice (Fig. 3A and B). 

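Circadian clock genes changed in both DIOC and T1DC lungs in filtered air. Clock genes follow the time of day, and when each group's tissue was taken is not given in the sources used here. The clock output factor Dbp (gene 13170, chromosome 7 from 45705100 to 45710203) fell in both DIOC (log2 fold change -3.38, SE 0.28, adjusted p = 7.63e-05) and T1DC (-3.16, SE 0.28, adjusted p = 0.000182). It went from 44.0 ± 14.8 FPKM in NDC (mean ± SD, n = 3) to 3.15 ± 0.168 and 4.10 ± 2.17. The repressor genes Nr1d1 and Nr1d2 fell with it, Nr1d1 (-2.57) and Nr1d2 (-1.69) in DIOC and Nr1d1 (-1.73) and Nr1d2 (-1.27) in T1DC. The activator Arntl and the repressor Cry1 rose, Arntl (1.24) and Cry1 (1.11) and Arntl (1.13) and Cry1 (0.78) (adjusted p from 0.000992 to 0.00245 and from 0.0104 to 0.0243, limma). In T1DC the cell cycle inhibitor and p53 target Cdkn1a (log2 fold change 2.02, SE 0.32, adjusted p = 0.0192), elastin Eln (1.79, SE 0.24, adjusted p = 0.0104), the protease gene Adamts15 (1.69, SE 0.26, adjusted p = 0.0189) and the vasodilator peptide gene Adm (1.21, SE 0.16, adjusted p = 0.0104) rose. Cdkn1a is at 238 ± 127 and 53.6 ± 10.3 FPKM in T1DC and NDC. Other genes named in T1DC are Adamtsl4 (0.77), Ecm1 (0.75), Dtx4 (0.65), Fbxo2 (0.61) and Eda2r (0.86), higher, and the sodium channel gene Scn7a (-1.05), lower (adjusted p from 0.0189 to 0.0381). In DIOC they are Npas2 (1.62), Tmem40 (1.3), Rasl11a (1.08), Nupr1 (0.84) and Glb1l2 (0.68), higher, and Per3 (-1.13), lower (adjusted p from 0.0213 to 0.0381). limma called 9 genes higher and 6 lower in DIOC and 11 genes higher and 4 lower in T1DC. Between T1DC and DIOC directly the interferon-induced Ifi44 (1.47, SE 0.20, adjusted p = 0.0212) was higher and the lysosomal Glb1l2 (-0.93, SE 0.12, adjusted p = 0.0202) lower in T1DC. Fitted on the groups compared alone the totals are 4 and 0. With 1 library left out they run from 5 to 126 and from 1 to 26. Lung make-up differs too: muscle and squamous scores are 1.39 ± 0.785 and 1.31 ± 0.339 in T1DC, 0.507 ± 2.70 and 0.863 ± 2.53 in DIOC and -0.930 ± 1.60 and -1.01 ± 1.63 in NDC. With these scores as a covariate, chosen after seeing the data, the totals in DIOC and T1DC are 20 and 303. Under 3 make-up covariates they are 8 and 0, and every T1DC call named here is lost. In leave-one-out fits 6 of the 28 calls named here held throughout. Calls lost number 20 without NDC2, 20 without NDC3, 14 without T1DC1, 14 without T1DC3, 8 without DIOC1, 8 without NDC1, 5 without DIOC2 and 2 without T1DC2.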

First, we sought to determine the molecular basis of increased susceptibility to PM exposure by comparisons between T1D or DIO and ND mice in AF control groups (TIDC or DIOC vs. NDC, C signifies AF control). As shown in Fig. 3A, metabolic abnormalities were the most prominent features (14/30 top enriched pathways) but varied greatly between these two metabolic states. 

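Among cholesterol synthesis genes in DIOC lungs, Stard4 (log2 fold change -0.74, SE 0.12, adjusted p = 0.0338), a sterol carrier, fell by limma. Of the 24 genes on that list 1 fell (2 when adjusted over the list alone) in DIOC, with a mean log2 fold change of -0.32 (camera adjusted p = 1.3e-08, and adjusted p = 0.268 with an estimated correlation). In T1DC the mean is -0.16 and 0 passed limma's test (1 higher and 0 lower at an unadjusted p under 0.05, 1 higher and 0 lower adjusted over the list alone). Gluconeogenesis and amino acid catabolism, 22 genes, has means of 0.23 in DIOC and -0.19 in T1DC. In limma's test 0 members passed in either (at an unadjusted p under 0.05: 2 and 0 higher, 0 lower; adjusted over the list alone: 1 and 0 higher, 0 lower). Its proline dehydrogenase gene Prodh has 0.68 in DIOC (adjusted p = 0.101). Oxidative phosphorylation, 39 genes of the respiratory chain, has means of 0.24 and -0.21. Here limma called 0 genes in either (0 also at an unadjusted p under 0.05 and adjusted over the list alone). Such genes are high in muscle, whose score is 0.507 ± 2.70 in DIOC, 1.39 ± 0.785 in T1DC and -0.930 ± 1.60 in NDC. With the muscle and squamous covariate and with 3 make-up covariates, chosen after seeing the data, the means become -0.05 and 0.02 in DIOC and -0.62 and -0.02 in T1DC. Set directly against each other, T1DC minus DIOC has means of 0.15 for cholesterol synthesis and -0.42 for gluconeogenesis, with 0 and 0 genes higher and 0 and 0 lower by limma. In the same 2 fits the gluconeogenesis difference is -0.41 and -0.04, and the T1DC mean of that list -0.17 and 0.07. Glucocorticoid targets, 18 genes such as Fkbp5 that follow corticosterone, have means of 0.52 in DIOC and 0.81 in T1DC, where 0 and 1 rose (4 and 7 when adjusted over the list alone). Stard4 is no longer called without DIOC1, DIOC2, NDC1, NDC2 and NDC3.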

Glucose metabolism was consistently disrupted in both states, while lipid metabolism was upregulated in DIOC mice, yet slightly downregulated in T1DC mice, consistent with the metabolic characteristics of these animal models. 

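In DIOC lungs the acyl-CoA thioesterase gene Acot1 (log2 fold change 0.93, SE 0.16, adjusted p = 0.0381), a PPAR alpha target, rose to 85.6 ± 15.7 FPKM from 44.2 ± 4.67 in NDC (mean ± SD, n = 3 each, limma). The lipase inhibitor gene Angptl4 (log2 fold change 0.92, SE 0.24, adjusted p = 0.206), also a PPAR alpha target, did not pass in DIOC. In T1DC Angptl4 has 0.73 (adjusted p = 0.264). Over the 39 fatty acid oxidation genes 34 of 39 are higher in DIOC. Of these 1 rose (4 when adjusted over the list alone), with a mean of 0.46 (adjusted p = 0.268 with an estimated correlation). In T1DC the mean is -0.24. As single genes 0 passed limma's test (2 higher and 0 lower at an unadjusted p under 0.05, 0 adjusted over the list alone). T1DC minus DIOC directly has a mean of -0.70 for this list, with 0 genes higher and 0 lower by limma (12 lower at an unadjusted p under 0.05) and adjusted p = 0.293 with an estimated correlation. Fat and muscle cells also burn fatty acids: brown adipocyte, adipocyte and muscle scores are 0.667 ± 1.58, 0.487 ± 1.54 and 0.507 ± 2.70 in DIOC and -1.05 ± 0.0361, -1.12 ± 0.297 and 1.39 ± 0.785 in T1DC. With the muscle and squamous covariate and with 3 make-up covariates, both chosen after seeing the data, the fatty acid oxidation means are 0.18 and 0.22 in DIOC, -0.63 and -0.04 in T1DC and -0.81 and -0.26 for T1DC minus DIOC. Glucose uptake and glycolysis, 26 genes, has means of 0.16 in DIOC and -0.13 in T1DC. On this list 0 genes passed limma's test in either (0 also at an unadjusted p under 0.05 and adjusted over the list alone). The pyruvate dehydrogenase kinase gene Pdk2 has 0.60 (adjusted p = 0.458) in DIOC and the aldolase gene Aldoc -0.28 (adjusted p = 0.428) in T1DC. Fatty acid and triglyceride synthesis, 26 genes, has means of 0.12 in DIOC, with Acsl5 at -0.34 (adjusted p = 0.112), and -0.29 in T1DC, with Elovl1 at -0.46 (adjusted p = 0.344). On that list 0 passed limma's test in either (at an unadjusted p under 0.05: 0 higher, 1 and 0 lower; adjusted over the list alone: 0). The same 2 fits give glycolysis -0.02 and -0.06 in DIOC and -0.38 and -0.13 in T1DC, and fatty acid synthesis -0.14 and -0.05 and -0.65 and -0.11, so the sign in DIOC turns with lung make-up. Acot1 is no longer called without DIOC1, NDC1, NDC2 and NDC3.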

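T and NK cell markers, 22 genes of cytotoxic and helper lymphocytes, have mean log2 fold changes of -0.93 in DIOC and -1.03 in T1DC against NDC. Of these, 0 passed limma's test in either (at an unadjusted p under 0.05: 0 higher, 9 and 17 lower; adjusted over the list alone: 0 higher, 8 and 17 lower). Among them the NK and T cell factor Eomes has -1 (adjusted p = 0.102) and -0.83 (adjusted p = 0.195). It is at 3.80 ± 0.426 FPKM in NDC, 1.42 ± 0.452 in DIOC and 1.69 ± 0.164 in T1DC (mean ± SD, n = 3 each). Interferon-stimulated genes, 31 antiviral effectors, have means of -0.52 in DIOC and 0.55 in T1DC. limma called 0 of them in either (at an unadjusted p under 0.05: 0 and 13 higher, 7 and 0 lower; adjusted over the list alone: 0 and 10 higher, 0 lower). T1DC minus DIOC directly has 31 of 31 higher. Of these 1 rose (24 when adjusted over the list alone), with a mean of 1.07 (adjusted p = 0.145 with an estimated correlation). It has a per-library score difference of 1.07 (SE 0.24, adjusted p = 0.039 from limma). Antigen presentation by MHC class II, 12 genes, has means of -0.51 and -0.59, with 12 of 12 lower in each. Among its members 0 passed limma's test in either (at an unadjusted p under 0.05: 0 higher, 5 and 3 lower; adjusted over the list alone: 0 higher, 4 and 0 lower). Cytokines and chemokines, 31 genes, have means of -0.32 and -0.33. For this list limma called 0 genes in either (at an unadjusted p under 0.05: 1 and 0 higher, 9 and 5 lower; adjusted over the list alone: 1 and 0 higher, 6 and 1 lower). The T cell chemokine Ccl5 has -1.78 in T1DC (adjusted p = 0.238). Replication and mitosis genes, 39 of them, have means of -0.63 in DIOC, where 0 passed limma's test (0 higher and 17 lower at an unadjusted p under 0.05, 0 higher and 14 lower adjusted over the list alone), and -0.10 in T1DC. DNA damage targets of p53 have means of 0.08 and 0.32 over 27 genes, of which 2 rose (6 when adjusted over the list alone) in T1DC.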

With regard to disease-related features, such as inflammatory response, cellular functions, and organic injury, we found similar patterns of metabolic disruption in both murine models. 

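Cyp2d22, a monooxygenase of drugs and arachidonate, has a log2 fold change of 0.60 in DIOC (adjusted p = 0.0893), and Cyp1a1, the aryl hydrocarbon hydroxylase, -0.33 and 0.73 in DIOC and T1DC (adjusted p = 0.764 and 0.423). Over the 30 P450 genes of families 1 to 4 the mean against NDC is 0.24 in DIOC, 22 of 30 higher, and -0.07 in T1DC, 13 of 30 higher. By limma 0 of these genes passed in either (at an unadjusted p under 0.05: 2 and 3 higher, 0 lower; adjusted over the list alone: 1 and 2 higher, 0 lower). Phase I enzymes other than P450, 62 genes, have means of 0.20 and 0.05. Tested singly, 0 of these passed limma's test in either (at an unadjusted p under 0.05: 3 and 5 higher, 0 lower; adjusted over the list alone: 0 and 1 higher, 0 lower). The carboxylesterase gene Ces1d has 0.52 in DIOC (adjusted p = 0.0924), and the aldehyde dehydrogenase gene Aldh3a1 1.12 and 1.39 in DIOC and T1DC (adjusted p = 0.381 and 0.258). Conjugating phase II enzymes, 42 genes, have means of 0.18 and 0.04. In limma's test 0 members passed in either (at an unadjusted p under 0.05: 4 and 1 higher, 0 lower; adjusted over the list alone: 2 and 0 higher, 0 lower). The quinone reductase gene Nqo1 stands at 9.80 ± 2.45 FPKM in DIOC, 20.1 ± 8.84 in T1DC and 9.50 ± 4.28 in NDC (mean ± SD, n = 3 each). Compared directly, T1DC minus DIOC has means of -0.30, -0.15 and -0.14 for P450, other phase I and phase II genes, and 0 genes on the 3 lists passed limma's test, with 2, 3 and 2 lower at an unadjusted p under 0.05. Hepatocyte markers run the same way, with scores of 0.683 ± 2.01 in DIOC, where DIOC3 has 2.93, -0.513 ± 0.809 in T1DC and 0.433 ± 1.10 in NDC. Under 3 make-up covariates, the hepatocyte score among them and chosen after seeing the data, the differences are -0.05, -0.03 and 0.00. In the muscle and squamous fit, likewise chosen later, and with 3 covariates, the T1DC means are -0.04 and 0.08 for P450, -0.07 and 0.09 for other phase I and -0.10 and 0.06 for phase II genes, so their sign is not settled. Transporters, 22 genes, have means of 0.12 and 0.09.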

Interestingly, the activity of perturbated xenobiotic metabolism pathways was upregulated in the lungs of DIOC mice, but downregulated in T1DC mice (Fig. 3B), intimating that DIO mice might possess enhanced metabolic activity towards environmental chemicals.

**Fig. 3:**
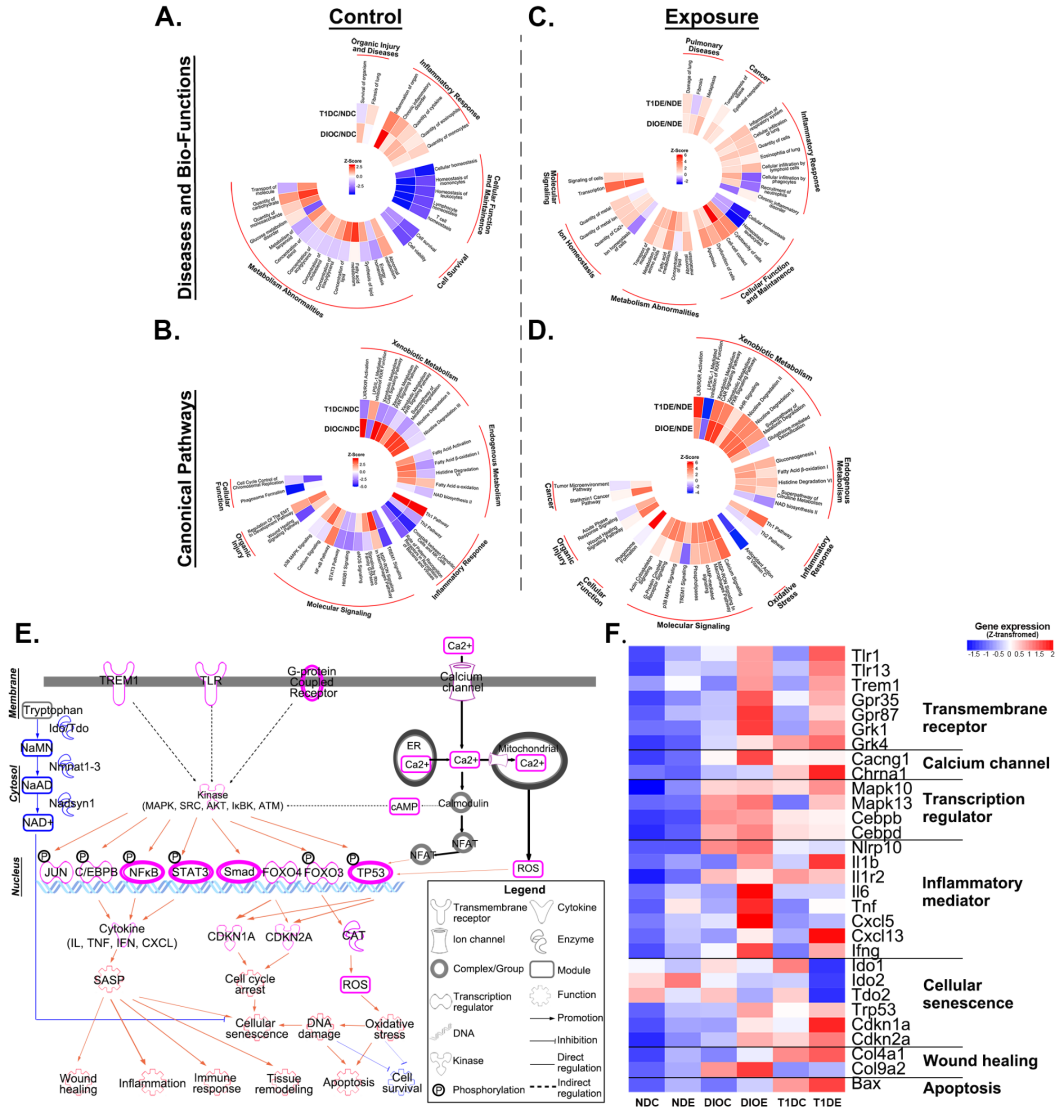
**Perturbation of molecular pathways in lungs of DIO and T1D mice exposed to PM.** Mouse lungs were subjected to RNA sequencing to delineate biological mechanisms underlying increased susceptibility to PM-induced lung damage. DEGs obtained between DIO or T1D and ND comparisons without or with PM exposure were analyzed by IPA software for Disease and Biological Function annotation (**A**, **C**) and Canonical Pathway analysis (**B**, **D**). The results were shown as the Circo heatmaps consisting of the top 30 enriched pathways. **E.** Molecular regulatory network by which DIO and T1D aggravated PM-induced lung injury was illustrated derived from the transcriptome results. Pink elements and yellow arrows indicate the upregulation in DIO or T1D mice compared with ND-fed mice, while blue elements and arrows indicate the downregulation changes. **F.** Key genes involved in enhanced lung injury (Fig. 3E) were confirmed at the mRNA level and shown as a heatmap (*n* = 3)

Next, we identified critical pathway perturbations involved in aggravating pulmonary injury upon PM exposure by comparative analysis among T1DE, DIOE, and NDE mice (E signifies PM exposure) (Fig. 3C and D). 

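With all mice breathing PM, clock genes again differ between obese or diabetic and ND lungs. Nr1d1, a heme-binding clock repressor, fell in DIOE (log2 fold change -2.90, SE 0.27, adjusted p = 0.000439) and in T1DE (-2.03, SE 0.27, adjusted p = 0.00459), from 54.1 ± 13.5 FPKM in NDE (mean ± SD, n = 3). Dbp and Nr1d2 fell too, Dbp (-2.08) and Nr1d2 (-1.34) in DIOE and Dbp (-2.24) and Nr1d2 (-1.05) in T1DE. Cry1 rose, 0.90 and 1.04 (adjusted p from 0.0178 to 0.0206 and from 0.00235 to 0.0248, limma). T1DE lungs had higher Gdf15 (2.04, SE 0.34, adjusted p = 0.0159), a stress cytokine, higher Eda2r (1.66, SE 0.14, adjusted p = 9.05e-05), a p53-controlled TNF receptor family member, and higher Slc38a2 (1.3, SE 0.18, adjusted p = 0.00572). They had lower Aplnr (-2.02, SE 0.35, adjusted p = 0.0186), the apelin receptor of endothelium. The remaining genes named in T1DE are Ankrd37 (1.19), Dnajb1 (1.08), Adamtsl2 (1.01), Fst (0.96), Hexim1 (0.86) and Zbtb2 (0.82), higher, and Zfp36 (-0.74), Tbcc (-0.70), Rfx5 (-0.70), Azin2 (-0.66), Coa4 (-0.66) and Commd5 (-0.63), lower (adjusted p from 0.00235 to 0.049). limma called 1 gene higher and 3 lower in DIOE against NDE and 25 genes higher and 15 lower in T1DE against NDE. The 4 in DIOE are these clock genes. Muscle and squamous markers have means of 3.78 and 3.55 in DIOE against NDE, 16 of 16 and 17 of 17 higher. Of these, 0 passed over all genes and 16 and 15 when adjusted over the list alone. Fitted on the groups compared alone the totals are 107 for DIOE and 4 for T1DE. Under 3 make-up covariates, chosen after seeing the data, they are 0 and 22. The hour at which tissue of each group was taken, which moves clock genes, is not given in the sources used here. With any library left out 9 of these 24 calls held in every fit. Losses are 15 without NDE1, 11 without NDE3, 10 without T1DE1, 10 without T1DE2, 7 without NDE2, 7 without T1DE3, 3 without DIOE2, 3 without DIOE3 and 2 without DIOE1.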

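In T1DE against NDE lungs the p53 targets Phlda3 (log2 fold change 0.97, SE 0.15, adjusted p = 0.00903), an Akt inhibitor, and Zmat3 (0.78, SE 0.13, adjusted p = 0.0138), an RNA-binding growth suppressor, rose by limma. The pro-apoptotic Bax (0.44, SE 0.09, adjusted p = 0.0594) did not pass. Over 27 p53 and DNA damage genes 3 rose (4 when adjusted over the list alone) in T1DE, with a mean log2 fold change of 0.33 (adjusted p = 0.503 with an estimated correlation). In DIOE the mean is 0.03. Here limma called 0 genes (0 also at an unadjusted p under 0.05 and adjusted over the list alone). Heat shock genes have a mean of 0.77 in T1DE, 15 of 15 higher, of which 1 rose (7 when adjusted over the list alone), and -0.08 in DIOE. As single genes 0 passed limma's test (0 also at an unadjusted p under 0.05 and adjusted over the list alone). Alveolar type 2 cell markers, 18 genes of the cells that make surfactant, have means of -0.27 in DIOE and -0.45 in T1DE. On this list 0 genes passed limma's test in either (at an unadjusted p under 0.05: 0 higher, 0 and 5 lower; adjusted over the list alone: 0 higher, 0 and 2 lower). The transcription factor gene Etv5, which keeps these cells, has -0.78 (adjusted p = 0.127) in T1DE, and Lpcat1, which makes surfactant lipid, -0.70 (adjusted p = 0.138). Club cell markers have means of 0.52 and -0.29 in DIOE and T1DE, ciliated cell markers 0.15 and -0.23 and alveolar type 1 markers -0.04 and -0.02. The DIOE means depend on lung make-up, in fits with the muscle and squamous covariate and with 3 make-up covariates, chosen after seeing the data. There they are -0.07 and 0.36, -0.11 and 0.10 and 0.30 and 0.32. In T1DE the same fits give -0.51 and -0.36, -0.33 and -0.24 and 0.11 and 0.14. So the club and ciliated means keep their sign in T1DE and the type 1 mean does not. Antigen presentation genes of MHC class II have means of -0.15 and -0.69, where 0 passed limma's test in either (at an unadjusted p under 0.05: 0 higher, 0 and 5 lower; adjusted over the list alone: 0 higher, 0 and 3 lower), and their master regulator Ciita has -0.92 (adjusted p = 0.117) in T1DE. In leave-one-out fits 0 of the 2 calls named here held throughout. Calls lost number 2 without NDE3, 1 without NDE1, 1 without T1DE1 and 1 without T1DE2.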

The disease and biological function analysis revealed that PM exposure may result in a variety of disease outcomes, not limited to metabolic abnormalities (Fig. 3C). Specifically, T1D mice exhibited greater effects on cellular functions, ion homeostasis, and lung damage, while DIO mice showed enhanced macrophage infiltration, neutrophil recruitment, fibrosis, and cancer. 

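Set directly against each other, T1DE lungs have less of the neutrophil chemokine gene Cxcl5 (log2 fold change -2.50, SE 0.49, adjusted p = 0.0329) than DIOE lungs, at 0.960 ± 0.603 and 10.0 ± 3.11 FPKM (mean ± SD, n = 3 each). They also have less of the neutrophil surface protein gene Cd177 (-1.84, SE 0.41, adjusted p = 0.0452) by limma. Against NDE, Cxcl5 has 2.37 (adjusted p = 0.53) in DIOE. The 17 neutrophil markers have means of 0.76 in DIOE, 17 of 17 higher, and -0.42 in T1DE. Of these, 0 passed limma's test in either (0 also at an unadjusted p under 0.05 and adjusted over the list alone). The granule gene Ltf has 1.98 (adjusted p = 0.999) in DIOE, and S100a8, a calprotectin subunit, -1.27 (adjusted p = 0.592) in T1DE. The direction in DIOE turns with lung make-up, as the neutrophil means are 0.48 and -0.54 in DIOE and -0.53 and -1.01 in T1DE with the muscle and squamous covariate and with 3 make-up covariates, both chosen after seeing the data. Macrophage and monocyte markers, 18 genes, have means of 0.00 and -0.31 in DIOE and T1DE, where 0 passed limma's test in either (at an unadjusted p under 0.05: 1 and 0 higher, 1 and 1 lower; adjusted over the list alone: 0), and alveolar macrophage markers 0.14 and -0.31. limma called 0 of them in either (0 also at an unadjusted p under 0.05 and adjusted over the list alone). Fibroblast markers, 19 genes that build the interstitial matrix, have means of -0.01 and -0.15. Among its members 0 passed limma's test in either (at an unadjusted p under 0.05: 0 higher, 0 and 1 lower; adjusted over the list alone: 0). In those 2 fits the DIOE means are -0.36 and -0.77 for macrophages and monocytes, -0.10 and 0.22 for alveolar macrophages and -0.29 and -0.43 for fibroblasts, and the T1DE means -0.45 and -0.65, -0.40 and -0.25 and -0.26 and -0.35. Proliferation genes, 39 of replication and mitosis, have means of -0.36 in DIOE and 0.18 in T1DE. For this list limma called 0 genes in either (at an unadjusted p under 0.05: 0 and 1 higher, 5 and 0 lower; adjusted over the list alone: 0). Higher in T1DE than DIOE are the glucocorticoid-induced Zbtb16 (2.57, SE 0.45, adjusted p = 0.0236) and Fkbp5 (1.89, SE 0.41, adjusted p = 0.0452), the chaperone Hspa1b (2.51, SE 0.54, adjusted p = 0.0441). So are Gdf15 (1.68), Hsph1 (1.47), Dnaja1 (1.22) and Sox7 (1.08), and lower are Klf2 (-1.02) and Sik1 (-0.98) (adjusted p from 0.0283 to 0.0452). The 2 groups also differ in squamous score, at 1.60 ± 0.507 in DIOE and -0.813 ± 1.83 in T1DE. With muscle and squamous scores as a covariate, chosen after seeing the data, the 54 higher and 22 lower genes become 9 in all, and of the calls named here only Klf2 stays. Under 3 make-up covariates 1 gene is called, and it is not among those named. Leaving out 1 library at a time, 0 of the 11 calls named here held throughout. The calls lost are 11 without DIOE2, 11 without T1DE1, 10 without DIOE1, 10 without T1DE3, 9 without DIOE3 and 8 without T1DE2.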

Significant perturbations attributable to PM were also revealed through canonical pathway analysis. It was obvious that the magnitude of pathway activation was more pronounced in T1D mice (Fig. 3D). 

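The largest changes in T1DE against NDE by limma include Gdf15, the stress cytokine, at 9.56 ± 2.36 and 1.56 ± 0.537 FPKM (mean ± SD, n = 3 each), beside 2.27 ± 0.601 in DIOE. Aplnr, the apelin receptor, is at 2.48 ± 0.419 FPKM in T1DE, 13.3 ± 2.90 in NDE and 7.09 ± 2.56 in DIOE. Eda2r is at 4.29 ± 0.274, 0.683 ± 0.216 and 0.797 ± 0.162. Over all 13973 genes the median absolute log2 fold change against NDE is 0.135 in T1DE and 0.092 in DIOE, and 160 and 271 genes differ more than 2-fold. The libraries of the groups compared do not overlap for 18% of genes in T1DE and 9.23% in DIOE, where 10% is expected by chance with 3 against 3. Counted as the PM effect inside each state, the median absolute change is 0.131 in T1D (T1DE against T1DC), 0.084 in DIO and 0.079 in ND. Leaving out 1 library at a time, the number of genes called runs from 14 to 45 for T1DE and from 1 to 4 for DIOE. Not every setting puts T1DE first: on the groups compared alone 4 genes are called in T1DE and 107 in DIOE. With the muscle and squamous covariate, chosen after seeing the data, the median absolute changes against NDE are 0.149 and 0.133, and with 3 make-up covariates 0.161 and 0.162.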

Inflammation-related pathways (e.g., macrophage-stimulating protein (MSP)-RON, mitogen-activated protein kinase (MAPK)) were profoundly altered due to PM exposure. 

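Mapk13, the p38 delta kinase of airway epithelium, has log2 fold changes of 0.47 (adjusted p = 0.748) in DIOE and 0.24 (adjusted p = 0.548) in T1DE against NDE. It is at 11.1 ± 1.01, 9.32 ± 0.773 and 7.71 ± 0.560 FPKM (mean ± SD, n = 3 each, limma). Mst1r, the RON receptor of macrophage-stimulating protein, has 0.01 (adjusted p = 0.999) and 0.50 (adjusted p = 0.231), a gene chosen after the values were seen. Il1b, the inflammasome cytokine, has 0.85 (adjusted p = 0.999) in DIOE and -0.86 (adjusted p = 0.671) in T1DE. Over 31 cytokine and chemokine genes the means are -0.05 in DIOE and -0.28 in T1DE, where 0 passed limma's test in either (at an unadjusted p under 0.05: 1 and 0 higher, 2 and 4 lower; adjusted over the list alone: 1 and 0 higher, 0 lower), and the monocyte chemokine Ccl12 has -1.04 (adjusted p = 0.293) in T1DE. In fits with the muscle and squamous covariate and with 3 make-up covariates, chosen after seeing the data, those means are -0.40 and -0.50 in DIOE and -0.42 and -0.48 in T1DE. Comparing PM with filtered air in the same state, the same list has means of -0.12 in ND, 0.15 in DIO and -0.07 in T1D. By limma 0 of these genes passed in any (at an unadjusted p under 0.05: 0, 1 and 0 higher, 0, 0 and 1 lower; adjusted over the list alone: 0). The same covariates give -0.01 and 0.06 in ND, 0.06 and 0.09 in DIO and 0.12 and 0.06 in T1D, so the sign in T1D turns.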

Pathways related to macrophage activation and polarization (Th1/Th2, MSP-RON) showed similar perturbations in the two murine models. However, phagosome formation (an important step in phagocytosis) was upregulated in response to PM, particularly in DIOE mice. 

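Stat4, the Th1 factor gene, has -0.76 (adjusted p = 0.901) in DIOE and -0.92 (adjusted p = 0.192) in T1DE against NDE by limma. It stands at 4.70 ± 1.54 FPKM in DIOE, 3.98 ± 0.896 in T1DE and 8.80 ± 3.66 in NDE (mean ± SD, n = 3 each). Over 22 Th1 and Th2 pathway genes the means are -0.33 and -0.24 in DIOE and T1DE. Tested singly, 0 of these passed limma's test in either (at an unadjusted p under 0.05: 0 higher, 4 and 3 lower; adjusted over the list alone: 0). M1 markers, 12 genes of classically activated macrophages, have means of -0.04 and -0.29. In limma's test 0 members passed in either (0 also at an unadjusted p under 0.05 and adjusted over the list alone). M2 markers, 12 genes of alternatively activated macrophages, have means of -0.04 and -0.20. Here limma called 0 genes in either (at an unadjusted p under 0.05: 1 and 0 higher, 2 and 0 lower; adjusted over the list alone: 1 and 0 higher, 1 and 0 lower). The arginase gene Arg1 has 1.07 (adjusted p = 0.685) in DIOE and the chemokine gene Ccl17 -0.59 (adjusted p = 0.433) in T1DE. Between T1DE and DIOE directly the means are 0.09, -0.25 and -0.15 for the 3 lists, with 0, 0 and 0 genes higher and 0, 0 and 0 lower by limma. For M1 and M2 markers the difference turns with the make-up covariates, chosen after seeing the data: -0.11 and 0.02 and 0.14 and 0.11 with the muscle and squamous score and with 3 covariates.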

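Marco, the scavenger receptor by which alveolar macrophages bind particles, has 1.23 (adjusted p = 0.999) in DIOE against NDE. It is at 17.6 ± 14.7 FPKM in DIOE, 6.69 ± 4.95 in T1DE and 5.65 ± 1.72 in NDE (mean ± SD, n = 3 each). Cd14, the lipopolysaccharide co-receptor, has 0.65 (adjusted p = 0.717) in DIOE, and Mertk, which clears dying cells, -0.12 (adjusted p = 0.999). Over 27 phagocytic receptor genes the mean is 0.18 in DIOE, 17 of 27 higher, and -0.20 in T1DE, 8 of 27 higher. As single genes 0 passed limma's test in either (at an unadjusted p under 0.05: 1 and 0 higher, 0 lower; adjusted over the list alone: 0). Directly, T1DE minus DIOE has a mean of -0.38 over these genes, with 0 higher and 0 lower by limma (1 and 1 at an unadjusted p under 0.05) and adjusted p = 0.842 with an estimated correlation. The DIOE mean turns to -0.22 and -0.29 with the muscle and squamous covariate and with 3 make-up covariates, both chosen after seeing the data, and T1DE minus DIOE is then -0.13 and -0.11. Within a state, PM against filtered air gives means of -0.21 in ND, 0.08 in DIO and -0.16 in T1D. On this list 0 genes passed limma's test in any (at an unadjusted p under 0.05: 0 higher, 0, 0 and 1 lower; adjusted over the list alone: 0). Under the same covariates these are -0.09 and -0.03 in ND, -0.02 and 0.00 in DIO and 0.06 and 0.02 in T1D.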

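Nos1, a nitric oxide synthase, has 0.81 (adjusted p = 0.927) in DIOE against NDE lungs, and Nox4, a hydrogen peroxide producing oxidase, 0.38 (adjusted p = 0.356) in T1DE (limma, n = 3 per group). Over 12 NADPH oxidase and nitric oxide genes the means are 0.09 in DIOE and -0.26 in T1DE. Of these, 0 passed limma's test in either (at an unadjusted p under 0.05: 1 and 0 higher, 0 lower; adjusted over the list alone: 0). Their sign in DIOE turns with lung make-up, to -0.09 and -0.43 with the muscle and squamous covariate and with 3 make-up covariates, chosen after seeing the data. Among antioxidant enzymes, the methionine sulfoxide reductase gene Msra has 0.28 (adjusted p = 0.889) in DIOE and mitochondrial Sod2 0.38 (adjusted p = 0.429) in T1DE. Sod2 is at 32.9 ± 3.44 FPKM in DIOE, 35.3 ± 10.1 in T1DE and 26.6 ± 5.22 in NDE (mean ± SD, n = 3 each). Over the 22 enzymes the means are 0.15 in DIOE and 0.01 in T1DE. limma called 0 of them in either (at an unadjusted p under 0.05: 1 and 0 higher, 0 lower; adjusted over the list alone: 0). In the 2 make-up fits the DIOE mean of antioxidant enzymes is 0.00 and 0.03. Slc23a1 and Slc23a2, the vitamin C carriers, were not on a list fixed beforehand. Slc23a2, looked at after the other values, has -0.01 (adjusted p = 0.999) in DIOE and -0.11 (adjusted p = 0.779) in T1DE. NRF2 targets, 24 genes that answer electrophiles and oxidants, have means of 0.19 and -0.02. Among its members 0 passed limma's test in either (at an unadjusted p under 0.05: 2 and 0 higher, 0 lower; adjusted over the list alone: 0).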

ROS production pathway was activated while the antioxidant action of vitamin C was severely inhibited following PM exposure in both groups of mice. In addition, the wound healing pathway related to tissue repair was inhibited in T1D mice but activated in DIO mice. Accordingly, the regulatory network by which T1D or DIO aggravates PM-induced lung injury was derived from lung transcriptome profiles (Fig. 3E), and the representative genes were confirmed at the mRNA level (Fig. 3F). 

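Eln (elastin), which gives the lung its recoil, is at 60.8 ± 18.2 FPKM in DIOE, 106 ± 5.67 in T1DE and 67.0 ± 24.3 in NDE (mean ± SD, n = 3 each). Its log2 fold changes are -0.12 (adjusted p = 0.999) and 0.71 (adjusted p = 0.221) by limma. The macrophage elastase gene Mmp12 has -0.83 (adjusted p = 0.83) in DIOE, the protease inhibitor gene Timp1 -0.59 (adjusted p = 0.959), and Mmp14, a membrane collagenase, 0.29 (adjusted p = 0.31) in T1DE. Over 40 matrix and remodelling genes the mean is -0.07 in DIOE and 0.05 in T1DE. For this list limma called 0 genes in either (at an unadjusted p under 0.05: 1 and 2 higher, 2 and 1 lower; adjusted over the list alone: 0). T1DE minus DIOE directly has a mean of 0.12, with 0 genes higher and 0 lower (6 and 1 at an unadjusted p under 0.05) and adjusted p = 0.842 with an estimated correlation. Endothelial markers, 20 genes, have means of -0.16 in DIOE and -0.12 in T1DE, of which 1 fell (1 when adjusted over the list alone) in T1DE. Adding the muscle and squamous covariate or 3 make-up covariates, chosen after seeing the data, turns the endothelial mean in DIOE to 0.15 and 0.10.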

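Of the genes in the lung network and its bar charts, Cdkn1a, an inhibitor of the cell cycle, has 0.10 (adjusted p = 0.999) in DIOE and 1.19 (adjusted p = 0.11) in T1DE against NDE by limma. Trp53, the p53 gene, has -0.02 (adjusted p = 0.999) and 0.08 (adjusted p = 0.825). Cebpb, a transcription factor of acute inflammation, has 0.55 (adjusted p = 0.806) and 0.12 (adjusted p = 0.833), Cebpd 0.20 (adjusted p = 0.999) and -0.22 (adjusted p = 0.798), and Ido1, which degrades tryptophan, -0.37 (adjusted p = 0.999) and -0.30 (adjusted p = 0.788). Il6, Tnf, Ido2 and Chrna1 lie below the level tested. Trem1, an amplifier of myeloid inflammation, has 0.59 (adjusted p = 0.999) and -0.29 (adjusted p = 0.801). The B cell chemokine gene Cxcl13 has 0.51 (adjusted p = 0.999) and 0.60 (adjusted p = 0.791), with 36.3 ± 19.0 FPKM in DIOE, 51.6 ± 37.9 in T1DE and 23.9 ± 7.16 in NDE (mean ± SD, n = 3 each). Basement membrane Col4a1 has -0.36 (adjusted p = 0.999) and 0.48 (adjusted p = 0.403), and the receptor genes Tlr1 0.15 (adjusted p = 0.999) and -0.71 (adjusted p = 0.32), and Tlr13 0.06 (adjusted p = 0.999) and -0.69 (adjusted p = 0.547). Over the 26 of these 30 genes measured, 22 of 26 are higher in DIOE with a mean of 0.51, and 15 of 26 in T1DE with a mean of 0.17. By limma 0 of these genes passed in either (at an unadjusted p under 0.05: 4 and 1 higher, 0 and 1 lower; adjusted over the list alone: 1 and 1 higher, 0 lower). Using the muscle and squamous covariate and 3 make-up covariates, chosen after seeing the data, the means are 0.28 and -0.07 in DIOE and 0.08 and -0.11 in T1DE. The study chose them on these samples, so their direction is not independent evidence.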

The key molecular events were corresponding to inflammatory responses, oxidative stress, cellular senescence, tissue remodeling, etc. 

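Mdm2, the p53-induced ligase that limits p53, has 0.35 (adjusted p = 0.0694) in T1DE against NDE, at 28.8 ± 0.680 and 22.4 ± 1.87 FPKM (mean ± SD, n = 3 each, limma). Over 23 genes of senescence and its secretome 1 rose (2 when adjusted over the list alone) in T1DE, with a mean of 0.13 (adjusted p = 0.904 with an estimated correlation). The mean in DIOE is -0.08. Tested singly, 0 of these passed limma's test (0 higher and 4 lower at an unadjusted p under 0.05, 0 adjusted over the list alone). NAD biosynthesis genes, 19 of them, have means of 0.01 in DIOE and -0.13 in T1DE. In limma's test 0 members passed in either (at an unadjusted p under 0.05: 0 higher, 0 and 2 lower; adjusted over the list alone: 0 higher, 0 and 1 lower). Interferon-stimulated genes have means of -0.16 and 0.22, where 0 passed limma's test in either (at an unadjusted p under 0.05: 0 and 2 higher, 0 lower; adjusted over the list alone: 0), and T and NK cell markers -0.75 and -0.60. Here limma called 0 genes in either (at an unadjusted p under 0.05: 0 higher, 6 and 5 lower; adjusted over the list alone: 0 higher, 0 and 4 lower). Mitochondrial respiratory chain genes have means of 0.22 and 0.07. As single genes 0 passed limma's test in either (0 also at an unadjusted p under 0.05 and adjusted over the list alone). Muscle, rich in these genes, has markers 3.78 higher in DIOE than NDE. Fitted with the muscle and squamous covariate and with 3 make-up covariates, chosen after seeing the data, the respiratory chain means turn to -0.43 and -0.14 in DIOE and -0.18 and -0.10 in T1DE.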

Taken together, lung transcriptomics revealed that T1D and DIO play important roles in the regulation of glucose and lipid metabolism and contribute to increased susceptibility to PM exposure.

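Under PM, glucose uptake and glycolysis genes have mean log2 fold changes of 0.23 in DIOE and 0.06 in T1DE against NDE lungs. On this list 0 genes passed limma's test in either (0 also at an unadjusted p under 0.05 and adjusted over the list alone). Fatty acid oxidation and PPAR alpha targets have means of 0.40 and 0.14. Of these, 0 passed limma's test in either (at an unadjusted p under 0.05: 1 and 0 higher, 0 lower; adjusted over the list alone: 0). Acot1 is at 81.6 ± 12.7 FPKM in DIOE, 58.9 ± 5.78 in T1DE and 54.1 ± 7.38 in NDE (mean ± SD, n = 3 each). Fatty acid and triglyceride synthesis has means of -0.06 and -0.23, where 0 passed limma's test in either (at an unadjusted p under 0.05: 0 higher, 0 and 5 lower; adjusted over the list alone: 0 higher, 0 and 2 lower), and cholesterol synthesis -0.21 and -0.23. limma called 0 of them in either (0 also at an unadjusted p under 0.05 and adjusted over the list alone). Gluconeogenesis and amino acid catabolism has means of 0.27 and 0.08. Among its members 0 passed limma's test in either (at an unadjusted p under 0.05: 1 and 0 higher, 0 lower; adjusted over the list alone: 1 and 0 higher, 0 lower). Muscle and squamous markers have means of 3.78 and 3.55 in DIOE, and several signs turn with them. In DIOE the muscle and squamous covariate and 3 make-up covariates, chosen after seeing the data, give -0.17 and -0.22 for glycolysis, -0.20 and 0.01 for fatty acid oxidation, -0.62 and -0.28 for fatty acid synthesis and 0.30 and -0.01 for gluconeogenesis. In T1DE they give -0.09 and -0.15, -0.10 and -0.06, -0.45 and -0.34 and 0.09 and -0.11. The paper compares obese or diabetic with ND mice first in filtered air and then under PM. It finds metabolic pathways at the top of the first and inflammatory, oxidative and repair pathways in the second. It concludes that both states matter for how the lung regulates glucose and lipids, and that they add to its susceptibility to PM.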

### Key molecular events involved in the enhanced lung response to PM exposure in T1D and DIO mice

Next, we determined the critical events involved in aggravating PM-induced lung injury in the lungs of the two mouse models. Lung inflammation was characterized by the recruitment and polarization of macrophages, inflammatory cell count analysis, and cytokine quantification in BALF. Macrophage recruitment (F4/80+) upon PM exposure was elevated by 29.78% and 55.04% in DIO and T1D mice, respectively, compared with ND-fed mice (Fig. 4A and E). Macrophage count in BALF showed analogous results, while the increases in polymorphonuclear leukocytes (PMNs) were more pronounced in DIO mice (Figures S10 A and B). We further examined the polarization of M1 and M2 macrophages in BALF, which indicated the pro- and anti-inflammatory effects, respectively. Although the increase in M1 and decrease in M2 counts were inherent to both murine models, a larger M1/M2 ratio was observed in DIO mice (Figures S10 C-E). The secretion of pro-inflammatory cytokines (IFN-γ, IL-1β, TNF-α, and IL-17) in BALF were significantly increased in both mouse models. However, the anti-inflammatory effects of IL-4 and IL-10 in DIO and T1D mice were suppressed compared with ND-fed mice upon PM exposure, particularly more significant in T1D mice (Figure S10 F). To assess the extent of oxidative stress, we measured the levels of lipid peroxidation products, 4-HNE and MDA. Compared with ND-fed mice, 4-HNE was significantly increased in both groups of mice upon PM exposure with 2.26 or 1.77 times higher in T1D or DIO mice compared with their corresponding AF control mice (Fig. 4B and F). Consistently, the changes in MDA showed analogous quantitative relationships (Figure S10 G). Collectively, lung inflammatory responses upon PM exposure varied greatly between T1D and DIO mice, while oxidative damage was consistently more pronounced in T1D mice.

**Fig. 4:**
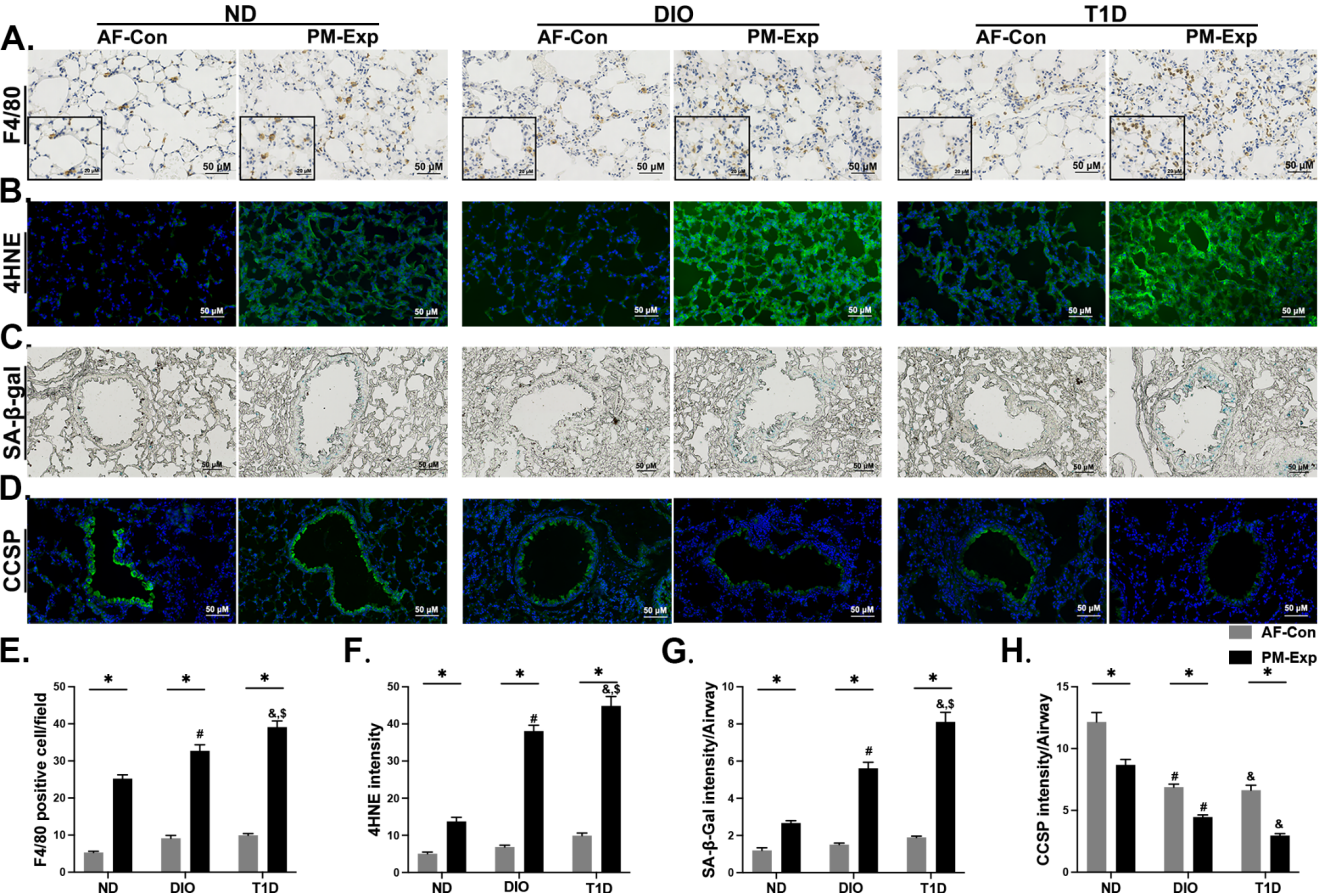
**The effects of PM exposure on the key molecular events in the lungs of DIO and T1D mice.** Representative images of F4/80 immunochemical staining (scale bar, 50 μm) (**A**) and corresponding quantitative results (**D**). Representative images of 4HNE immunofluorescence staining (scale bar, 50 μm) (**B**) and corresponding quantitative results (**F**). Representative images of SA-β-gal staining (scale bar, 50 μm) (**E**) and corresponding quantitative results (**G**). Representative images of CCSP immunofluorescence staining (scale bar, 50 μm) (**D**) and corresponding quantitative results (**H**) (All *n* = 5). The data are presented as mean ± SEM. ^*^P < 0.05 (PM vs. AF); ^#^*P* < 0.05 (DIO vs. ND); ^&^*P* < 0.05 (T1D vs. ND); ^$^*P* < 0.05 (T1D vs. DIO).

Another crucial molecular event is cellular senescence resulting from dysregulated NAD biosynthesis, cell cycle arrest, and DNA damage (Fig. 3E). DIO and T1D led to SA-β-gal accumulation by a 1.09- and 2.04-fold increase in response to PM exposure, respectively (Fig. 4C and G). Clara cell secretory protein (CCSP) is a marker of Clara cells that are linked to cell senescence and airway repair capacity [37]. Compared with ND-fed mice, the content of CCSP in lung tissues was considerably reduced by 48.58% and 65.81% in DIO and T1D mice, respectively, upon PM exposure (Fig. 4D and H). Decreased CCSP cytokine levels were also observed in BALF, and lower in T1D mice (Figure S10 H). Taken together, we demonstrate that disorder of multiple molecular events, including lung inflammatory responses, oxidative stress, cellular senescence, and reduced tissue repair capacity in both metabolically abnormal mice might contribute to PM exposure-induced adverse health effects.

### Differential perturbation patterns of xenobiotic metabolism in T1D and DIO mice

Xenobiotic metabolism plays a pivotal role in the biotransformation and disposal of PM. We speculate that a comprehensive analysis of xenobiotic metabolism between DIO and T1D mice may explain why or how different metabolic disorders predispose mice to PM exposure. 

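Ces2e, a carboxylesterase under CAR and PXR control, rose in T1DE against NDE lungs (0.78, SE 0.13, adjusted p = 0.0148) to 1.94 ± 0.229 FPKM from 0.710 ± 0.0781 (mean ± SD, n = 3 each, limma). It is the 1 call among 16 CAR and PXR targets. Their mean log2 fold changes are 0.20, 0.15, 0.37 and 0.12 in DIOC, T1DC, DIOE and T1DE against the ND group in the same air. Of them, 2, 3, 3 and 1 are higher at an unadjusted p under 0.05, and 0, 3, 0 and 1 adjusted over the list alone. AHR targets, 10 genes such as Cyp1a1 and Tiparp, have means of 0.12, 0.39, 0.15 and 0.21. For this list limma called 0 genes in any (at an unadjusted p under 0.05: 1, 3, 1 and 1 higher, 0 lower; adjusted over the list alone: 0, 2, 0 and 0 higher, 0 lower). Cyp1a1, the inducible hydroxylase of polycyclic hydrocarbons, is at 7.71 ± 3.48 FPKM in NDC, 9.11 ± 3.32 in NDE, 7.16 ± 2.17 in DIOE and 12.6 ± 2.13 in T1DE. LXR targets, 15 sterol efflux and lipid genes, have means of 0.17, -0.07, 0.02 and -0.04. By limma 0 of these genes passed in any (at an unadjusted p under 0.05: 1, 0, 0 and 0 higher, 0, 0, 0 and 2 lower; adjusted over the list alone: 0). The 9 receptor genes themselves have means of 0.12, -0.13, 0.06 and 0.09. Tested singly, 0 of these passed limma's test in any (0 also at an unadjusted p under 0.05 and adjusted over the list alone). Make-up covariates, chosen after seeing the data, turn the DIOE means to -0.18 and -0.05 for LXR targets and -0.23 and -0.09 for the receptors, and give -0.20 and 0.03 for LXR targets in T1DC. For the PM effect in T1D minus that in ND the means are -0.19 for AHR, -0.04 for CAR and PXR and 0.03 for LXR targets, with 0 called on each (1, 0 and 0 higher and 1, 1 and 0 lower at an unadjusted p under 0.05, limma). Ces2e is no longer called without NDE1, NDE3 and T1DE2.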

In the lungs, NR signaling pathways (CAR, AHR, LXR, and pregnane X receptor (PXR)) remained active in DIO mice with or without PM exposure, while the activity of NR pathways transformed from inhibition to activation in response to PM exposure in T1D mice (Fig. 3B and D). Moreover, the GSH-mediated detoxification pathway upon PM exposure was activated in DIO mice but inactivated in T1D mice (Fig. 3D). 

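The glutathione transferase gene Gstp2 has 0.85 (adjusted p = 0.613) in DIOE against NDE lungs by limma, and Gsta1, whose reads overlap those of its near-identical neighbour Gsta2, 1.51 (adjusted p = 0.685). Gclc, the catalytic subunit that sets glutathione synthesis, is at 54.1 ± 9.98 FPKM in DIOE, 42.7 ± 2.18 in T1DE and 51.2 ± 2.66 in NDE (mean ± SD, n = 3 each). Its PM effect in T1D minus that in ND is -0.84 (adjusted p = 0.767). Over 39 glutathione genes the mean is 0.24 in DIOE, 32 of 39 higher, and 0.00 in T1DE, 17 of 39 higher. In limma's test 0 members passed in either (at an unadjusted p under 0.05: 4 and 0 higher, 0 lower; adjusted over the list alone: 1 and 0 higher, 0 lower). T1DE minus DIOE directly has a mean of -0.24, with 0 genes higher and 0 lower (1 and 4 at an unadjusted p under 0.05) and adjusted p = 0.673 with an estimated correlation. In filtered air the means are 0.18 in DIOC and 0.14 in T1DC, where 0 passed limma's test in either (at an unadjusted p under 0.05: 2 and 2 higher, 0 lower; adjusted over the list alone: 1 and 0 higher, 0 lower), and the transferase gene Gsta3 has 0.61 (adjusted p = 0.0771) in DIOC. The DIOE mean shrinks when lung make-up enters the fit. Given the muscle and squamous covariate and then 3 make-up covariates, chosen after seeing the data, it is 0.07 and 0.08, beside -0.07 and -0.08 in T1DE, -0.13 and -0.16 for T1DE minus DIOE, 0.10 and 0.10 in DIOC and 0.02 and 0.17 in T1DC.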

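Liver RNA from the same 6 groups of 3 male mice (ND, DIO and T1D, in filtered air or PM) reads Alb, serum albumin, at 38310 ± 9230 FPKM in NDC and 21580 ± 4671 in T1DE (mean ± SD, n = 3 each). Major urinary protein genes, made by male liver under pulsed growth hormone, take from 6.83 to 15% of the summed FPKM in NDC and from 1.03 to 7.58% in T1DC, where T1DC2 has the highest value and overlaps NDC. Under PM they take from 8.09 to 11.2% in NDE and from 1.94 to 3.06% in T1DE. This leaves a larger share to other genes in T1DE. The median log2 fold change over all 10806 genes tested is 0.157 for T1DC against NDC, 0.227 for T1DE against NDE, -0.122 for DIOE against NDE, -0.106 for DIOE against DIOC, 0.065 for T1DE against T1DC and -0.014 for DIOC against NDC. Changes stand relative to it. Sex-biased genes move with T1D. Over 33 male-biased genes the means are -2.11 and -1.97 in T1DC and T1DE against their ND groups. On that list 17 fell (29 when adjusted over the list alone) and 21 fell (23 when adjusted over the list alone). Over 27 female-biased genes the means are 1.24 and 1.51. Of these 11 rose (16 when adjusted over the list alone) and 16 rose (18 when adjusted over the list alone). Cholesterol synthesis enzymes, 25 SREBP2 targets, have means of -1.18 in DIOC, where 15 fell (18 when adjusted over the list alone), and -1.13 in DIOE, where 14 fell (19 when adjusted over the list alone). The files and steps are those of the lung: FPKM from RSEM, log2(FPKM + 1), limma, and a call at an adjusted p under 0.05 and a fold over 1.5. Reads per library, in units of 1e6 and estimated from the spacing of the values, run in NDC 20.5 to 20.9 (median 20.8), NDE 19.9 to 20.5 (median 20.4), DIOC 19.8 to 20.6 (median 20.4), DIOE 20.4 to 21 (median 20.6), T1DC 18.9 to 20.4 (median 19.7) and T1DE 18.6 to 19.7 (median 19.3). For gene lists camera at its preset correlation called a mean of 17.2 lists in simulated comparisons with no change and 0 with an estimated correlation. With that correlation these 3 lists have adjusted p from 0.141 to 0.992.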

Liver RNA-seq was also performed to identify the disruptions of xenobiotic metabolism-related pathways (Figures S11 and 12). 

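Gsta1, a glutathione transferase of electrophiles, rose in T1DE against NDE livers, from 0.603 ± 0.195 FPKM in NDE to 67.6 ± 30.0 in T1DE (mean ± SD, n = 3 each; log2 fold change 5.31, SE 0.67, adjusted p = 0.000124). With it rose Gstm3 (3.50, SE 0.46, adjusted p = 0.000158), Gstm2 (1.86, SE 0.20, adjusted p = 2.34e-05), the quinone reductase Nqo1 (1.86, SE 0.33, adjusted p = 0.00143) and the CAR-induced oxidase Cyp2b10 (3.2, SE 0.47, adjusted p = 0.000363) by limma. The sulfotransferase Sult1d1 (2.48, SE 0.33, adjusted p = 0.000181), the esterase Ces2e (1.50, SE 0.17, adjusted p = 5.21e-05), the antioxidant regulator Nfe2l2 (1, SE 0.15, adjusted p = 0.000585) and the CAR gene Nr1i3 (0.60, SE 0.14, adjusted p = 0.00662) rose in T1DE too. The PPAR alpha gene Ppara (-0.62, SE 0.14, adjusted p = 0.00653) fell. Nr1i3 is not called after median-ratio scaling, quantile normalization or scaling without the 50 top genes, the last chosen after seeing the data. In T1DC against NDC Gsta1 (3.26), Gstm3 (2.63), Gstm2 (1.34), Nqo1 (1.49), Sult1d1 (1.97) and Ces2e (1.47) were higher, and so was Ugt1a1 (0.99), not named above in T1DE (adjusted p from 0.00012 to 0.0108). T1DC2 stands near the ND livers, with Gsta1 at 3.84 FPKM (56.35 and 23.28 in T1DC1 and T1DC3, 3.49 in NDC2) and Nqo1 at 4.59 (14.72, 18.28 and 4.31). Fitted on T1DC and NDC alone, only Gstm2 and Ces2e of these 7 stay called. In DIO livers fewer passed: Ugt1a5 (-1.92), Ces1f (-1.17), Ces2e (-0.69) and Ugt2a3 (-0.63) fell in DIOC, and Ugt1a5 (-1.93), Gstt2 (-0.96) and Gstm4 (-0.81) in DIOE (adjusted p from 0.0124 to 0.0495 and from 0.0164 to 0.0295). Of 31 CAR and PXR targets 12 and 19 rose in T1DC and T1DE (16 and 20 adjusted over the list alone) and 0 and 0 in DIOC and DIOE, where 1 and 0 fell. The means are -0.13, 0.95, 0.08 and 1.32 in DIOC, T1DC, DIOE and T1DE. With an estimated correlation camera gives adjusted p = 0.685 and 0.924 in T1DC and T1DE. After median-ratio scaling their score, a test added after the values were seen, differs by 0.76 (adjusted p = 0.0203) in T1DC and 1.03 (adjusted p = 0.002) in T1DE by limma. Phase II enzymes, 54 genes, have 0, 18, 0 and 23 rising and 2, 1, 3 and 0 falling in that order (0, 19, 0 and 23 and 2, 3, 3 and 1 adjusted over the list alone). AHR targets have 0, 2, 0 and 2 rising of 6, with means of 0.07, 0.52, 0.06 and 0.68. The 15 phase II genes shown in the paper have 0, 11, 0 and 12 rising and 0, 1, 0 and 0 falling. The paper does not state how it chose them, so this may not be independent evidence of direction. With any library left out 14 of these 24 calls held in every fit. Losses are 5 without NDE3, 4 without DIOC1, 4 without NDC2, 3 without DIOC3, 3 without DIOE2, 3 without DIOE3, 3 without NDC1, 3 without NDC3, 3 without NDE1, 3 without NDE2, 2 without DIOC2, 2 without DIOE1, 1 without T1DC1, 1 without T1DE1 and 1 without T1DE3.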

The activation of NR pathways was more significant in the livers of T1D mice, while the detoxification pathway was consistently inhibited in those of DIO mice but activated in those of T1D mice (Fig. 5A). These results reveal that pathways related to xenobiotic metabolism in the lungs or livers exhibit tissue- and metabolic state-specific perturbation patterns in T1D and DIO mice.

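Fmo1, a drug monooxygenase, rose in T1DE against NDE liver (1.06, SE 0.14, adjusted p = 0.000139) by limma, to 160 ± 8.01 FPKM from 76.4 ± 5.69 (mean ± SD, n = 3 each). Between the states directly, T1DE minus DIOE in liver, Gsta1 (log2 fold change 5.06, SE 0.67, adjusted p = 8.3e-05), Gstm3 (4.29, SE 0.46, adjusted p = 1.53e-05) and Sult2a7 (4.46, SE 0.43, adjusted p = 5.5e-06), conjugating enzymes, were higher. T1DC minus DIOC gave Cyp2a4 (4.00), Cyp2a5 (2.73), Gstm3 (3.14) and Sult2a7 (3.46) (adjusted p from 0.000159 to 0.0101). Liver glutathione genes, 34 of them, have 0, 9, 0 and 13 rising and 0, 0, 2 and 0 falling in DIOC, T1DC, DIOE and T1DE. The means are -0.04, 0.58, -0.10 and 0.85 (10 and 13 rising in T1DC and T1DE adjusted over the list alone). Phase I enzymes other than P450, 62 genes, have 0, 15, 0 and 18 rising and 2, 4, 0 and 4 falling. NRF2 targets, 23 genes, have 0, 9, 0 and 10 rising (0, 11, 0 and 11 adjusted over the list alone). LXR targets, 17 genes, have 0, 3, 0 and 5 rising and 1, 0, 2 and 2 falling, with means of -0.20, 0.23, -0.31 and 0.04. With an estimated correlation camera gives adjusted p = 0.997, 0.999 and 0.824 for the glutathione, phase I and NRF2 lists in T1DE. The paper sets the pathway activities of lung and liver side by side. It finds receptor pathways more activated in T1D than DIO livers, and detoxification lowered in DIO livers and raised in T1D livers, and concludes that the pattern depends on tissue and state. In leave-one-out fits 7 of the 8 calls named here held throughout. Calls lost number 1 without T1DC1.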

**Fig. 5:**
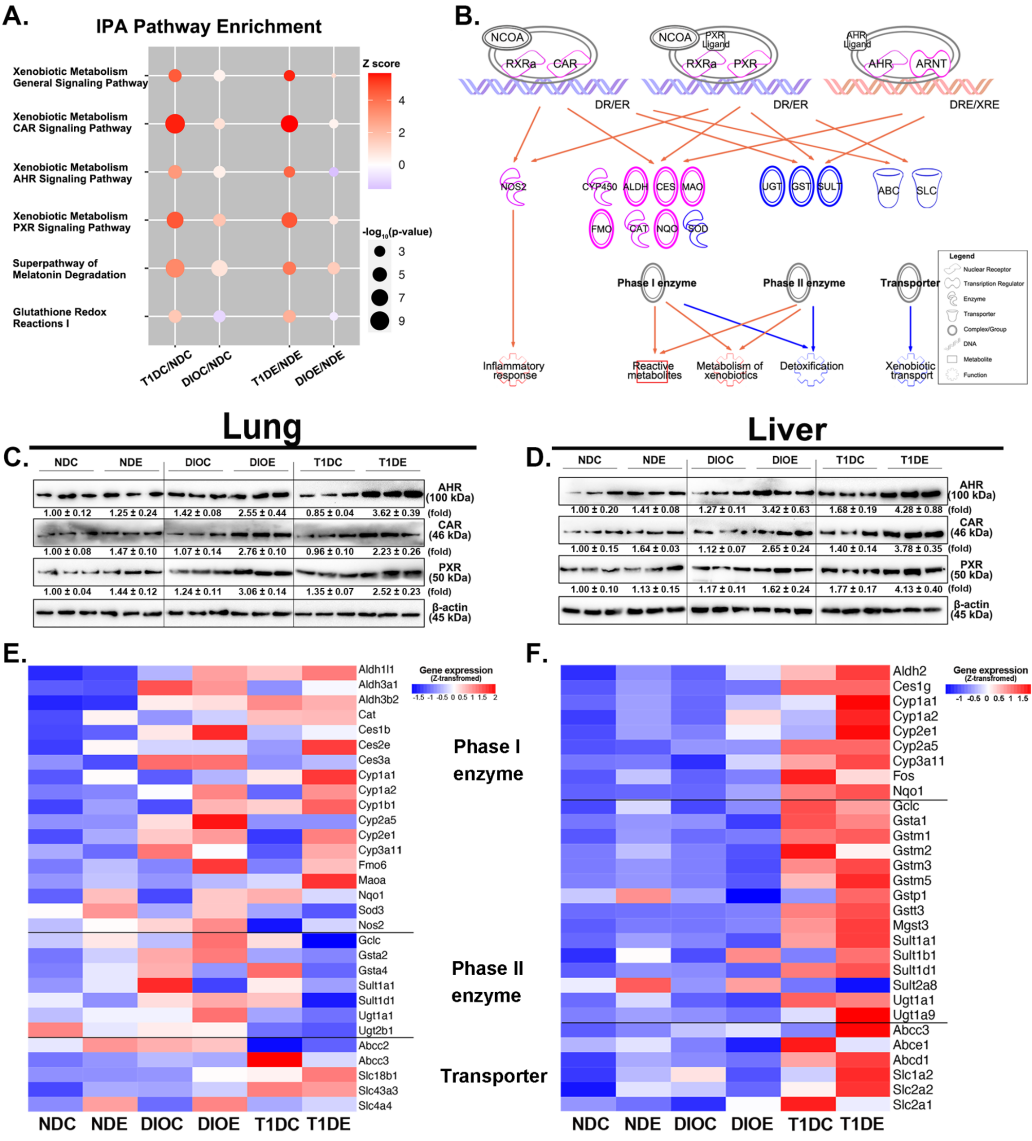
**Differential xenobiotic metabolism patterns in the lungs and livers of DIO and T1D mice. (A)** Perturbations of key xenobiotic metabolism pathways before and after PM exposure in the livers of DIO or T1D mice compared with ND-fed mice. **(B)** The diagram presented dysregulated xenobiotic metabolism in lung tissues, exemplified by PM-induced changes in T1D mice compared to ND-fed mice. Pink elements and yellow arrows indicate the upregulation in T1D mice compared with ND-fed mice, while blue elements and arrows indicate the downregulation changes. Immunoblotting of AHR, CAR, and PXR in the lung (**C**) and liver (**D**). The data are presented as mean ± SEM. The heatmap showed the mRNA levels of phase I/II metabolizing enzymes and transporters in the lung (**E**) and liver (**F**). The z-score transformation was utilized to calculate the relative level of gene expression. (All *n* = 3)

**Fig. 6:**
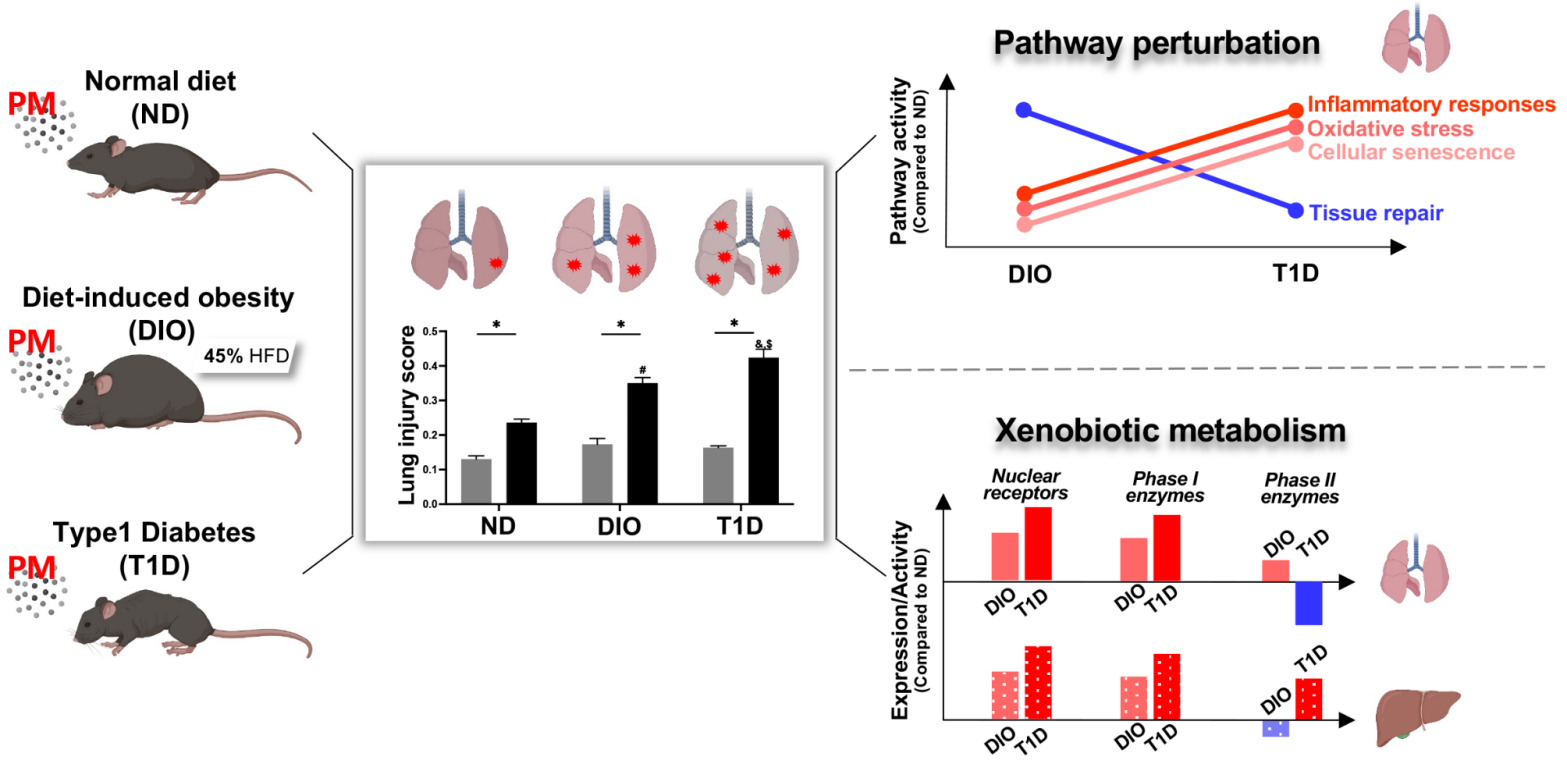
**A summary diagram illustrates the differential susceptibility to PM-induced lung injury in T1D, DIO, and ND-fed mice.**

Next, we constructed regulatory networks of xenobiotic metabolism, exemplified by alterations in T1D mouse lungs upon PM exposure (Fig. 5B). The expression of three key NRs (AHR, CAR, and PXR) was confirmed at the protein level, which was concordant with the upregulation of corresponding NR pathways in the lungs and livers of T1D and DIO mice (Fig. 5C and D. Figure S13). mRNA expressions and activities of key xenobiotic enzymes were examined in lungs and livers. In the lungs, both DIO and T1D mice displayed an increase in most phase I enzymes upon PM exposure, e.g., CYP450s (Fig. 5E, Figures S14 A-C). However, decreased expression of phase II enzymes was observed only in the lungs of T1D mice upon PM exposure (Fig. 5E), consistent with the decline in SOD, GST, and GSH contents in T1D mice compared with DIO mice (Figures S14 D-F). In the livers, increases in the majority of the surveyed metabolizing enzymes and transporters appeared only in T1D mice with or without PM exposure (Fig. 5F, Figures S14 G-L). Interestingly, a reduction in the expression of several phase II enzymes was present in DIO mice, including GSTs and UDP-glucuronosyltransferases (UGTs), and several transporter subtypes (Fig. 5F). These changes were further corroborated by the degree of enzyme activity of SOD and GST, which were lower by 18.52% and 28.67% in DIO vs. T1D mice (Figures S14 J and K). Taken together, compared to DIO mice, upregulation in NR pathways and downregulation in the GSH-mediated detoxification pathway were more pronounced in the lungs of T1D mice, while a more significant upregulation of NR pathways was present in the livers of T1D mice. These pattern-specific differences in xenobiotic metabolism between T1D and DIO mice are likely responsible for the distinct susceptibility to PM-induced toxic effects.

## Discussion

Unhealthy dietary lifestyles and pre-existing metabolic diseases serve as potential risk factors for increasing the risks of adverse health effects induced by PM exposure [7]. Although epidemiological studies have linked obesity and diabetes to the exacerbation of respiratory diseases from air pollution [13–15], the underlying mechanisms remain largely unknown. In this study, murine models of DIO and T1D were generated and subjected to real-ambient PM exposure. Although both DIO and T1D mice were more susceptible to PM exposure, more severe lung injury appeared in T1D mice. Lung transcriptome analysis revealed distinct pathway perturbations in the regulation of glucose and lipid metabolism, inflammatory responses, oxidative stress, cellular senescence, and tissue remodeling. Analysis of xenobiotic metabolism-related pathways further identified differential regulatory patterns in DIO and T1D mice, which might underlie the regulatory mechanisms of PM-induced adverse health effects (Fig. 6). These findings shed light on how T1D and DIO increase susceptibility to PM-induced lung injury in mice through different regulatory modes of metabolism.

Dietary lifestyles and disease conditions may disturb organismal homeostasis, which confers vulnerability to environmental stimuli. T1D is caused by autoimmune-mediated pancreatic β-cell destruction, resulting in absolute insulin deficiency. The onset of T1D is thought to be the interaction of polygenic and environmental triggers [9]. In contrast, T2D is usually considered to be associated with unhealthy lifestyles, such as high-fat diets [9]. T1D has become one of the most common chronic diseases in children and adolescents, while T2D is the most common type of diabetes [10]. This study employed T1D and DIO (may progress to T2D) mouse models, which differed widely in many aspects [10]. Generally, both models share a common feature of hyperglycemia, but DIO has an additional characteristic of dyslipidemia [38]. The deeply branched vascularization makes the lung vulnerable to hyperglycemia [21], while lipid-rich pulmonary surfactants are readily altered by dyslipidemia [22], thereby disrupting lung homeostasis [39]. Therefore, DIO and T1D lead to distinct lung injuries, creating unfavorable lung microenvironments that may modify PM disposition and toxicity, possibly through different biological mechanisms. In the present study, hyperglycemia was observed in both metabolically abnormal mice, particularly in T1D mice, while dyslipidemia was more pronounced in DIO mice. These metabolic characteristics were further supported by lung RNA-seq results, providing evidence that abnormal metabolic states may result in disruption of lung homeostasis. Conceivably, the states of T1D or DIO may confer mice increased susceptibility to PM exposure.

Previous studies have demonstrated that PM exposure can exacerbate metabolic abnormalities in DIO and T1D models, such as potentiation to adipose inflammatory responses, cardiac fibrosis, hepatic fibrosis, and vascular endothelial dysfunction [16–18, 40–44]. By contrast, less attention has been paid to the molecular mechanisms by which different metabolic diseases affect PM-induced lung toxicity. In addition, less evidence provided from comparative evidence impedes the protection of high-risk subpopulations under PM exposure. Here, we revealed that the states of DIO or T1D resulted in an enhanced lung injury towards PM exposure, indicated by pathological changes, immune cell infiltration, changes in epithelial permeability, and apoptosis. Intriguingly, T1D mice presented more pronounced lung injury upon PM exposure. Lung transcriptome analysis demonstrated that increased susceptibility to PM exposure in these two metabolically abnormal mice was closely associated with inflammatory responses, oxidative stress, cellular senescence, and reduced tissue repair capacity.

Inflammatory responses and oxidative stress underlie the lung’s defense response to PM [3]. It has been demonstrated that HFD-induced obesity predisposes individuals to lung inflammation, lipid peroxidation, airway hyperresponsiveness, and the development of chronic respiratory diseases [45]. T1D led to pulmonary artery hyperresponsiveness via oxidative stress and cyclooxygenase-2 induction [46]. Moreover, DIO and T1D have been reported to result in greater pulmonary responses to multiple stimuli (e.g., cigarette smoke, inorganic arsenic, and diesel exhaust particles) [47–49]. In this study, it’s noteworthy that T1D consistently exerted more significant alterations than DIO upon PM exposure. The differences between DIO and T1D regarding the pathways associated with inflammatory responses (TREM1, PRR, MAPK, HMGB1, STAT3, Th1/Th2, and MSP-RON) and oxidative stress (production of NO and ROS, the antioxidant action of vitamin C) might be responsible for enhanced lung toxicity of PM exposure in T1D mice.

Prior studies have revealed that DNA damage and cellular senescence are involved in PM-induced adverse health effects and implicated pulmonary fibrosis in STZ-induced diabetic rodents [50, 51]. More recently, HFD has been found to exacerbate aging-induced lung injury and delay airway repair by disturbing the function of AT2 cells and bronchioalveolar stem cells [52, 53], suggesting a potential role of lung cell senescence in response to environmental stress under adverse metabolic states. In this study, pathway perturbations were linked to DNA damage, cellular senescence, tissue repair, and wound healing in T1D and DIO mice upon PM exposure, but more pronounced in T1D mice. The evidence enhances the notion that the abnormal metabolic state of diabetes leads to greater health risk than hyperlipidemia towards PM exposure.

Sufficient evidence has proved that inhaled particles can be directly translocated into the circulation and accumulated in other target organs, such as the heart, liver, and brain [54, 55]. Subsequently, PM-bound chemicals provoke a series of extra-pulmonary effects often manifested as cardiovascular and metabolic effects [56–60], which are linked to systemic inflammation, genotoxicity, oxidative stress, apoptosis, etc. [61]. LPS-induced pulmonary inflammation enhanced the extra-pulmonary translocation of PM [62], indicating that induction of inflammatory mediators may also promote PM translocation, thereby exerting stronger systemic toxicity. Moreover, HFD resulted in more significant changes in circulatory inflammatory mediators upon PM exposure [44], while T1D enhanced systemic inflammation and oxidative stress from diesel exhaust particle exposure [40]. In the present study, DIO led to increased secretion of pro-inflammatory cytokines in the plasma, suggesting the occurrence of systemic chronic low-grade inflammation [63]. However, more pronounced disturbances in oxidative stress and genotoxicity prevailed in T1D mice exposed to PM. Overall, DIO and T1D promote PM-mediated systemic effects on different molecular toxicological consequences.

Xenobiotic metabolism has received great attention due to its dominant role in the metabolism of PM-bound chemicals [64]. Dietary lifestyles and disease conditions affect the activity of metabolizing enzymes by interacting with xenobiotic response elements (XRE), resulting in alterations in cellular response. HFD-induced obesity modulated the expression and activity of hepatic metabolizing enzymes and transporters [31, 32]. T1D induced increased expressions of CAR-dependent hepatic CYP450s in mice [33]. In addition, preferential expression and distribution of metabolizing enzymes and transporters in different tissues confer tissue-selective chemical toxicity [65]. It has been reported that co-exposure to HFD and cigarette smoke altered CYP450s in lung and liver tissues to varying degrees [66], implicating that the interplay between metabolism and environmental stimuli is critical in the determination of health effects. In this study, metabolic activation and detoxification of PM-bound chemicals in the lungs and livers were associated with multiple pathways of xenobiotic metabolism, including several NR signaling pathways and the GSH-mediated detoxification pathway. The metabolic state- and tissue-specific modulatory patterns were well correlated with the regulatory functions of NRs in T1D and DIO mice. As the main effectors of xenobiotic metabolism, increased phase I enzymes but decreased phase II enzymes appeared in the lungs of T1D mice, which might contribute to more persistent and severe lung injury. Taken together, these findings reveal the potential mechanisms by which two adverse metabolic states affect the disposition and toxicity of xenobiotics.

Epidemiological studies have indicated that metabolic diseases modified the effect of air pollution on lung function loss and respiratory mortality [13, 15]. A recent study reported the application of metabolic syndrome biomarkers in the prediction of the development of lung injury in the World Trade Center cohort, suggesting that systemic inflammation contributes to lung function impairment [14]. In this study, we compared the differential susceptibility to PM exposure, providing evidence for policymakers to develop population-specific targets for the prevention or treatment of air pollution-induced respiratory diseases. For example, the upregulation of oxidative stress and cellular senescence pathways in both mice suggests a potentially protective effect of antioxidants or senolytics. Notably, the glutathione-mediated detoxification pathway was significantly suppressed only in T1D mice. Since exogenous supplementation with GlyNAC (a combination of glycine and N-acetylcysteine) could efficiently increase the content of cellular glutathione [67], it’s worth exploring whether it could act as a powerful means against PM-induced lung injury in diabetic populations. Previously, we demonstrated the protective effect of calorie restriction on PM-induced toxic effects in mice, which might be due to enhanced xenobiotic metabolism and detoxification [35]. Although it is evident that abnormal metabolic states accelerated functional impairments in murine exposed to PM, perturbations of specific pathways derived from transcriptomic analysis need to be cautiously interpreted and population-based studies are required to verify the potential cause-effect relationship.

## Conclusions

In summary, the present study demonstrates that the state of diabetes (T1D) and hyperlipemia (DIO) aggravate lung injury upon real-ambient PM exposure. Particularly, T1D exerts greater effects on PM-induced lung injury, which are closely associated with perturbations of glucose and lipid metabolism, inflammatory responses, oxidative stress, cellular senescence, and tissue repair pathways. Moreover, differential perturbations in xenobiotic metabolism pathways might further contribute to a higher risk of PM-related lung injury in T1D mice. These findings provide strong evidence of how different metabolic states impact adverse health effects induced by PM exposure.

## Methods

### Animal models

Six-week-old male C57BL/6J mice were purchased from the Model Animal Research Center of Nanjing University (Nanjing, Jiangsu, China). One hundred and twenty (120) mice were randomly divided into three groups to generate models of type 1 diabetes (T1D, *n* = 40), diet-induced obesity (DIO, *n* = 40), and normal diet-fed mice (ND, *n* = 40). After a 2-week acclimation, 50 mg/kg of streptozotocin (STZ) was intraperitoneally injected for 5 consecutive days to induce T1D in mice fed with a normal diet. STZ can selectively destruct pancreatic islet β-cells and repeated low doses of STZ injection have been commonly used in the induction of T1D murine models [68]. DIO mice were given *ad libitum* access to a 45% high-fat diet (HFD) for 6 weeks prior to and throughout 4-week PM exposure (D12451; Research Diets, Inc., New Brunswick, NJ, USA) (Fig. 1A). 45% HFD is considered to be more relevant to human physiology than 60% formula in rodent studies [69] and 10-week feeding of 45% HFD can generate mouse models with moderate obesity [36]. ND-fed mice were fed a standard rodent diet (AIN93G purified diet; Guangdong Medical Laboratory Animal Center, Guangzhou, China). Energy percentages of macronutrients and formulation of these two diets were listed in Table S1-3. Food pellets and water bottles were weighed weekly, and the average daily food intake and water consumption were calculated weekly. All animal procedures and experiments were approved by the Animal Care and Use Committee of the Model Animal Research Center of Sun Yat-sen University and Hebei Medical University.

### Real-ambient particulate matter exposure

Whole-body PM inhalational exposure was conducted in a real-ambient PM exposure system located in Shijiazhuang City, China. The characteristics of the system were described in our previous study [34]. Briefly, the individually ventilated caging (IVC) system was remodeled with three-layer HEPA filters to block PM_2.5_. HEPA-filtered air was imported into the air filter (AF) chambers (control group), while ambient air was introduced directly into the PM exposure chambers.

Following 6-week different diet feeding, mouse models (age of 14 weeks) were successfully established. Based on their body weight, mouse models were matched into 20 pairs in each group, and randomly divided into six subgroups, ND-AF, ND-PM, DIO-AF, DIO-PM, T1D-AF, and T1D-PM (*n* = 20). Mice (5 mice/cage) were housed in solid-bottom caging with corn cob bedding with *ad libitum* access to food and water under 12-h daylight/darkness cycle. Mice were subjected to PM exposure 24 h per day and 7 days per week for 4 weeks, from Jan 4th to Feb 1st, 2018. With the advantage of simulating the natural state and around-the-clock PM exposure, this IVC-based exposure system enables us to observe the health effects of sustained high PM exposure and to recapitulate real scenarios of human exposure to a great extent.

PM_2.5_ concentrations in the chambers were monitored using an Aerosol Detector DUSTTRAKTM II and the particle size spectrum was analyzed using an Aerodynamic Particle Sizer Spectrometer 3321 (TSI Incorporated, Shoreview, MN, USA). The meteorological conditions inside the chambers were closely monitored to maintain a relatively constant state (Table S4). The cumulative lung burden of PM exposure estimated using the Multiple-Path Particle Dosimetry Model was reported previously [35]. At the end of the PM exposure, mice were euthanized and the biological samples were collected for further analysis.

### Body composition measurement

Whole-body composition parameters (*n* = 10) of mice, including total body fat mass and lean mass, were measured using an EchoMRI™ Body Composition Analyzer (Echo Medical System, Houston, TX). Each mouse without anesthesia was placed in an appropriate-size holder. The holder was then inserted into a tubular space in the system, followed by a whole-body scan. As a result, the parameters were recorded as grams.

### Examination of blood glucose and insulin levels

Mice were fasted for 12 h before examination of fasting glucose and insulin levels (*n* = 5). Blood samples from mice aged 8 weeks to 18 weeks were collected from the tail vein for the detection of glucose levels using an Accu-Chek Aviva blood glucose meter (Roche, Basel, Switzerland). Fasting insulin levels were examined with a Mouse Insulin ELISA Detection Kit (Mercodia, Uppsala, Sweden) according to the manufacturer’s instructions. The absorbance of samples was measured by a BioTek 800 TS Absorbance Reader (BioTek Instruments, Inc., USA).

### Estimation of cumulative lung burden of PM_2.5_ exposure

The cumulative lung burden of PM_2.5_ exposure was calculated using the following equation:

$$\begin{array}{c}{\rm{Estimated}}\,{\rm{cumulative}}\,{\rm{lung}}\,{\rm{burden = MV \times T \times }}\\{\rm{ CON \times DF}}\end{array}$$

where MV is the minute ventilation volume in the exposed mice (mL/min); T is the total exposure time (min); CON is the mean concentration of PM_2.5_ (µg/m^3^); DF is the pulmonary deposition fraction of PM_2.5_ (m^3^), which is estimated by the Multiple-Path Particle Dosimetry Model software (MPPD 3.04) via https://www.ara.com/products/multiple-path-particle-dosimetry-model-mppd-v-304) [70].

### Tissue preparation and histopathological analysis

Several types of tissues, including lung, liver, heart, kidney, spleen, epididymal and inguinal white adipose tissues (epiWAT and ingWAT), and interscapular brown adipose tissues (iBAT) were collected and weighed, followed by 24-h fixation in 4% paraformaldehyde (PFA) at room temperature. Five-micrometer of paraffin-embedded lung and liver tissues were mounted on slides and subjected to hematoxylin and eosin (H&E) staining and immunohistochemical and immunofluorescence examinations. The histological analysis of acute lung injury (ALI) was scored as described previously [71].

### Hematological and biochemical analysis

At the end of the experiment, mice were anesthetized with 100 mg/kg of pentobarbital sodium before being sacrificed. Peripheral blood was exsanguinated from the inferior vena cava and collected into an EDTA-coated tube (BD Biosciences, San Jose, California). The hematological analysis (*n* = 10) was conducted by an automatic hematology analyzer (HemaVet 950FS, DREW, USA). The plasma was isolated from the remaining blood by centrifugation at 450×g at room temperature for 10 min. An aliquot of 100 µL plasma was used for biochemical analysis (*n* = 3) using an automatic biochemical analyzer Pointcare M3 (MNCHIP, Tianjin, China).

### BALF analysis

The cells and supernatant in bronchoalveolar lavage fluid (BALF) (*n* = 5) were separated by centrifugation at 400×g for 7 min at 4 °C. The contents of total protein (TP), lactate dehydrogenase (LDH), and albumin (ALB) in BALF supernatant were determined by BCA Protein Assay Kit (Beyotime Biotech Inc., Nantong, China), LDH Release Assay Kit (Promega Corporation, Madison, WI, USA), and Albumin Assay Kit (Nanjing Jiancheng Bioengineering Inc., China), respectively. The number of cells was determined with a cell counter (Beckman, Coulter, CA, USA). 1 × 10^4^ cells were spread on a microscope slide, fixed with 96% ethanol, and stained with May-Grünwald-Giemsa. The number of macrophages and polymorphonuclear neutrophils (PMNs) was counted under a light microscope (Leica, Germany).

### TUNEL staining

Five-micrometer lung sections were stained with TUNEL Apoptosis Assay Kit (Beyotime Biotech Inc., Nantong, China) to quantify cell apoptosis according to the manufacturer’s instructions. Murine lung sections absent in any stimuli were incubated with 0.01 U/µL DNase I for 10 min at room temperature and regarded as a positive control. To quantify apoptotic cells, 20 random fields per section in each group were counted under a light microscope (Leica, Germany), and the average number of apoptotic cells per section was calculated. *n* = 5.

### Senescence-associated beta-galactosidase analysis

Five-micrometer frozen lung sections were stained with Senescence β-Galactosidase Staining Kit (Solarbio Life Sciences, Beijing, China) according to the manufacturer’s instructions. To quantify senescent cells, 20 random fields per section in each group were counted under a light microscope (Leica, Germany), and the average number of senescent cells per section was calculated. *n* = 5.

### Immunofluorescence and immunohistochemistry analysis

4-hydroxynonenal (4-HNE) is a well-studied aldehyde product of phospholipid peroxidation, indicating the extent of oxidative stress. Clara cell secretory protein (CCSP) is a marker of Clara cells. Both 4-HNE and CCSP measurements were performed by immunofluorescence staining. Briefly, lung tissue slides were deparaffinized, rehydrated, and heated in 0.1 M citrate buffer (pH 5.8) for antigen retrieval. After blocking with 2% BSA for 30 min at room temperature, the slides were incubated with primary antibodies against 4-HNE (#ab48506; Abcam, Cambridge, UK; 1:300) or CCSP (#ab213203; Abcam, Cambridge, UK; 1:2000) overnight at 4°C, followed by Alexa Fluor 488-conjugated IgG second antibody (Thermo Fisher Scientific™, Waltham, MA, USA; 1:1000) and 4’,6-diamidino-2-phenylindole (DAPI) for 1 h at room temperature in the dark. Sections were then observed under a laser scanning confocal microscope (Leica, Germany). F4/80, a marker of mouse mature macrophages, was detected with immunohistochemistry staining as described previously [35]. All *n* = 5.

### Flow cytometry analysis

1 × 10^6^ cells isolated from BALF were blocked with anti-mouse FcR antibody (CD16/CD32; Biolegend, USA) at 4 °C for 15 min in FACS buffer (PBS with 2% FBS and 1 mM EDTA). Cells were stained with Zombie NIR Fixable Viability Kit at 4 °C for 15 min (Biolegend, USA) to discriminate dead cells, and then stained with antibodies for F4/80 (FITC; Biolegend, USA), CD11b (PerPC/Cy5.5; Biolegend, USA), CD11c (PE; Biolegend, USA), CD206 (APC; Biolegend, USA) or isotype control at 4 °C for 30 min. Cells were washed 3 times with FACS buffer, fixed with the Fixation/Permeabilization buffer at 4 °C for 40 min, and washed 3 times in Permeabilization buffer (eBioscience, USA). Cells were then resuspended in FACS buffer and analyzed by flow cytometry using the CytoFlex platform (Beckman Coulter, USA). All *n* = 5.

### Assessment of oxidative stress

The contents of malondialdehyde (MDA) in lung tissues, BALF, and plasma were measured by thiobarbituric acid (TBA) reactivity using the commercial colorimetric Lipid Peroxidation MDA Assay Kit (Beyotime Biotech Inc., Nantong, China). Glutathione-S-transferase (GST) activities in lung and liver tissues were examined using the GST Assay Kit (Solarbio Life Sciences, Beijing, China). The contents of reduced glutathione (GSH) in BALF, lung tissues, and liver tissues were examined using the GSH and GSSG Assay Kit (Beyotime Biotech Inc., Nantong, China). Activities of superoxide dismutase (SOD) were quantified using Total Superoxide Dismutase Assay Kit with WST-8 (Beyotime Biotech Inc., Nantong, China). To detect urinary 8-hydroxy-2’-deoxyguanosine (8-OHdG), 100 µg DNA was dissolved in 80 µL deionized water, with 5 µL of [^13^C_10_, ^15^N_5_]-8-OHdG at 740 µg/L adding to the DNA solution as an internal standard. The DNA samples were then converted into single-stranded DNA by incubation at 95 °C for 10 min and digested to single nucleotide fragments by treatment with 5 units of nuclease P1 at 37 °C for 1 h. The mixture was subsequently dephosphorylated by incubation with 10 units of alkaline phosphatase at 37 °C for 1 h. Following centrifugation at 15,000 g for 15 min, the supernatant was subjected to LC-MS/MS analysis. The concentration of cellular 8-OHdG was calculated by extrapolating the peak area of the sample from a set of standards (0, 0.25, 0.5, 0.75, 1.5, 2, 4 µg/L). Urinary 8-OHdG concentrations were normalized to urinary creatinine levels. All *n* = 3.

### Alkaline Comet assay

100 µL of blood was used for the Comet assay using the protocol reported previously [72]. Briefly, 5 µL of blood was mixed with 20 µL of 0.8% low melting point agarose at 37℃ and spread onto a CometAssay® HT 20-well slide (Trevigen). Alkaline lysis, gel electrophoresis, neutralization, and fixation were performed sequentially. Following PI staining, the slides were analyzed under a fluorescence microscope (Nikon Eclipse Ti-E), and 150 cells per slide were randomly selected and scored by Comet Assay Software Project-1.2.2 (University of Wroclaw, Poland). The index of olive tail moment (OTM) was used to indicates the degree of DNA damage. 16HBE cells exposed to UV radiation for 30 min were regarded as the positive control. *n* = 5.

### Cytokine analysis

Cytokines in BALF and plasma (*n* = 5), including interferon-gamma (IFN-γ), interleukin-1 beta (IL-1β), tumor necrosis factor-alpha (TNF-α), interleukin-17 (IL-17), interleukin-4 (IL-4), and interleukin-10 (IL-10) were measured by using enzyme linked immunosorbent assay (ELISA) Assay Kits (R&D Systems, MN, USA). The z-score transformation was utilized to calculate the relative level of cytokines according to the following equation: $$Z=\frac{X-\stackrel{-}{X}}{SD}$$ ($$\stackrel{-}{X}$$ is the mean value, SD is the standard deviation).

### Determination of enzymatic activity

Activities of cytochrome P450 enzymes including CYP1A1, CYP1B1, and CYP3A4 in lung and liver tissues, were measured by using P450-Glo™ CYP1A1, CYP1B1, and CYP3A4 Assay System (Promega Corporation, Madison, WI, USA), following the manufacturer’s instructions. All *n* = 5.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA in the lung or liver tissues was isolated using TRIzoL reagent (Invitrogen, Carlsbad, CA, USA), and reverse transcription was carried out by using an Advantage RT-for-PCR Kit (Takara, Tokyo, Japan). Next, the qRT-PCR was conducted using SYBR® Green Realtime PCR Master Mix (Toyobo, Tokyo, Japan) and analyzed in a Real-Time PCR System. β-actin is served as an internal control. The 2^−ΔΔCt^ method was used to calculate the relative expression of mRNAs. The primers used for qPCR are listed in Table S5. The heatmaps were generated by the R package Pheatmap using the z-score transformed values. The z-score transformation was utilized to calculate the relative level of transcripts according to the following equation:$$Z=\frac{X-\stackrel{-}{X}}{SD}$$. *n* = 3.

### Immunoblotting analysis

Lung and liver tissues were excised and homogenized, and the total cellular proteins were extracted by ice-cold RIPA lysis buffer (150 mmol/liter of NaCl, 1% Triton X-100, 0.5% deoxycholate, 0.1% SDS, and 50 mM Tris (pH 7.4)) containing protease inhibitors. The lysates were centrifuged at 12,000×g for 20 min at 4 °C. Soluble proteins (20 µg) were separated by 8 ~ 12% SDS-PAGE gel electrophoresis and immunoblotting was conducted with primary antibodies against AHR (#67,785; Proteintech Group, AL, USA; 1:3000), CAR (#ab186869; Abcam, Cambridge, UK; 1:1000), PXR (#67,912; Proteintech Group, AL, USA; 1:3000), and β-actin (#60,008; Proteintech Group, AL, USA; 1:4000), followed by HRP-conjugated secondary antibodies (Beyotime Biotech Inc., Nantong, China; 1:3000). Immunolabeling was visualized via incubating the bands with Western Blotting Chemiluminescence Luminol Reagent (Santa Cruz Biotechnology, CA, USA). The density of the specific protein bands was quantified using ImageJ software. *n* = 3.

### RNA sequencing and bioinformatics analysis

Lung and liver tissues isolated from 6 groups of mice (*n* = 3) were selected for RNA sequencing using the BGISEQ-500 sequencing technology platform. The raw reads were first filtered using the SOAPnuke software (https://github.com/BGI-flexlab/SOAPnuke). After quality control, the clean reads were aligned to a reference genome (version: GRCm38) using Bowtie2 (http://bowtie-bio.sourceforge.net/index.shtml), followed by quantification of transcript expression levels using the RSEM method (http://deweylab.biostat.wisc.edu/rsem/rsem-calculate-expression.html). Differentially expressed genes (DEGs) were identified with the R package DEGseq, with the fold change value between groups greater than 1.5 times and the adjusted *P*-value less than 0.05 as the threshold. A full list of DEGs was presented in Additional file 2. Partial least squares-discriminant analysis (PLS-DA) was performed using the R package ropls. Heatmaps were generated with the R package Pheatmap. To reveal the biological implications of DEGs between groups, the canonical pathway analysis and the disease and biological function analysis were carried out using Ingenuity Pathway Analysis (IPA) software (Qiagen, Germany). Significant differences were defined as the *P*-value was less than 0.01, and the absolute value of the z score was greater than 2. Based on biological pathways enriched from pairwise comparisons, the Circo heatmaps were generated by the R package circlize 0.4.14. All RNA-seq datasets have been uploaded to the GEO repository (accession number: GSE228200).

### Statistical analysis

The data are presented as mean ± standard error of mean (SEM). All statistical analysis was performed using SPSS 22.0 statistical software (SPSS Inc., IL, USA). Since data included two categorical independent variables, with or without PM exposure under three types of metabolic states (ND/T1D/DIO), we applied two-way analysis of variance (2-way ANOVA) followed by Bonferroni’s post hoc test to analyze differences among multiple groups. Differences were considered statistically significant at *P* < 0.05. All bar plots were drawn with Prism 9 (GraphPad Software Inc., California, USA).

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The datasets used and/or analysed during the current study are available from the corresponding author on reasonable request.

## List of abbreviations

PM_2.5_: Fine particulate matter
T1D: Type 1 diabetes
DIO: Diet-induced obesity
ALI: Acute lung injury
BALF: Bronchoalveolar lavage fluid
4HNE: 4-hydroxynonenal
SA-β-gal: Senescence-associated beta-galactosidase
CCSP: Clara cell secretory protein
8-OHdG: 8-hydroxy-2’-deoxyguanosine
OTM: Olive tail moment
NR: Nuclear receptor
CAR: Constitutive androstane receptor
AHR: Aryl hydrocarbon receptor
PXR: Pregnane X receptor
GSH: Glutathione
CYP450: Cytochrome P450

# Supplementary material for: Type 1 diabetes and diet-induced obesity predispose C57BL/6J mice to PM2.5-induced lung injury: a comparative study
**Source:** Part Fibre Toxicol. 2023 Apr 17;20:10. doi: 10.1186/s12989-023-00526-w
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary material**

**Type 1 diabetes and diet-induced obesity predispose C57BL/6J mice to PM_2.5_-induced lung injury: a comparative study**

Shen Chen^#1^, Miao Li^#1^, Rui Zhang^#1^, Lizhu Ye^1^, Yue Jiang^1^, Xinhang Jiang^1^, Hui Peng^1^, Ziwei Wang^1^, Zhanyu Guo^1^, Liping Chen^1^, Rong Zhang^2^, Yujie Niu^2^, Michael Aschner^3^, Daochuan Li^1^, Wen Chen^*1^

^#^These authors contributed equally: Shen Chen, Miao Li, Rui Zhang.

**Supplementary figures**

**
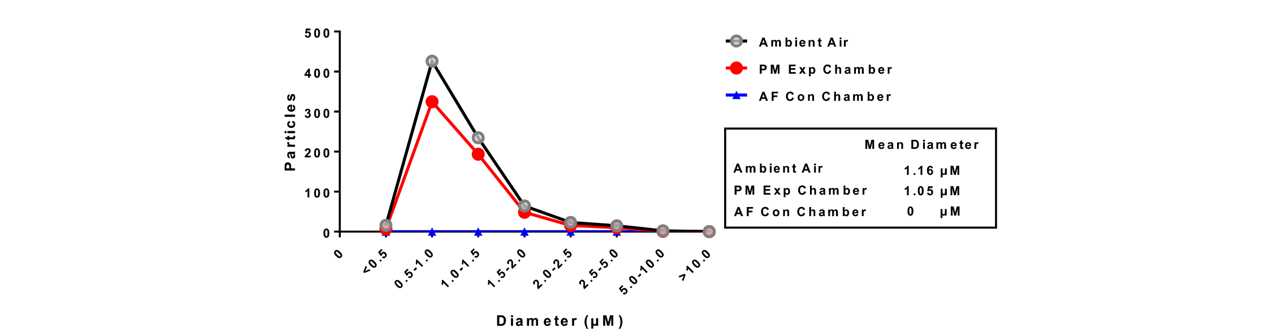
**

**Figure S1. The distribution of PM size.**

The distribution of particle diameters in PM samples from ambient air (black line with grey circles), the PM exposure chambers (blue line with blue triangles), and the AF control chambers (red line with red circles) were compared. In contrast to no particles detected in samples from AF control chambers, samples from ambient air and the PM exposure chambers were comparable in particle size, ranging from 0.5 to 1.5 micrometers.

**Figure S2. Body composition analysis.**

The dynamic changes in body weight (A), fat mass (B), lean mass (C), quadriceps (D), inguinal white adipose tissues (ingWAT) (E), epididymal white adipose tissues (epiWAT) (F), and interscapular brown adipose tissues (iBAT) (G) from age 8 weeks to 18 weeks in different mouse models (*n* = 10). The data are presented as mean ± SEM. ^*^*P* < 0.05 (PM vs. AF). ^#^*P* < 0.05 (DIO vs. ND). ^&^*P* < 0.05 (T1D vs. ND). ^$^*P* < 0.05 (T1D vs. DIO).

**Figure S3. The average daily water consumption and food intake.**

A. The weekly changes in the average daily water consumption. B. The weekly changes in the average daily food intake (left), and the average daily food intake at the 18-week of age (right). *n* = 10. The data are presented as mean ± SEM. ^*^*P* < 0.05 (PM vs. AF). ^#^*P* < 0.05 (DIO vs. ND). ^&^*P* < 0.05 (T1D vs. ND). ^$^*P* < 0.05 (T1D vs. DIO).

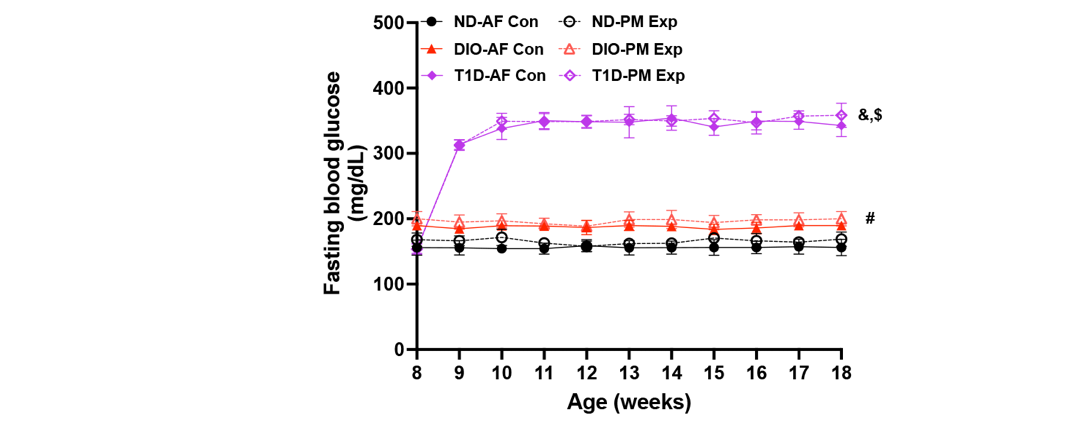

**Figure S4. Dynamic changes in fasting blood glucose levels in different mouse models from 8 to 18 weeks of age.**

After five consecutive injections of STZ, T1D mice began to present markedly elevated fasting blood glucose levels. DIO mice that were fed a 45% high-fat diet for 10 weeks had slightly higher glucose than mice fed with the ND regimen (*n* = 10). The data are presented as mean ± SEM. ^*^*P* < 0.05 (PM vs. AF). ^#^*P* < 0.05 (DIO vs. ND). ^&^*P* < 0.05 (T1D vs. ND). ^$^*P* < 0.05 (T1D vs. DIO).

**Figure S5. Plasma biochemical analysis in different mouse models upon PM exposure.**

The biochemical analysis was conducted in ND-fed (control), DIO, and T1D mice following 4-week PM exposure. A. Low-density lipoprotein cholesterol (LDL-C). B. Alanine transaminase (ALT). C. Aspartate transaminase (AST). D. Total protein (TP). E. Total bilirubin (TBIL). F. Albumin (ALB). G. Globulin (GLO). H. Albumin/Globulin (A/G). I. Creatinine (CRE). *n* = 3. The data are presented as mean ± SEM. ^*^*P* < 0.05 (PM vs. AF). ^#^*P* < 0.05 (DIO vs. ND). ^&^*P* < 0.05 (T1D vs. ND). ^$^*P* < 0.05 (T1D vs. DIO).

**Figure S6. Organ coefficients in different mouse models upon PM exposure.**

Organ coefficients were calculated in ND-fed, DIO, and T1D mice upon 4-week PM exposure. A. Lung coefficient. B. Kidney coefficient. C. Liver coefficient. D. Spleen coefficient. *n* = 10. The data are presented as mean ± SEM. ^*^*P* < 0.05 (PM vs. AF). ^#^*P* < 0.05 (DIO vs. ND). ^&^*P* < 0.05 (T1D vs. ND). ^$^*P* < 0.05 (T1D vs. DIO).

**
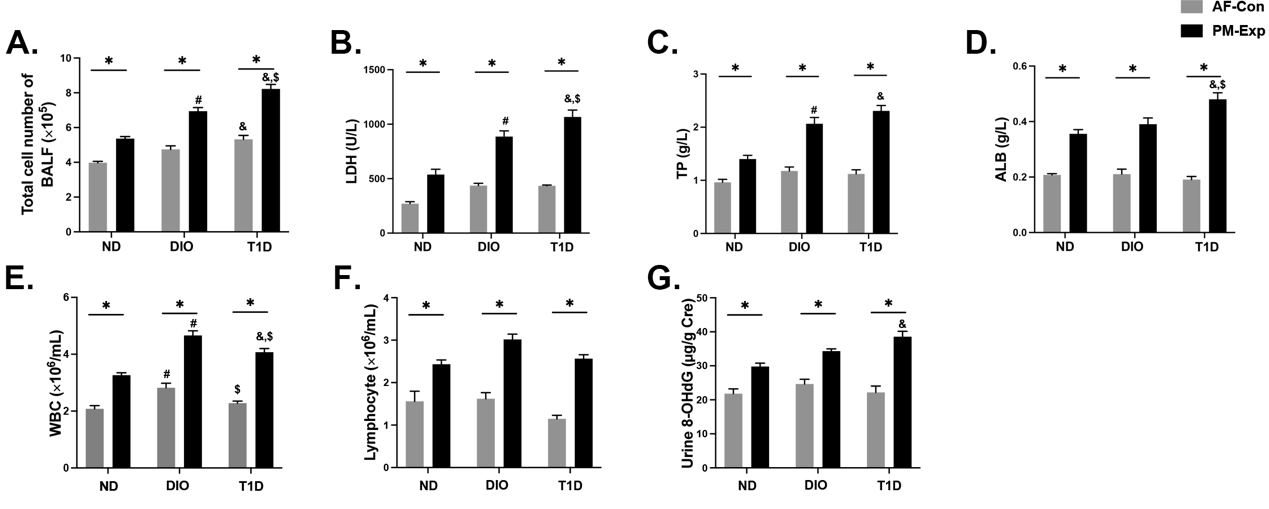
**

**Figure S7. The state of T1D and DIO led to enhanced lung injury and systemic toxicity upon PM exposure.**

A. Count of total cell number in BALF. The contents of lactase hydrogenase (B), total protein (C), and albumin (D) in BALF. Cell differential analysis showed the quantitative relationship between the count of WBCs (E) and lymphocytes (F). The content of urine 8-OHdG (G). *n* = 5. The data are presented as mean ± SEM. ^*^*P* < 0.05 (PM vs. AF). ^#^*P* < 0.05 (DIO vs. ND). ^&^*P* < 0.05 (T1D vs. ND). ^$^*P* < 0.05 (T1D vs. DIO).

**
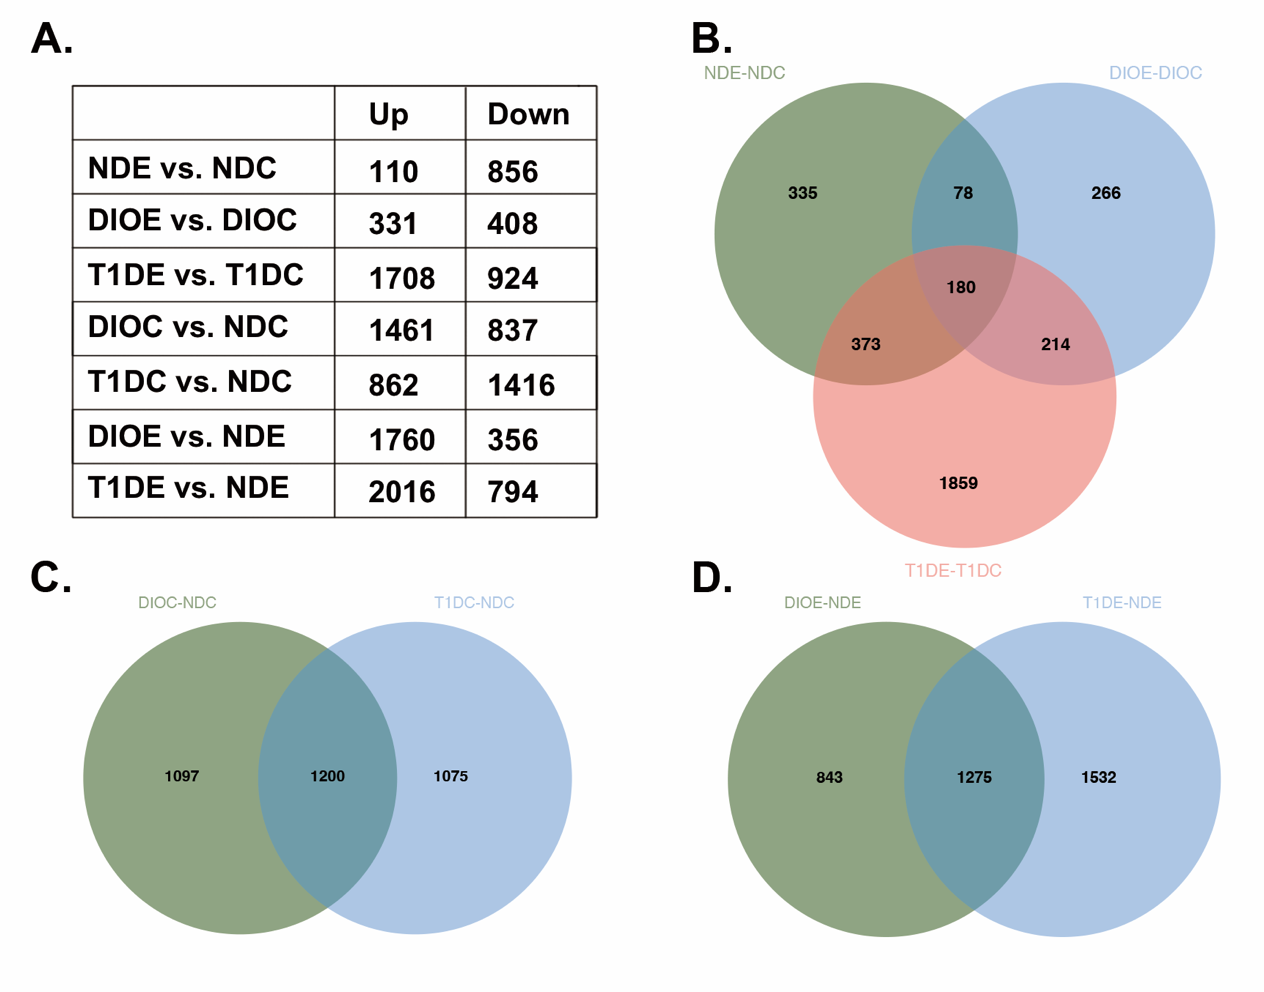
Figure S8. Multiple comparisons between differentially expressed genes (DEGs) in lung tissues.**

A. The table presents the number of DEGs (up- or down-regulated ), which were subjected to multiple comparisons. 

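The lung comparisons were counted with limma at the same fold of 1.5, here of FPKM + 1, and adjusted p of 0.05. As genes higher and lower they give 0 and 0 for NDE against NDC and 0 and 0 for DIOE against DIOC. They give 16 and 7 for T1DE against T1DC, 9 and 6 for DIOC against NDC, 11 and 4 for T1DC against NDC, 1 and 3 for DIOE against NDE and 25 and 15 for T1DE against NDE. Without adjustment, at p under 0.05 and the same fold, 48, 23, 213, 380, 538, 316 and 289 genes pass in that order. At an unadjusted p under 0.05 with no fold asked, 231, 350, 1648, 1549, 1751, 686 and 1778 pass, where 699 are expected if nothing changed. In simulated T1DE against T1DC lungs with 200 changed genes the same steps found 77.4% of those set at a fold of 1.8, 90.6% at 2.5, 97.4% at 4 and 99% at 8 (means of 10 runs). They called a mean of 0.7 unchanged genes. The changed genes were drawn from those with a mean log2 level above that of 5 FPKM. As 200 changes also ease the adjusted threshold, these shares are not the power of the real comparisons. The libraries of the 2 groups do not overlap for 7.54%, 6.56%, 14.4%, 20.2%, 20.6%, 9.23% and 18% of genes, against 10% by chance. Dbp, the clock output factor, is behind 4 of the 7 counts. At 15.5 ± 2.97 FPKM in NDE, 2.89 ± 0.320 in DIOE and 2.50 ± 0.715 in T1DE (mean ± SD, n = 3 each) it is the factor with the largest fall in filtered air. The T1DE against T1DC count includes the chaperone genes Hsph1 and Dnaja1, and the T1DC against NDC count Cdkn1a and elastin.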

The Venn plots display the relationship among DEGs from multiple comparisons, including DEG _NDE vs. NDC_, DEG _T1DE vs. T1DC_, and DEG _DIOC vs. NDC_ (B), DEG _DIOC vs. NDC_ and DEG _T1DC vs. NDC_ (C), and DEGinvolved _DIOE vs. NDE_ and DEG _T1DE vs. NDE_ (D). *n* = 3. 

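The genes called in both DIOC and T1DC lungs against NDC are Arntl and Cry1, higher, and Dbp, Nr1d2 and Nr1d1, lower: all 5 belong to the circadian clock. Called in both DIOE and T1DE against NDE are Cry1, higher, and Dbp, Nr1d2 and Nr1d1, lower, 4 genes. These 5 and 4 stand against 15 and 15 genes called in filtered air and 4 and 40 under PM. If the lists were independent 0.0071 shared rises and 0.0017 shared falls would be expected in filtered air, and 0.0018 and 0.0032 under PM. Both comparisons of a pair use the same 3 ND mice, so the overlap was also simulated with the differences between groups removed and the ND libraries shared: the median number shared is 0 and 0, and the largest in 100 draws 1 and 3. Without group differences hardly any gene is called (0 in a comparison with no change, over 10 runs). So a small overlap is set in advance and does not measure what shared controls add to real lists. Over all genes the log2 fold changes of the 2 comparisons correlate at r = 0.626 in filtered air (simulated median 0.507) and 0.464 under PM (0.515). The 3 shared controls cannot be split into separate sets, so how much of the overlap they bring is not known. Dropping 1 library leaves 1 to 9 genes shared in filtered air (1 without NDC2, NDC3 or T1DC1, 2 without T1DC3, 9 without DIOC3) and 1 to 4 under PM (1 without NDE1, NDE2, DIOE2 or DIOE3, 2 without DIOE1). Fitted on each pair of groups alone 0 and 2 are shared, and under 3 make-up covariates, chosen after seeing the data, 0 in either air. Clock genes also follow the hour of tissue collection, which is not given in the sources used here for any group.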

The threshold was set as the fold change (FC) value greater than 1.5 times, and the adjusted *P*-value less than 0.05.

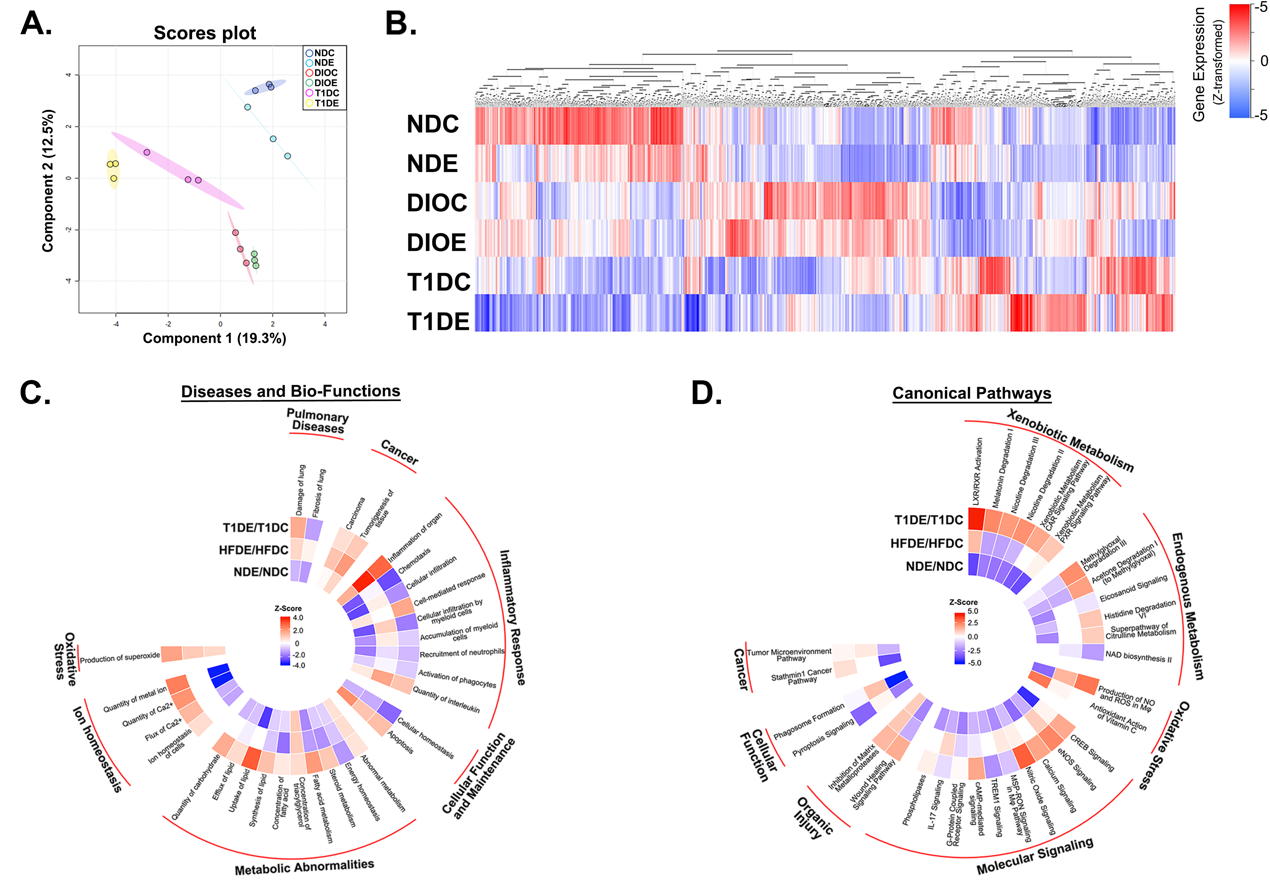

**Figure S9. Perturbations of pathways in the lungs of DIO and T1D mice exposed to PM.**

PLS-DA (A) and HCA (B) displayed overall discrimination among different groups. 

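Krt13, the squamous keratin with the largest weight on the first component, is at 96.6 ± 166 FPKM in NDC, 778 ± 746 in DIOC, 517 ± 247 in T1DC and 135 ± 233 in T1DE (mean ± SD, n = 3 each). In NDC and T1DE the SD exceeds the mean. Acta1, the skeletal muscle actin, is at 51.3 ± 69.2, 254 ± 249, 297 ± 150 and 168 ± 275 FPKM in the same groups. Pairs of libraries correlate over all genes, as Pearson's r, from 0.9227 to 0.9892 within DIOC, 0.9623 to 0.9762 within NDC, 0.9749 to 0.9885 within NDE. They run from 0.9615 to 0.9836 within DIOE, 0.9748 to 0.9884 within T1DC and 0.9535 to 0.9643 within T1DE. Pairs from different groups run from 0.923 to 0.9884. PM and filtered air within a state differ by 17.4% of the squared distance in ND (exact permutation p = 0.6, one-sided), 8.6% in DIO (0.9) and 26.9% in T1D (0.2). The smallest p that 3 against 3 allows is 0.1.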

Lung DEGs obtained between PM exposure and control groups in DIO or T1D mouse model were introduced into IPA software for Disease and Biological Function analysis (C) and Canonical Pathway analysis (D), shown as the Circo heatmaps consisting of the top 30 enriched pathways.

**
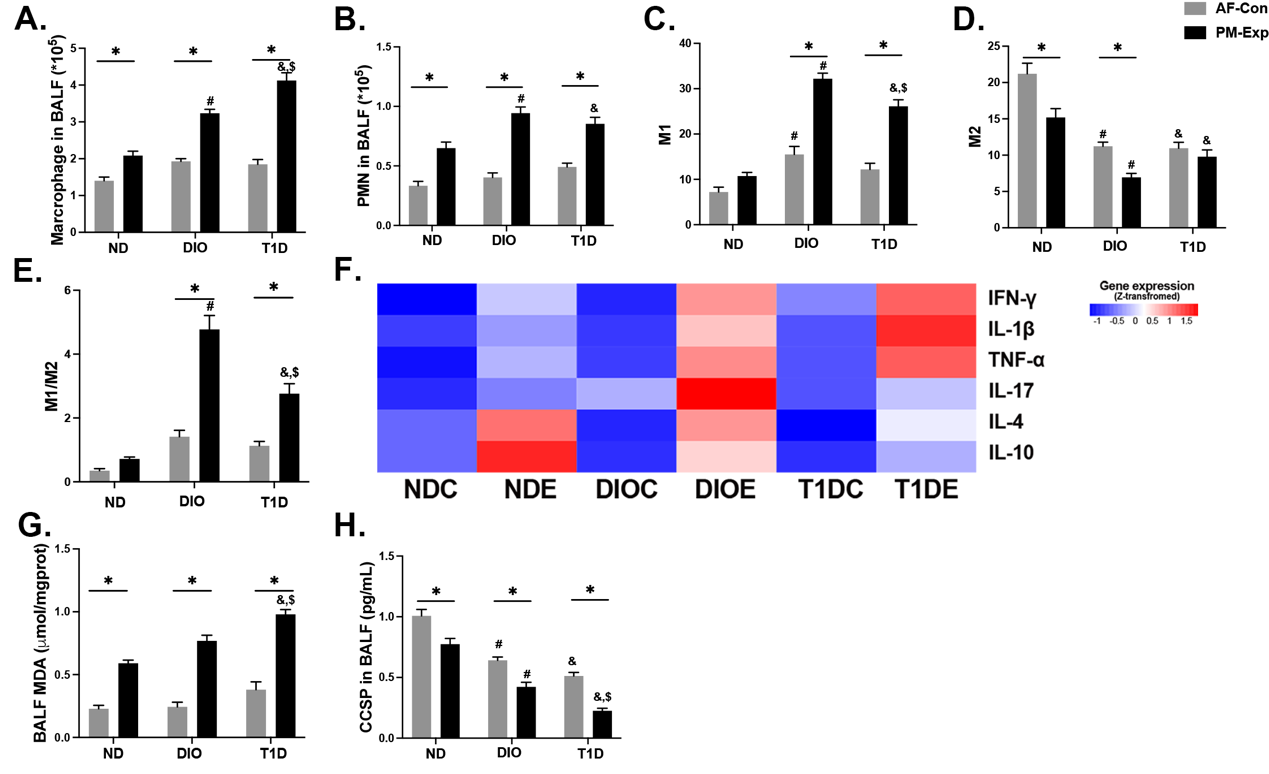
Figure S10. Key molecular events enhanced in the lungs of DIO and T1D mice upon PM exposure.**

Cell counts of macrophages (A) and polymorphonuclear cells (PMNs) (B) in BALF. Proportions of M1 (F4/80^+^/CD11b^+^/CD11c^+^/CD206^-^) macrophages (C), M2 (F4/80^+^/CD11b^+^/CD11c^-^/CD206^+^) macrophages (D), and M1/M2 ratio (E) derived from flow cytometry analysis. F. The heatmap derived from cytokines levels (IFN-γ, IL-1β, TNF-α, IL-17, IL-4, and IL-10) in BALF. G. Detection of MDA in BALF. H. The content of CCSP cytokine in BALF. *n* = 5. The data are presented as mean ± SEM. ^*^*P* < 0.05 (PM vs. AF). ^#^*P* < 0.05 (DIO vs. ND). ^&^*P* < 0.05 (T1D vs. ND). ^$^*P* < 0.05 (T1D vs. DIO).

**
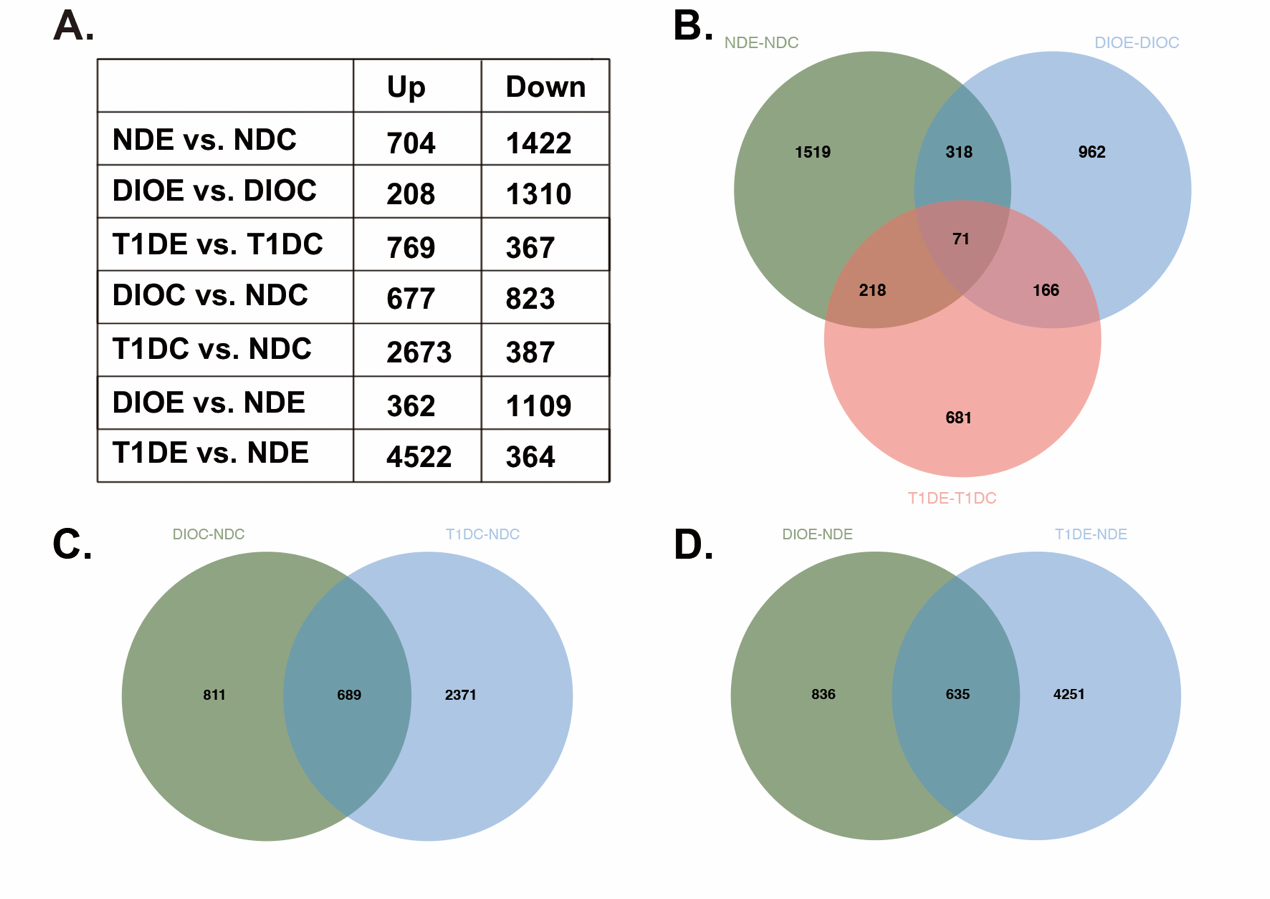
Figure S11. The multiple comparisons among differentially expressed genes (DEGs) from liver tissues.**

A. The table presents all liver DEGs for multiple comparisons. 

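PM in T1D liver raised Hspa1b (log2 fold change 3.60, SE 0.57, adjusted p = 0.0035), the inducible Hsp70, from 2.33 ± 0.705 FPKM in T1DC to 39.7 ± 9.97 in T1DE (mean ± SD, n = 3 each). The T1DC level is itself low, since NDC has 16.6 ± 12.1 and Hspa1b was called lower in T1DC against NDC (-2.18, adjusted p = 0.0226). PM also raised Ddit3 (1.81, SE 0.17, adjusted p = 6.74e-05), the CHOP factor of ER stress, and Angptl8 (2.78, SE 0.52, adjusted p = 0.0108), a lipase inhibitor. Also higher are Inhbe (1.83), Noct (1.8), Hsph1 (1.72), Rcan1 (1.49), Dnajb1 (1.40), P4ha1 (1.21) and Bag3 (1.20). Lower are Rgs16 (-2.87), Chac1 (-2.09), Igfbp1 (-2.08), Irs2 (-1.87), Arl4d (-1.76), Pim3 (-1.70), Irf2bp2 (-1.49), Ip6k2 (-1.41), Pim1 (-1.34) and Bbc3 (-1.33) (adjusted p from 0.000169 to 0.031, limma). Inhbe and Chac1 follow the integrated stress response, Igfbp1 and Irs2 fasting and insulin, and Pim1 and Pim3 are survival kinases. Of 15 heat shock genes 8 rose (9 when adjusted over the list alone) in T1DE against T1DC, with a mean of 1.02 (adjusted p = 0.329 with an estimated correlation), beside means of 0.14 and 0.03 in ND and DIO. Part of this rests on low T1DC levels, as the list's library scores are -0.43, -0.19 and -0.62 in T1DC and 0.13, -0.2 and 0.24 in NDC. Under PM the scores are 0.58, 0.5 and 0.76 in T1DE and -0.05, 0.14 and 0.51 in NDE. In ND liver PM raised the ubiquitin ligase gene Rnf144b (0.68, SE 0.10, adjusted p = 0.046), to 11.7 ± 0.791 FPKM from 6.93 ± 0.323. This 1 call is lost with any of the 6 libraries left out (adjusted p up to 0.335), with no filter (0.0822), after median-ratio scaling (0.0694) or quantile normalization (0.0785), with the replicate block (0.0583) and on the 2 groups alone (0.143), and another split of the 6 libraries calls 2 genes. In DIO 0 genes passed (33 higher and 118 lower at an unadjusted p under 0.05 and the fold threshold). DIOC liver against NDC had higher Cdkn1a (2.98), S100a8 (2.80), S100a9 (2.58), Orm3 (2.31), Igfbp1 (2.13), Arntl (1.99), Rnf125 (1.72), Clpx (1.64) and Acnat2 (1.49). It had lower Dbp (-4.57), Upp2 (-3.21), Idi1 (-2.59), Msmo1 (-2.58), Onecut1 (-2.35), Sqle (-2.33), Cyp2c40 (-2.16), Usp2 (-2.12) and Stard4 (-2.11) (adjusted p from 0.000854 to 0.0373). S100a8 and S100a9 are calprotectin of neutrophils and Idi1, Msmo1 and Sqle make cholesterol. DIOE against NDE had higher Cdkn1a (3.11), Arntl (1.86), Cyp2c70 (1.78), Rnf125 (1.74), Il1b (1.32), Clpx (1.23), Pitx3 (2.13), Pnrc1 (1.19) and Tubb2a (1.22). It had lower Dbp (-4.10), Rgs16 (-2.97), Idi1 (-2.57), Sqle (-2.50), Nr1d1 (-2.32), Msmo1 (-2.13), Stard4 (-1.77), Fdps (-1.72) and Nsdhl (-1.66) (adjusted p from 0.000152 to 0.0225). In genes higher and lower the counts are 1 and 0 for NDE against NDC, 68 and 31 for T1DE against T1DC. They are 72 and 91 for DIOC, 474 and 89 for T1DC, 36 and 72 for DIOE and 891 and 136 for T1DE against their ND groups. After median-ratio scaling they are 40 and 37 for T1DE against T1DC, 208 and 160 for T1DC, 55 and 34 for DIOE and 303 and 314 for T1DE. That scaling centres the typical gene, so the balance of rises and falls after it is largely set in advance. Fitted on the groups compared alone the totals are 16 for T1DE against T1DC and, against the ND groups, 235 for DIOC, 81 for T1DC, 106 for DIOE and 1072 for T1DE. With 1 library left out they run, in that order, from 41 to 145, 81 to 149, 283 to 1071, 35 to 82 and 818 to 1150. Leaving out 1 library at a time, 36 of the 57 calls named here held throughout. The calls lost are 8 without T1DE1, 8 without T1DE2, 6 without DIOE2, 6 without T1DE3, 5 without DIOE3, 5 without NDC2, 5 without NDE3, 5 without T1DC3, 4 without NDE1, 3 without DIOC1, 3 without NDC3, 2 without DIOE1, 2 without NDC1, 1 without DIOC2, 1 without DIOC3, 1 without NDE2, 1 without T1DC1 and 1 without T1DC2.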

The Venn plots display the relationship among DEGs from multiple comparisons, including DEG _NDE vs. NDC_, DEG _T1DE vs. T1DC_, and DEG _DIOC vs. NDC_ (B), DEG _DIOC vs. NDC_ and DEG _T1DC vs. NDC_ (C), and DEG _DIOE vs. NDE_ and DEG _T1DE vs. NDE_ (D). *n* = 3. 

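Cdkn1a, the p53-induced cell cycle inhibitor, rose in T1DC against NDC (4.69, SE 0.35, adjusted p = 1.3e-06) and T1DE against NDE (4.63, SE 0.35, adjusted p = 6.75e-07) by limma. It is at 110 ± 62.7 FPKM in T1DC, 29.9 ± 4.88 in DIOC and 3.38 ± 2.75 in NDC (mean ± SD, n = 3 each). In T1DC it stands with Cyp2b9 (4.61), Lcn2 (3.98), Cyp2a4 (3.77), Sult2a7 (3.72), Sult1e1 (3.45), Phlda3 (3.41), Mt2 (3.39) and Ddit4 (3.26), higher. Lower are Mup15 (-6.82), Mup14 (-5.92), Serpina1e (-5.82), Mup17 (-4.28), Mup11 (-3.85), Slco1a1 (-3.28), Cyp4a12a (-3.06), Csad (-2.94), Dbp (-2.71) and Hspa1b (-2.18) (adjusted p from 6.72e-08 to 0.0348). In T1DE the genes are Cyp2b9 (5.84), Sult2a7 (4.82), Cyp2a4 (4.76), Phlda3 (3.85), Sult1e1 (3.80), Orm2 (3.74) and Lcn2 (3.58), higher. Lower there are Mup15 (-7.09), Serpina1e (-5.88), Mup14 (-5.28), Mup17 (-5.01), Hsd3b5 (-4.58), Mup7 (-4.11), Mup11 (-3.99), Mup12 (-3.88), Scd1 (-3.57) and Slco1a1 (-3.54) (adjusted p from 1.03e-08 to 0.0288). Cyp2b9, Cyp2a4, Sult2a7 and Sult1e1 are enzymes that female liver expresses more. Mup genes, Hsd3b5, Slco1a1 and Cyp4a12a are male-biased, and Lcn2 and Orm2 are acute phase proteins. Reads of Mup, Cyp2a, Cyp2b and Gsta family members can be shared between near-identical genes, so a family stands for its members. Of 26 p53 targets 18 rose (18 when adjusted over the list alone) in T1DC and 18 rose (18 when adjusted over the list alone) in T1DE, with means of 1.3 and 1.14. With an estimated correlation camera gives adjusted p = 0.235 and 0.462. Called in the same direction in DIOC and T1DC are 61 genes, 43 higher and 18 lower, and 4 in opposite directions, of 163 and 563. Under PM they are 24, 14 higher and 10 lower, and 4 opposite, of 108 and 1027. Independent lists would share 3.2 rises and 0.75 falls in filtered air and 3 and 0.91 under PM. Simulated libraries with no differences between groups and the same ND controls share a median of 0 and at most 1 and 0 in 100 draws. Without group differences hardly any gene is called (0 in a comparison with no change, over 10 runs). So a small overlap is set in advance and does not measure what shared controls add to real lists. The 3 ND controls serve both comparisons and cannot be split, so how much of the overlap they bring is not known. Without 1 library or another 33 to 88 genes are shared in filtered air (37, 38 and 34 without NDC1, NDC2 and NDC3) and 12 to 28 under PM, and fitted on each pair of groups alone 20 and 26. Over all genes the changes of the 2 comparisons correlate at r = 0.382 in filtered air and 0.19 under PM, below the simulated medians of 0.484 and 0.53. Their covariance in filtered air is 0.0438, against a simulated median of 0.0148 and a largest value of 0.0437. Under PM it is 0.0199, against 0.0169 and 0.0544. Changes found in either comparison alone also lower r, so the low r does not show that no response is shared. Of the 37 calls named here 24 held whichever library was left out. The others were lost, 9 without NDC3, 9 without T1DC1, 8 without T1DC3, 7 without NDC1, 3 without T1DE1, 2 without NDE1, 2 without T1DE3, 1 without NDE2 and 1 without T1DE2.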

The threshold was set as the fold change (FC) value greater than 1.5 times, and the adjusted *P*-value less than 0.05.

**
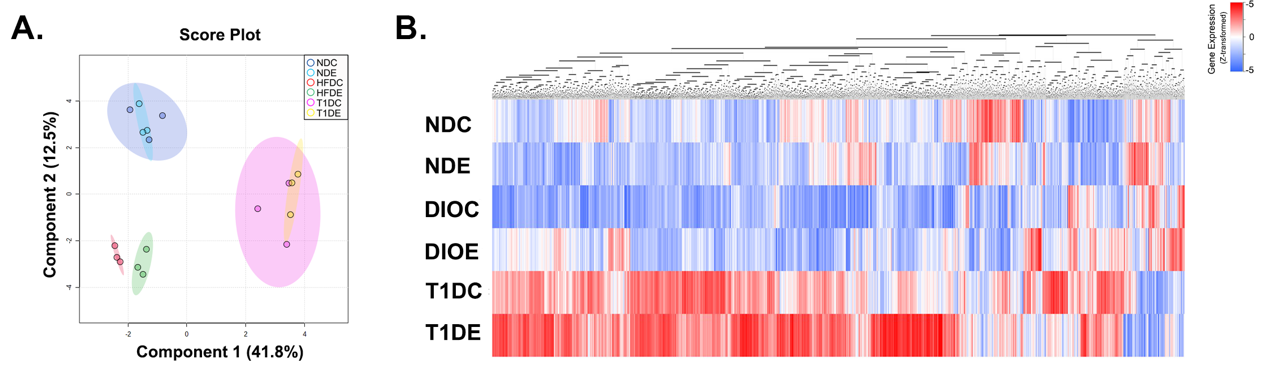
Figure S12. Differences in liver transcriptome profiles among DIO, T1D, and ND mice upon PM exposure.**

A. Partial Least-Squares Discriminant Analysis (PLS-DA). 

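Sex-biased and p53 target genes set T1D livers apart from the others, except that T1DC2 has sex-biased scores near those of ND. With an estimated correlation camera calls none of these lists. Mup15, a male urinary protein, is at 4071 ± 2618 FPKM in NDC, 5859 ± 1460 in DIOC, 438 ± 742 in T1DC and 85.9 ± 84.8 in T1DE (mean ± SD, n = 3 each). Phlda3, a p53 target, is at 0.880 ± 0.278, 0.930 ± 0.209, 19.6 ± 6.62 and 24.2 ± 1.94. The first component over the 500 most variable genes holds 56.5% of the variance and the second 13.4%. T1DC2 stands apart from the other 5 T1D livers: its first component is 2.09, against 24.96 and 31.68 in T1DC1 and T1DC3, and its male-biased and female-biased scores are 0.16 and -0.29, against 0.11 and -0.34 in NDC2. Mup genes take 7.58% of its summed FPKM, and without it 1071 genes are called in T1DC against NDC in place of 563. Differences among the 6 groups account for 64.5% of the squared distance over all genes (permutation p = 1e-05, one-sided, the smallest possible), and 14 of the 18 libraries have a library of their own group as nearest neighbour. Within a state, PM against filtered air holds 24.1% in ND (exact permutation p = 0.3), 29.6% in DIO (0.1) and 24% in T1D (0.3). The smallest p possible is 0.1. Libraries of T1DC correlate with each other, as Pearson's r, from 0.9579 to 0.9807, those of T1DE from 0.989 to 0.9932 and those of DIOE from 0.9813 to 0.9922. Pairs from different groups run from 0.9466 to 0.9926. The median absolute log2 fold change is 0.199 in T1DC and 0.128 in DIOC against NDC. It is 0.256 in T1DE and 0.153 in DIOE against NDE, and 0.097, 0.139 and 0.117 for PM in ND, DIO and T1D. After median-ratio scaling it is 0.149 in T1DC, 0.164 in T1DE and 0.115 in DIOE, so part of these values is a shift of most genes that goes with the scaling. The libraries of the groups compared do not overlap for 56.5% of genes in T1DE against NDE and 25.9% in DIOE against NDE, with 10% expected by chance, and these shares, taken before such scaling, include the shift.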

B. Hierarchical cluster analysis (HCA). *n* = 3.

**Figure S13. The quantification of protein expression from the images of protein bands.**

Aryl hydrocarbon receptor (AHR) in the lung (A) and liver (D). Constitutive androstane receptor (CAR) in the lung (B) and the liver (E). Pregnane X receptor (PXR) in the lung (C) and liver (F). *n* = 3. The data are presented as mean ± SEM. ^*^*P* < 0.05 (PM vs. AF). ^#^*P* < 0.05 (DIO vs. ND). ^&^*P* < 0.05 (T1D vs. ND). ^$^*P* < 0.05 (T1D vs. DIO).

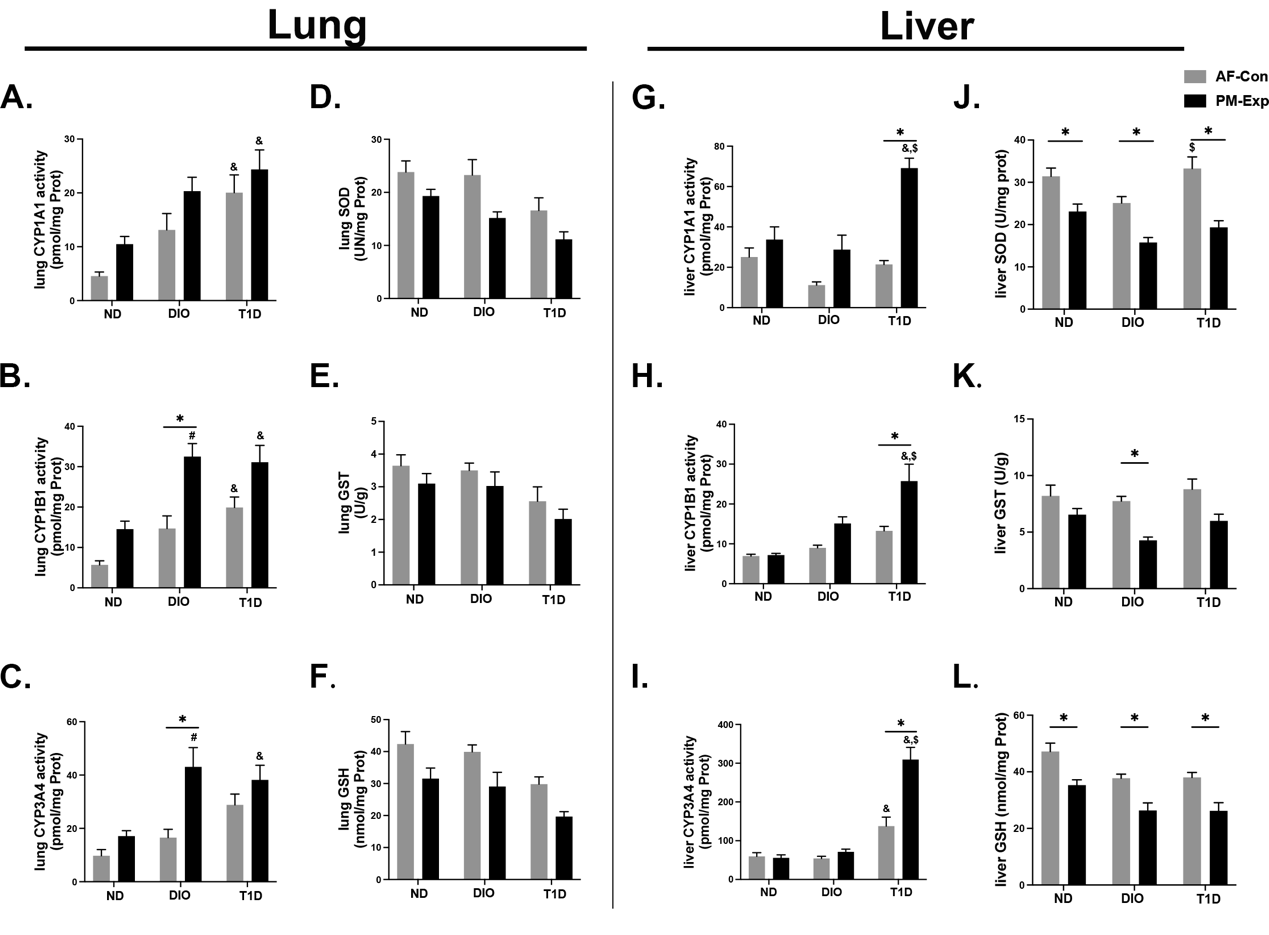

**Figure S14. Enzyme activities differentially altered in the lungs and livers of DIO and T1D mice upon PM exposure.**

Enzymatic activities of three subtypes of CYP450s, including CYP1A1 (**A, G**), CYP1B1 (**B, H**), and CYP3A4 (**C, I**) were quantified in lung and liver tissues, respectively. Detoxification ability indicated by SOD (**D, J**), GST (**E, K**), and GSH (**F, L**) was examined in mouse lungs and livers. *n* = 5. The data are presented as mean ± SEM. ^*^*P* < 0.05 (PM vs. AF). ^#^*P* < 0.05 (DIO vs. ND). ^&^*P* < 0.05 (T1D vs. ND). ^$^*P* < 0.05 (T1D vs. DIO).

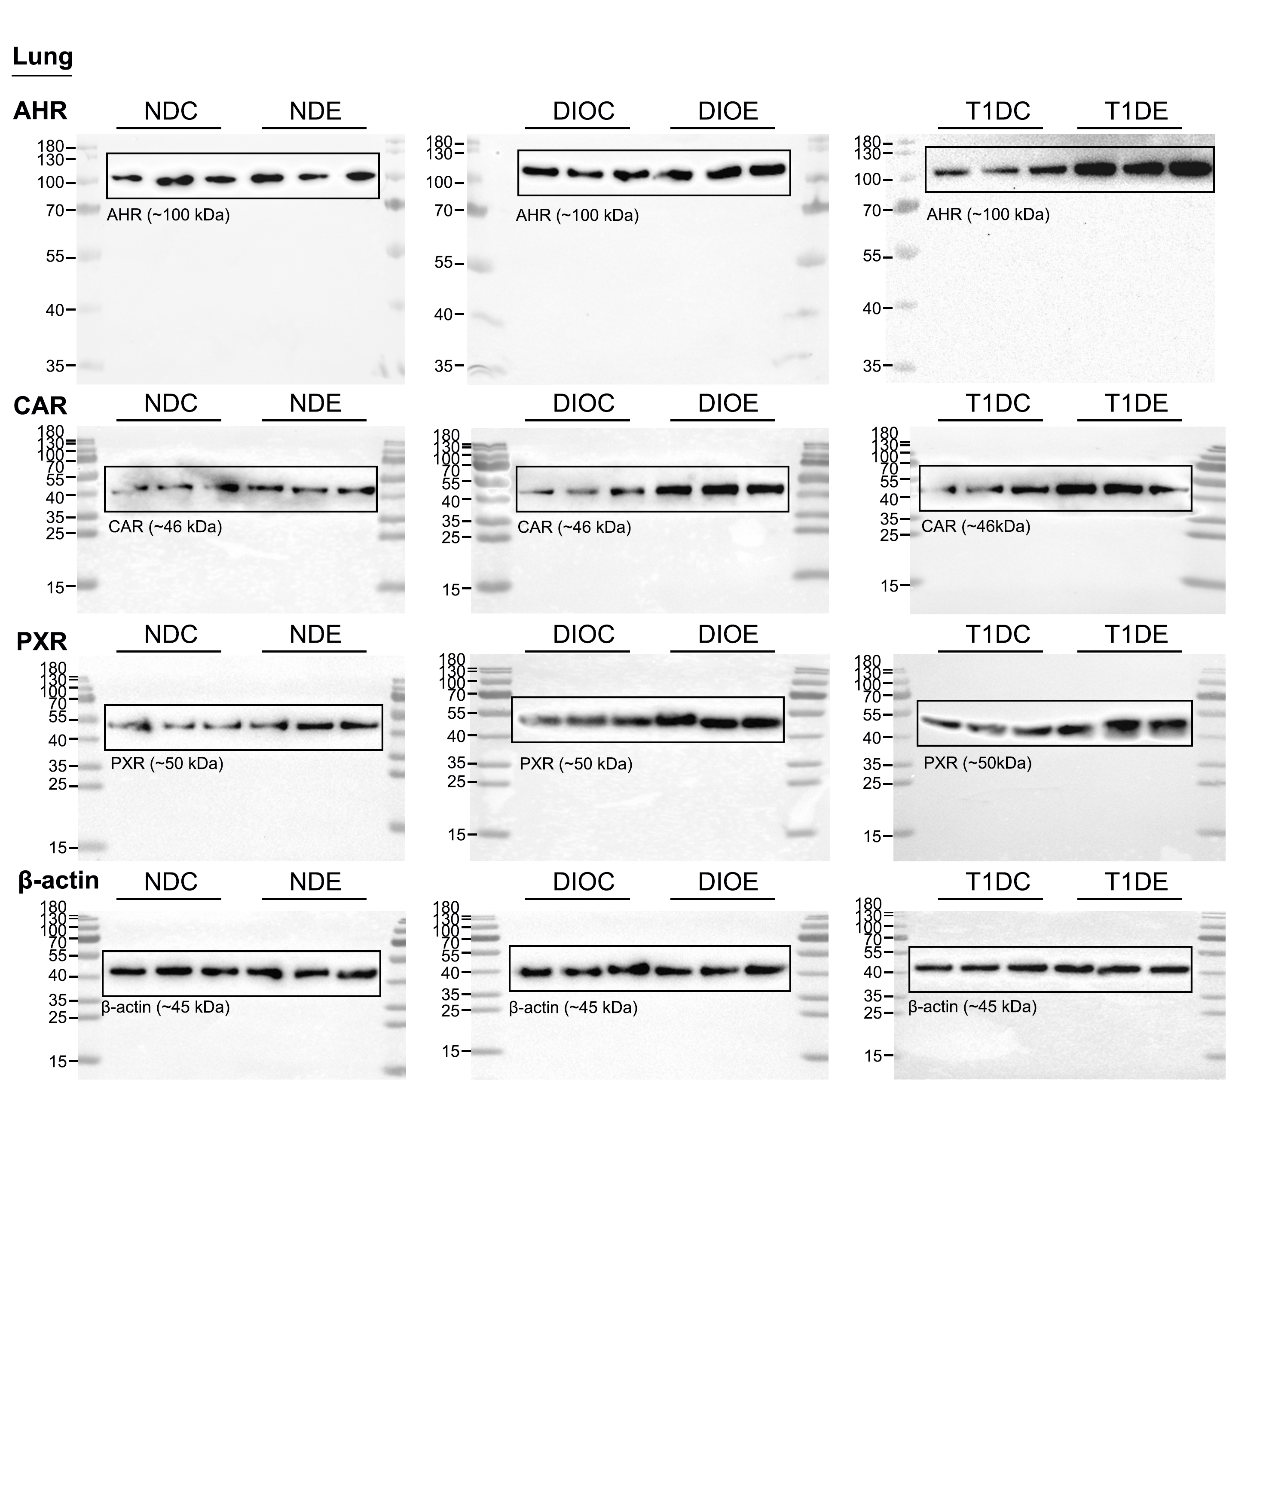

**Figure S15. The blotting images of AHR, CAR, and PXR in mouse lungs.**

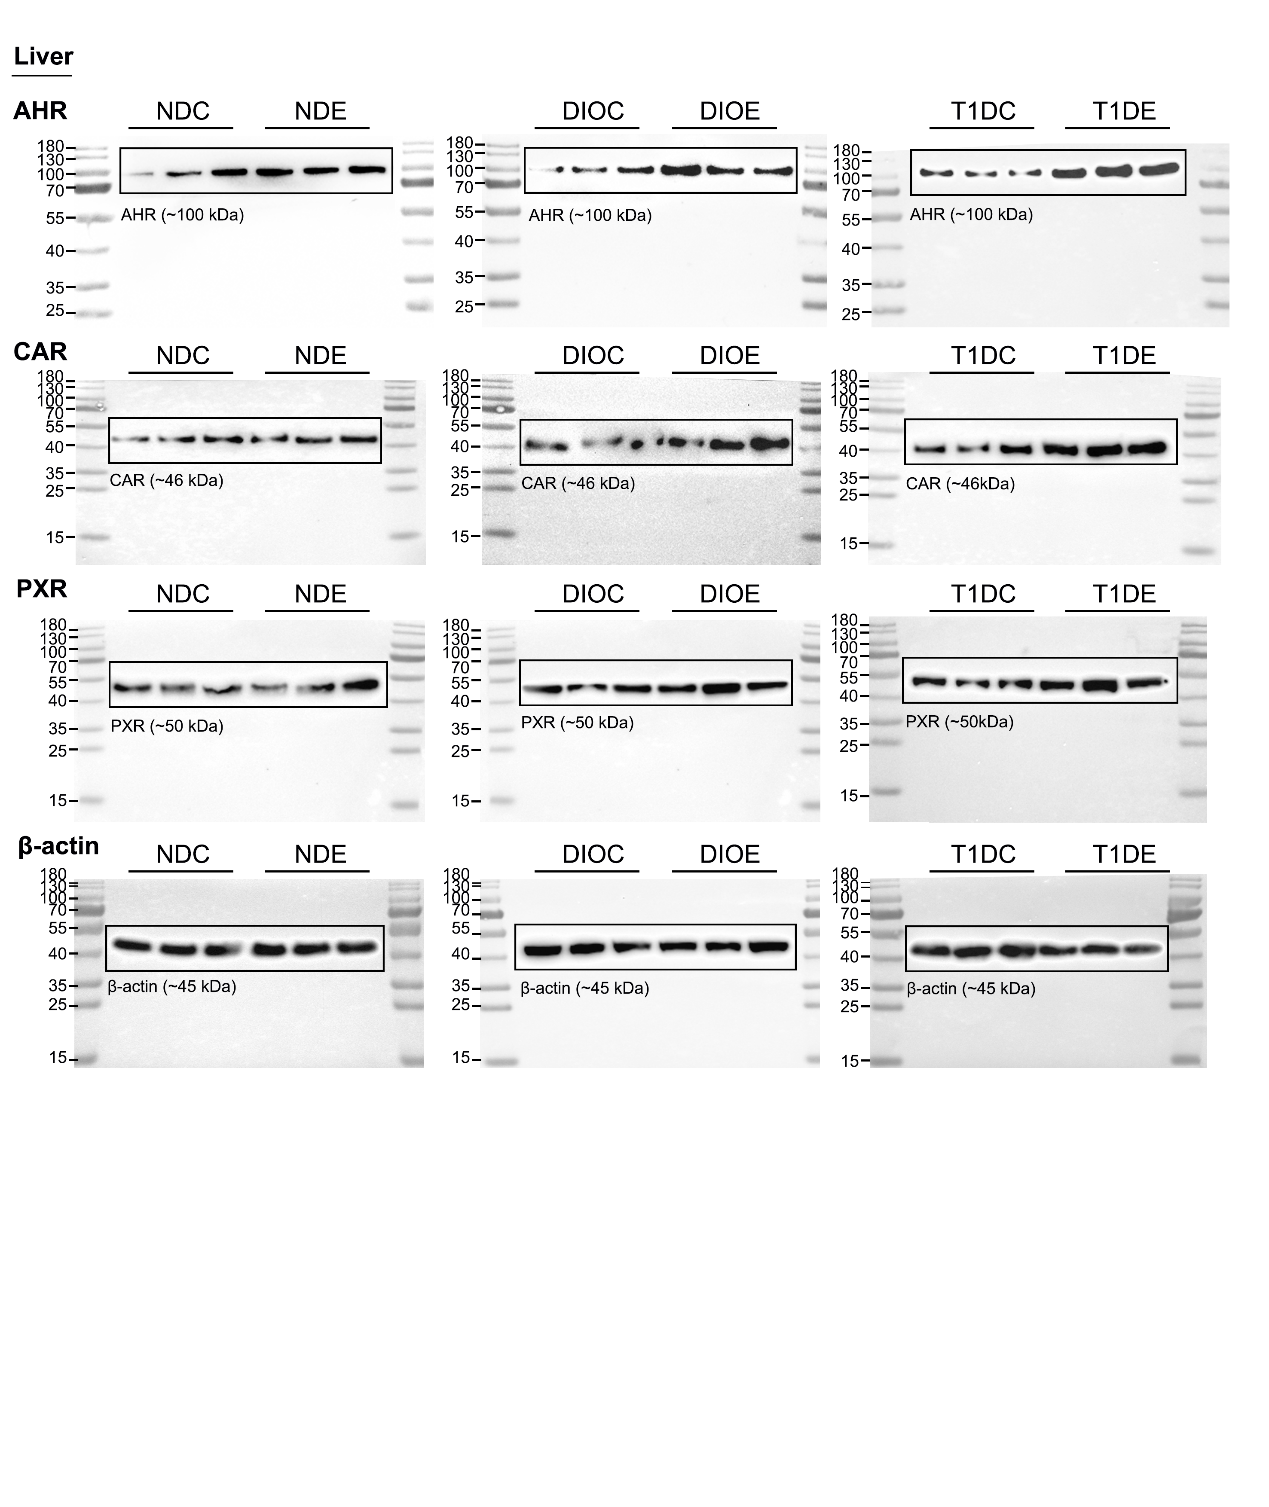

**Figure S16. The blotting images of AHR, CAR, and PXR in mouse livers.**

**Supplementary tables**

Table S1. Energy proportions of macronutrients (kcal%) in D12451 and AIN-93G diets

|  | D12451 | AIN-93G |
| --- | --- | --- |
| Protein | 20 | 18 |
| Carbohydrate | 35 | 66 |
| Fat | 45 | 16 |
| Total | 100 | 100 |

Table S2. The detailed information about the formulation of D12450 diets (4.7 Kcal/g)

| Class description | Ingredients | Contents (grams) |
| --- | --- | --- |
| Protein | Casein, Lactic, 30 Mesh | 200.00 |
| Protein | Cystine, L | 3.00 |
| Carbohydrate | Sucrose, Fine Granulated | 176.80 |
| Carbohydrate | Lodex 10 | 100.00 |
| Carbohydrate | Starch, Corn | 72.80 |
| Fiber | Solka Floc, FCC200 | 50.00 |
| Fat | Lard | 177.50 |
| Fat | Soybean Oil, USP | 25.00 |
| Mineral | S10026B | 50.00 |
| Vitamine | Choline Bitartrate | 2.00 |
| Vitamine | V10001C | 1.00 |
| Dye | Dye, Red FD&C #40, Alum. Lake 35-42% | 0.05 |
| Total: 858.15 | | |

Table S3. The detailed information about the formulation of AIN93G purified diets (3.92 Kcal/g)

| Class description | Ingredients | Contents (grams) |
| --- | --- | --- |
| Carbohydrate | Corn Starch | 397.50 |
| Protein | Casein | 200.00 |
| Carbohydrate | Maltodextrin | 132.00 |
| Carbohydrate | Sucrose | 100.00 |
| Fat | Soybean Oil | 70.00 |
| Fiber | Cellulose | 50.00 |
| Mineral | Mineral MixAIN-93G-MX | 35.00 |
| Vitamin | Vitamin MixAIN-93-VM | 10.00 |
| Protein | L-Cystine | 3.00 |
| Vitamin | Choline Bitartrate | 2.50 |
| Total: 1000.00 | | |

Table S4. The meteorological conditions in the AF control and PM exposure cages

|  | Temperature  (℃) | Humidity  （%） | Ventilation frequency  （/h) | Air-flow rate  （m/s) | Noise  （dB） |
| --- | --- | --- | --- | --- | --- |
| AF Control | 20.2±2.4 | 45.1±1.1% | 18-20 | 0.17 | 35-40 |
| PM Exposure | 21.5±3.1 | 46.3±2.1% | 18-20 | 0.17 | 35-40 |

Table S5. Primers for qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

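Gene expression was measured by RNA sequencing in the lung and the liver of male mice on a normal diet (ND), with diet-induced obesity (DIO) or with type 1 diabetes (T1D), each breathing filtered air or ambient PM2.5 (PM). Each tissue has 18 libraries in 6 groups of 3, and library names join group and replicate, so NDC1 is replicate 1 of NDC. Groups were taken from the sample labels. The authors sequenced on BGISEQ-500, filtered reads with SOAPnuke, mapped them with Bowtie2 to GRCm38 and quantified genes with RSEM, as their methods and the record of the samples state. Tool versions, strandedness and the annotation release are not given in the sources used here. The deposited files hold FPKM, which the authors computed per gene and library with RSEM before deposit, written to 2 decimals. No further scaling between libraries is stated by the authors. Each file lists 20098 genes, all 36 files were used, and 20043 gene identifiers were matched to a RefSeq annotation of GRCm38 for coordinates.

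From these values log2(FPKM + 1) was computed here, with values scaled as deposited. Genes at 1 FPKM or more in at least 3 libraries of a tissue were tested, 13973 in lung and 10806 in liver. One linear model per tissue with 6 group means was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with trend), all 18 libraries sharing the estimate of spread. Tests are two-sided, and p values are adjusted by Benjamini-Hochberg within each comparison. A gene is called at an adjusted p under 0.05 and a fold over 1.5, the paper's thresholds. The fold is of FPKM + 1, which is smaller than that of FPKM for genes near the floor. The authors used DEGseq for the same step. The comparisons are PM against filtered air in each state, DIO and T1D against ND in each air, T1D against DIO directly, and differences of PM effect between states. The plan, set before the data were examined, named a count model first and limma for FPKM, and limma was used because the files hold FPKM. Read counts were not used here.

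Gene lists, 77 of them written from general knowledge or from the paper, were tested with camera in limma at its preset correlation of 0.01 and again with an estimated correlation, adjusted over all lists of a comparison. Lists need at least 5 measured genes, and 27 symbols were matched through their Entrez identifier. A list's mean log2 value per library was also fitted by limma, as deposited and after median-ratio scaling, a test chosen after the data were seen. Lists that start with the word paper hold genes that the study shows for these groups of mice, so they may not be independent of these data. Genes named in the text follow a rule set beforehand. It takes up to 10 of the largest rises and 10 of the largest falls among called genes whose libraries do not overlap and whose higher group has a mean of 5 FPKM or more. It adds up to 4 members of each list with the smallest p, and each gene the paper names. Some genes that the rule selects are not reported here. Genes outside the rule are said to be chosen after their values were seen.

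Principal components use the 500 most variable genes, and the share of squared distance between groups was tested by permutation. With 3 against 3 libraries the smallest exact p is 0.1, and 10% of genes separate by chance. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

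Depth was estimated from the spacing of FPKM values of single-transcript genes, with an error of at most 0.341% on simulated libraries. Those libraries were made with the same shortening of transcript length that the estimator assumes, so this error does not cover that choice. At full transcript length the estimate for lung NDC1 is 18.2 in place of 20.5. The estimator was chosen after the data were seen, and 2 earlier ones were discarded. It gives 17.2 to 21.9 units of 1e6 reads per lung library and 18.6 to 21 per liver library. The steps were tested on simulated data with 200 changed genes and 10 runs per tissue. The changed genes were drawn from those with a mean log2 level above that of 5 FPKM. As 200 changes also ease the adjusted threshold, the shares found are not the power of the real comparisons. Genes set at folds of 1.8, 2.5, 4 and 8 were called for 77.4, 90.6, 97.4 and 99% in lung and 83.4, 95, 98.6 and 99.8% in liver. Unchanged genes called averaged 0.7 in lung and 2.7 in liver.

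Alternatives were a pseudocount of 0.1, no filter, median-ratio and quantile scaling, a fit on the compared groups alone, replicate number as a block, no fold threshold, unadjusted p, an estimated list correlation, and leaving out each library. Added after the data were seen were lung tissue make-up scores as covariates and a scaling without the 50 genes of highest mean. The paper's supplementary list of called genes was not used here, since only part of it was at hand, and protein, histology and RT-qPCR data were not analysed here.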

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

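Chosen only after the results were seen were the tests of lung tissue make-up, of the share of rises after median-ratio scaling, of liver read depth, of Y-linked genes and of male-biased against p53 scores, the splits within a state, and the list scores per library.

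Skeletal muscle and squamous transcripts, which the paper does not discuss, vary between lung libraries of the same group, with a standard deviation within groups of 1.64 for the muscle score and 1.46 for the squamous score in log2 units. With group means taken out the 2 scores go together at r = 0.95 over 18 libraries, so a candidate explanation is other tissue carried with the lung sample, such as upper airway or oesophagus. Of the 16 muscle and 17 squamous genes, 6 and 3 reach a mean of 1 FPKM in NDE, the group with the lowest scores, and 1 and 0 are on another list. A permutation test of the 18 libraries among the 6 groups gives a permutation p of 0.084 for the mean of both scores. With 3 libraries per group a part that follows metabolic state or exposure cannot be told apart from uneven sampling, and the bound for this test was changed after its value was seen.

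Among genes called in T1DE against NDE livers, 86.8% were higher, and after median-ratio scaling 49.1% were. That scaling centres the typical gene, so an even share after it is largely set in advance and cannot tell where the excess of rises comes from. Scaling without the 50 genes of highest mean leaves 44.8% of the median log2 fold change, so a few abundant genes that take less of the total in T1D are a candidate source. Depth is argued against: the FPKM that 1 read is worth in ND livers is 0.951 times that in T1D livers (ratio of medians), so T1D libraries are not the deeper ones. A true rise of most transcripts in T1D stays open, since RNA per cell was not analysed here.

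In T1DE against NDE livers the male-biased list has a mean of -1.97 and the female-biased list 1.51 (1.35 without T1DE1, where camera's threshold is missed), with adjusted p = 0.141 and 0.992 with an estimated correlation, a signal in genes the paper does not discuss. Libraries from female mice are argued against by the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, whose lowest level in a T1D liver is 74.5% of the ND mean. Xist is not listed in the files, and a swap among male mice is not tested by this. Scaling is argued against by a male-biased mean of -2.23 after median-ratio scaling. Over the 6 T1D livers the male-biased score falls as the p53 target score rises (r = -0.92, exact p = 0.031, n = 6), so an effect that grows with the severity of the T1D state, or with streptozotocin itself, is a hypothesis found and tested on the same data.

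For single genes the PM effect differs between states in liver for Ddit3, at 1.78 in T1D minus ND (SE 0.24, limma adjusted p = 0.00308), and for Irf2bp2, at -2.46 (SE 0.30, adjusted p = 0.0024). Ddit3 and Irf2bp2 stay called with each library left out, from 1.63 to 1.99 and from -2.62 to -2.23. Cebpb has -2.16 in T1D minus DIO liver (SE 0.35, adjusted p = 0.0204), and is not called without DIOC2 (-2.09), DIOC3 (-2.14), T1DE2 (-2.12) or T1DE3 (-2.14). Ccdc71 has -0.7 in T1D minus ND lung (adjusted p = 0.0272), and is not called without NDC1, NDC2, NDC3, NDE1, NDE3, T1DC1, T1DE2 or T1DE3 (-0.71 to -0.66), nor after median-ratio scaling (-0.73) or quantile normalization (-0.75).

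The remaining results are signals in genes the paper does not discuss. Heat shock genes have a mean of 0.94 in lung and 1.02 in liver for T1DE against T1DC, with list scores at adjusted p = 0.0147 and 0.0011 by limma, and camera's call is lost at adjusted p = 0.517 and 0.329 with an estimated correlation. In liver part of the mean rests on low T1DC levels, with library scores of -0.43, -0.19 and -0.62 beside 0.13, -0.2 and 0.24 in NDC. Cholesterol synthesis genes have -1.18 in DIOC against NDC liver (score adjusted p = 0.00205, and camera adjusted p = 0.434 with an estimated correlation). Neutrophil markers have -1.08 in DIOE against DIOC liver over 8 genes, with 0 called over all genes and 5 lower when adjusted over the list alone (score adjusted p = 0.022, and 0.0985 after median-ratio scaling, and camera adjusted p = 0.304 with an estimated correlation). Dbp has -3.38 in lung and -4.57 in liver for DIOC against NDC, and stays called in both tissues with each of the 6 libraries left out. Dbp follows the time of day, and the hour at which each group's tissue was taken is not given in the sources used here, so a difference in collection time stays open.

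Other splits of the same 6 libraries into 3 and 3 number 10 with the real one, too few for a share under 0.05. In lung the real count and the highest other are 0 and 1 for NDE against NDC (10 splits with as many genes), 0 and 0 for DIOE against DIOC (10), 23 and 0 for T1DE against T1DC (1), 15 and 87 for DIOC against NDC (2), 15 and 0 for T1DC against NDC (1), 4 and 0 for DIOE against NDE (1) and 40 and 0 for T1DE against NDE (1). In liver they are 1 and 2 (2), 0 and 19 (10), 99 and 7 (1), 163 and 0 (1), 563 and 3 (1), 108 and 0 (1) and 1027 and 0 (1) in the same order. For differences of PM effect, 100 splits of 12 libraries were drawn. As many genes as the real 0 came in 100 of them for DIO minus ND in lung (highest other 225) and in 100 in liver (131). For T1D minus ND in lung 5 of 100 splits reached the real 1 (highest other 179), so chance is not excluded. In liver 4 of 100 reached the real 45, a share under 0.05, and the highest other split called 1482 genes, which points to a structure of the samples. These splits also exchange T1D and ND livers, so 200 splits that exchange PM and filtered air only within a state were added after the values were seen. There 1 of 200, the real one, reached 45 in liver, with 44 in the highest other split and 31 other splits above 0. Such splits ask whether PM acts in neither state, not whether its effect is the same in both. So chance is not excluded for the difference between states. In lung 9 of 200 reached the real 1 and the highest other split called 619 genes, which points to a structure of the lung samples whose source was not tested.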

How the results depend on the processing

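Chosen only after the results were seen were the muscle and squamous covariate, the 3 make-up covariates, the scaling without the 50 top genes and the list scores per library. The other alternatives were set before the data were examined.

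For named genes, the values that kept direction and side of the threshold, lost the call and gained one number 279, 5 and 0 with 0.1 added, 246, 39 and 0 with no filter, 259, 25 and 0 after median-ratio scaling, 253, 30 and 1 after quantile normalization and 178, 103 and 2 on the groups compared alone. They number 263, 22 and 0 with the replicate block, 1267, 453 and 5 over all fits without 1 library, 127, 16 and 2 with the muscle and squamous covariate, 81, 61 and 0 with 3 make-up covariates and 123, 6 and 0 without the 50 top genes, and 0 gene values reversed. For gene lists by camera's adjusted p the same 3 numbers are 179, 0 and 1 with 0.1 added, 175, 4 and 6 with no filter, 174, 1 and 4 after median-ratio scaling, 163, 8 and 9 after quantile normalization and 183, 2 and 0 with the replicate block. They are 936, 68 and 46 over all fits without 1 library, 104, 11 and 9 with the muscle and squamous covariate, 99, 12 and 9 with 3 make-up covariates, 28, 0 and 1 without the 50 top genes, 90, 95 and 0 with an estimated correlation and 101, 81 and 3 as list scores per library. Values below the threshold that only moved are not counted here.

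In the main analysis the genes called are, in lung, 0 for NDE v NDC, 0 for DIOE v DIOC, 23 for T1DE v T1DC, 15 for DIOC v NDC, 15 for T1DC v NDC, 4 for DIOE v NDE and 40 for T1DE v NDE and, in liver, 1 for NDE v NDC, 0 for DIOE v DIOC, 99 for T1DE v T1DC, 163 for DIOC v NDC, 563 for T1DC v NDC, 108 for DIOE v NDE and 1027 for T1DE v NDE. As reported the genes with a different PM effect are, in lung, 0 for DIO v ND and 1 for T1D v ND and, in liver, 0 for DIO v ND and 45 for T1D v ND. Before any alternative the shared genes are, in lung, 5 in filtered air and 4 under PM and, in liver, 61 in filtered air and 24 under PM. With 0.1 added before the log in place of 1 the median absolute log2 fold changes are, in lung, 0.146 for DIOC v NDC and 0.155 for T1DE v NDE and, in liver, 0.119 for NDE v NDC, 0.17 for DIOE v DIOC, 0.138 for T1DE v T1DC, 0.156 for DIOC v NDC, 0.189 for DIOE v NDE and 0.306 for T1DE v NDE. Here the genes called are, in liver, 1584 for T1DE v NDE. With no filter on low values the genes called are, in lung, 12 for T1DE v T1DC and, in liver, 0 for NDE v NDC, 105 for DIOC v NDC and 61 for DIOE v NDE. In that setting the median absolute log2 fold changes are, in lung, 0.1 for T1DE v T1DC, 0.095 for DIOC v NDC, 0.092 for T1DC v NDC and 0.103 for T1DE v NDE and, in liver, 0.053 for NDE v NDC, 0.071 for DIOE v DIOC, 0.069 for T1DE v T1DC, 0.064 for DIOC v NDC, 0.102 for T1DC v NDC, 0.072 for DIOE v NDE and 0.142 for T1DE v NDE. So treated the genes with a different PM effect are, in liver, 24 for T1D v ND. Likewise the shared genes are, in liver, 39 in filtered air and 15 under PM. After median-ratio scaling the genes with a different PM effect are, in lung, 0 for T1D v ND. There the genes called are, in liver, 0 for NDE v NDC, 368 for T1DC v NDC and 617 for T1DE v NDE. Here the median absolute log2 fold changes are, in liver, 0.115 for DIOE v NDE and 0.164 for T1DE v NDE. After quantile normalization the genes called are, in lung, 13 for T1DE v T1DC and, in liver, 0 for NDE v NDC, 355 for T1DC v NDC and 563 for T1DE v NDE. In that setting the genes with a different PM effect are, in lung, 0 for T1D v ND. So treated the median absolute log2 fold changes are, in liver, 0.105 for DIOE v DIOC, 0.111 for DIOE v NDE and 0.15 for T1DE v NDE. Fitted on the groups compared alone the genes called are, in lung, 0 for T1DE v T1DC, 4 for DIOC v NDC, 0 for T1DC v NDC, 107 for DIOE v NDE and 4 for T1DE v NDE and, in liver, 2 for NDE v NDC, 16 for T1DE v T1DC and 81 for T1DC v NDC. Likewise the genes with a different PM effect are, in lung, 0 for T1D v ND. There the shared genes are, in lung, 0 in filtered air and 2 under PM and, in liver, 20 in filtered air. With replicate number as a block the genes called are, in lung, 2 for DIOE v NDE and, in liver, 0 for NDE v NDC. Here the genes with a different PM effect are, in lung, 7 for T1D v ND. In that setting the shared genes are, in lung, 2 under PM. With no fold change threshold the genes called are, in lung, 38 for T1DE v T1DC and 77 for T1DE v NDE and, in liver, 171 for T1DE v T1DC, 1460 for T1DC v NDC and 3336 for T1DE v NDE. So treated the shared genes are, in liver, 101 in filtered air and 46 under PM. At an unadjusted p under 0.05 and the fold threshold the genes called are, in lung, 48 for NDE v NDC, 23 for DIOE v DIOC, 213 for T1DE v T1DC, 380 for DIOC v NDC, 538 for T1DC v NDC, 316 for DIOE v NDE and 289 for T1DE v NDE and, in liver, 75 for NDE v NDC, 151 for DIOE v DIOC, 186 for T1DE v T1DC, 407 for DIOC v NDC and 280 for DIOE v NDE. Likewise the genes with a different PM effect are, in lung, 70 for DIO v ND and 212 for T1D v ND and, in liver, 148 for DIO v ND and 373 for T1D v ND. There the shared genes are, in lung, 147 in filtered air and 28 under PM and, in liver, 134 in filtered air and 69 under PM. With the muscle and squamous covariate the genes called are, in lung, 154 for T1DE v T1DC, 303 for T1DC v NDC and 2 for DIOE v NDE. Here the genes with a different PM effect are, in lung, 2 for T1D v ND. In that setting the median absolute log2 fold changes are, in lung, 0.158 for T1DE v T1DC, 0.143 for DIOC v NDC, 0.177 for T1DC v NDC and 0.133 for DIOE v NDE. So treated the shared genes are, in lung, 14 in filtered air and 2 under PM. With 3 make-up covariates the genes called are, in lung, 0 for T1DE v T1DC, 8 for DIOC v NDC, 0 for T1DC v NDC, 0 for DIOE v NDE and 22 for T1DE v NDE. Likewise the genes with a different PM effect are, in lung, 0 for T1D v ND. There the median absolute log2 fold changes are, in lung, 0.148 for DIOC v NDC, 0.164 for T1DC v NDC, 0.162 for DIOE v NDE and 0.161 for T1DE v NDE. Here the shared genes are, in lung, 0 in filtered air and 0 under PM. Scaled without the 50 top genes the genes called are, in liver, 0 for NDE v NDC and 652 for T1DE v NDE. In that setting the median absolute log2 fold changes are, in liver, 0.124 for DIOE v NDE and 0.175 for T1DE v NDE.

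With 1 library left out the lung counts run from 0 to 2 for NDE v NDC (2 without NDC1), 0 throughout for DIOE v DIOC, 0 to 16 for T1DE v T1DC (0 without T1DC1, 6 without T1DC2 and T1DE1, 5 without T1DE2, 11 without T1DE3), 5 to 126 for DIOC v NDC (5 without NDC2 and DIOC1, 6 without NDC3, 126 without DIOC3), 1 to 26 for T1DC v NDC (1 without NDC2 and NDC3, 3 without T1DC1 and T1DC3, 26 without T1DC2), 1 to 4 for DIOE v NDE (1 without NDE1, NDE2, DIOE2 and DIOE3, 2 without DIOE1) and 14 to 45 for T1DE v NDE (15 without NDE1, 16 without NDE3, 26 without T1DE1, 14 without T1DE2). With 1 library left out the liver counts run from 0 throughout for NDE v NDC, 0 to 4 for DIOE v DIOC (1 without DIOC2, 4 without DIOE1), 41 to 145 for T1DE v T1DC (41 without T1DE1, 63 without T1DE3), 81 to 149 for DIOC v NDC (94 without NDC1, 81 without NDC2, 89 without DIOC1), 283 to 1071 for T1DC v NDC (330 without NDC1, 283 without NDC3, 352 without T1DC1, 1071 without T1DC2, 359 without T1DC3), 35 to 82 for DIOE v NDE (54 without NDE1, 67 without NDE2, 57 without NDE3, 65 without DIOE1, 35 without DIOE2) and 818 to 1150 for T1DE v NDE. Genes with a different PM effect in lung run from 0 throughout for DIO v ND and 0 to 5 for T1D v ND (0 without NDC1, NDC2, NDC3, NDE1, NDE3, T1DC1, T1DE2 and T1DE3, 5 without NDE2, 3 without T1DC2, 2 without T1DC3). Genes with a different PM effect in liver run from 0 to 2 for DIO v ND (2 without DIOE1) and 23 to 62 for T1D v ND (24 without NDC2, NDE1 and T1DE3, 25 without NDC3, 23 without NDE2, 28 without T1DE1, 26 without T1DE2). Shared lung genes run from 1 to 9 in filtered air (1 without NDC2, NDC3 and T1DC1, 9 without DIOC3, 2 without T1DC3) and 1 to 4 under PM (1 without NDE1, NDE2, DIOE2 and DIOE3, 2 without DIOE1). Shared liver genes run from 33 to 88 in filtered air (37 without NDC1, 38 without NDC2, 34 without NDC3, 33 without DIOC1) and 12 to 28 under PM (15 without DIOE1 and DIOE3, 12 without DIOE2). Median absolute changes in lung run from 0.077 to 0.103 for NDE v NDC, 0.082 to 0.111 for DIOE v DIOC, 0.125 to 0.156 for T1DE v T1DC, 0.13 to 0.139 for DIOC v NDC, 0.112 to 0.155 for T1DC v NDC, 0.086 to 0.119 for DIOE v NDE and 0.127 to 0.156 for T1DE v NDE. Median absolute changes in liver run from 0.104 to 0.113 for NDE v NDC, 0.121 to 0.164 for DIOE v DIOC, 0.113 to 0.136 for T1DE v T1DC, 0.13 to 0.147 for DIOC v NDC, 0.173 to 0.244 for T1DC v NDC, 0.138 to 0.175 for DIOE v NDE and 0.242 to 0.266 for T1DE v NDE. The groups hold 38.7 to 49.3% of the squared distance in lung and 63 to 71% in liver. The 2 libraries left in a group are then assumed to vary like the other groups.

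Reversals, counted where a gene or list had passed its threshold, were among lung gene lists. The muscle and squamous lists themselves make up the covariate, so their adjusted means must cancel. For DIOE v NDE they are -0.09 and 0.09, and -0.41 and 0.41 with 3 covariates. The sign change of skeletal muscle markers below is therefore set by the fit and is not a result. With the muscle and squamous covariate the means past that threshold that changed sign are, for DIOC v NDC, oxidative phosphorylation -0.05 and glycolysis and glucose uptake -0.02, for DIOE v NDE, skeletal muscle markers -0.09, club cell markers -0.07, ciliated cell markers -0.11, endothelial markers 0.15, oxidative phosphorylation -0.43, glycolysis and glucose uptake -0.17 and fatty acid oxidation and PPAR alpha targets -0.2. With 3 make-up covariates the means past that threshold that changed sign are, for DIOC v NDC, glycolysis and glucose uptake -0.06, for DIOE v NDE, skeletal muscle markers -0.41, neutrophil markers -0.54, endothelial markers 0.1, paper lung network genes -0.07, oxidative phosphorylation -0.14, glycolysis and glucose uptake -0.22 and gluconeogenesis and amino acid catabolism -0.01, for T1DC v DIOC, phase II enzymes 0. Means below it also changed sign, in the first fit, for DIOC v NDC, fatty acid and triglyceride synthesis -0.14 and nuclear receptors -0.01, for DIOE v DIOC, phagocytic receptors -0.02, for DIOE v NDE, alveolar type 1 cell markers 0.3, alveolar macrophage markers -0.1, phagocytic receptors -0.22, NADPH oxidase and NO production -0.09, LXR target genes -0.18 and nuclear receptors -0.23, for T1DC v NDC, phase I enzymes other than P450 -0.07 and phase II enzymes -0.1, for T1DE v DIOE, M2 macrophage markers 0.14, for T1DE v NDE, alveolar type 1 cell markers 0.11, antioxidant enzymes -0.04, oxidative phosphorylation -0.18, glycolysis and glucose uptake -0.09, fatty acid oxidation and PPAR alpha targets -0.1 and nuclear receptors -0.03, for T1DE v T1DC, inflammatory cytokines and chemokines 0.12 and phagocytic receptors 0.06. Below it, the 3 covariates also turned, for DIOC v NDC, fatty acid and triglyceride synthesis -0.05, for DIOE v NDE, alveolar type 1 cell markers 0.32, phagocytic receptors -0.29, NADPH oxidase and NO production -0.43, NAD biosynthesis -0.11, LXR target genes -0.05 and nuclear receptors -0.09, for NDE v NDC, inflammatory cytokines and chemokines 0.06, for PM effect T1D v ND, LXR target genes -0.11, for T1DC v NDC, gluconeogenesis and amino acid catabolism 0.07, cytochrome P450 families 1 to 4 0.08 and LXR target genes 0.03, for T1DE v DIOE, M1 macrophage markers 0.02 and M2 macrophage markers 0.11, for T1DE v NDE, alveolar type 1 cell markers 0.14, antioxidant enzymes -0.05, paper lung network genes -0.11, oxidative phosphorylation -0.1, glycolysis and glucose uptake -0.15, fatty acid oxidation and PPAR alpha targets -0.06 and gluconeogenesis and amino acid catabolism -0.11, for T1DE v T1DC, inflammatory cytokines and chemokines 0.06 and phagocytic receptors 0.02. With 1 library left out those past the threshold are interferon-stimulated genes -0.01 for DIOE v DIOC without DIOE1, MHC class II presentation 0.02 for DIOE v NDE without NDE3, MHC class II presentation 0.01 for DIOE v NDE without DIOE3, interferon-stimulated genes 0.03 for DIOE v NDE without DIOE3 and fatty acid and triglyceride synthesis 0.13 for DIOE v NDE without NDE1. Over all such fits they run from -0.01 to 0.32 for interferon-stimulated genes in DIOE v DIOC, -0.31 to 0.02 for MHC class II presentation in DIOE v NDE, -0.32 to 0.03 for interferon-stimulated genes in DIOE v NDE and -0.2 to 0.13 for fatty acid and triglyceride synthesis in DIOE v NDE.

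The cause of these moves was not tested, apart from what the settings themselves fix: a fit on the groups compared alone has fewer libraries to estimate the spread from, dropping a threshold can only add genes, and the covariates remove what goes with muscle and squamous transcripts. Replicate numbers are not a known pairing: libraries of the same number in different groups correlate, after group means are taken out, at a median r of 0.04 in lung and 0.02 in liver, and 7 and 8 of 18 libraries go best with their own number. Not run, because they need read counts, were median-ratio and total-only factors in a count model, a count model without a filter, DESeq2 and a DEGseq-type test on summed counts. With 3 mice per group, simulated folds of 1.8 were found for 77.4% of changed genes in lung and 83.4% in liver. These shares are not the power of the real comparisons. In DIOE v NDE lungs muscle and squamous markers have means of 3.78 and 3.55, yet they were not called over all genes. So absence of a call does not show absence of a change, even of a large one. Values rounded to 0.01 FPKM and the reads per library limit genes near the floor more than others.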

Differences from the paper's values

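Chosen only after the results were seen were the lung make-up covariates and the scaling without the 50 top genes, and the highest counts they gave, 303 in lung and 652 in liver, close no gap. The paper's counts were made with DEGseq on its own values. Those here were made with limma on FPKM at the paper's thresholds, a fold over 1.5 and an adjusted p under 0.05. The plan set DEGseq aside as a test that needs counts and ignores the spread between mice, which limma uses. The fold here is of FPKM + 1, which is smaller than that of FPKM for genes near the floor. How much of the gaps each of these brings was not tested. The paper's counts below were read by eye from Fig. S8 and Fig. S11.

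In lung the paper's Fig. S8A has about 970 genes for NDE against NDC, and 0 were called here. It has about 740 for DIOE against DIOC against 0 here, about 2600 for T1DE against T1DC against 23, about 2300 for DIOC against NDC against 15, and about 2300 for T1DC against NDC against 15. For DIOE against NDE the paper has about 2100 and 4 were called here, and for T1DE against NDE about 2800 and 40. The paper's overlap in filtered air is about 1200 in Fig. S8C, and 5 here, and under PM about 1300 in Fig. S8D, and 4 here.

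In liver the paper's Fig. S11A has about 2100 genes for NDE against NDC against 1 here, about 1500 for DIOE against DIOC against 0, about 1100 for T1DE against T1DC against 99, about 1500 for DIOC against NDC against 163, and about 3100 for T1DC against NDC against 563. It has about 1500 for DIOE against NDE against 108 here, and about 4900 for T1DE against NDE against 1027. The paper's overlap in filtered air is about 690 in Fig. S11C, and 61 here, and under PM about 640 in Fig. S11D, and 24 here. In the paper's liver counts the PM effect is largest in ND, and in the counts here in T1D, where the lung has T1D first in both. By median absolute log2 fold change the liver PM comparison has its largest value here in DIO (0.139, against 0.117 in T1D). Part of it is a shift of most genes: the signed median is -0.106 in DIO, where 24.4% of genes are higher, and 0.065 in T1D. So this order does not show a larger PM effect in DIO.

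Of the alternatives set before the data were examined, 1 brings 1 of these 18 values within 1.5 times the paper's: with no fold change threshold T1DE against NDE in liver has 3336 genes. The others stay apart under a pseudocount of 0.1, no filter, median-ratio scaling, quantile normalization, the groups compared alone, replicate number as a block, no fold change threshold, unadjusted p and each library left out.

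The paper's pathway directions are activity scores of its software, a different measure from the mean log2 fold changes of gene lists here, and limma called 0 genes of the lung lists of this paragraph in these comparisons, apart from Acot1 in DIOC and Ces2e in T1DE, which rose (0.93 and 0.78). Going the paper's way in lung are fatty acid oxidation (0.46 in DIOC and -0.24 in T1DC), P450, other phase I and phase II enzymes in DIOC (0.24, 0.20 and 0.18), P450 genes and LXR targets in T1DC (both -0.07), AHR, CAR and PXR, and LXR targets in DIOC (0.12, 0.20 and 0.17) and DIOE (0.15, 0.37 and 0.02), AHR and CAR and PXR targets in T1DE (0.21 and 0.12), glutathione genes in DIOE (0.24, 32 of 39 higher), phagocytic receptors in DIOE (0.18) and oxidase and nitric oxide genes in DIOE (0.09). In liver glutathione genes in T1DC and T1DE go the same way (0.58 and 0.85), above the medians over all genes of 0.157 and 0.227. The smaller negative means in DIOC and DIOE lie near the medians over all genes, -0.014 and -0.122, and give no direction. Single transferase genes, Gstt2 and Gstm4, were called lower in DIOE.

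Other directions differ. Lipid metabolism is raised in DIOC and slightly lowered in T1DC lungs in the paper. Cholesterol synthesis genes have a mean of -0.3 in DIOC, where Stard4 fell (-0.74). In T1DC their mean of -0.16 goes the paper's way. Fatty acid and triglyceride synthesis has 0.1 in DIOC and -0.29 in T1DC, both the paper's way. That DIOC mean turns to -0.14 and -0.05 in the 2 make-up fits, chosen after seeing the data. The paper has xenobiotic metabolism lower in T1DC lungs, where other phase I and phase II enzymes have 0.05 and 0.04. It has nuclear receptor pathways lower in T1DC lungs and raised in T1DE, and AHR and CAR and PXR targets have 0.39 and 0.15 in T1DC, and LXR targets -0.04 in T1DE. It has wound healing lower in T1D and raised in DIO lungs under PM, and 40 matrix and remodelling genes have 0.05 in T1DE and -0.07 in DIOE. Oxidant production is raised in both in the paper, and 12 oxidase and nitric oxide genes have -0.26 in T1DE. Phagosome formation is raised under PM in the paper, most in DIOE, and phagocytic receptors have -0.20 in T1DE. Glutathione detoxification is lowered in T1DE lungs in the paper, and 39 genes have a mean of 0.00, which has no direction. Directly, T1DE minus DIOE has -0.24 for these genes, which goes the paper's way.

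Several of these lung means move with lung make-up, whichever way they go. Printed in order, the muscle and squamous covariate and 3 make-up covariates, both chosen after seeing the data, give the values that follow. In DIOE they are -0.22 and -0.29 for phagocytic receptors, -0.09 and -0.43 for oxidase genes, -0.18 and -0.05 for LXR targets, 0.01 and 0.06 for AHR targets and 0.07 and 0.08 for glutathione genes. In T1DC they are -0.04 and 0.08 for P450 genes, -0.20 and 0.03 for LXR targets, -0.07 and 0.09 for other phase I enzymes, -0.10 and 0.06 for phase II enzymes and -0.63 and -0.04 for fatty acid oxidation. In T1DE glutathione genes have -0.07 and -0.08, and in DIOC fatty acid oxidation has 0.18 and 0.22. Where the sign turns, the direction is not settled here.

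The paper finds clear distinctions of lung libraries by metabolic state, from clustering and a component plot. Its text calls that plot principal components and its caption PLS-DA, a method fitted to the group labels. Neighbours and squared distances place libraries without the labels, so the measures differ. Here 12 of 18 lung libraries are nearest to one of the same state in either air, and state holds 26.3% of the squared distance (permutation p = 0.0052), while 8 of 18 are nearest to one of the same state and air.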

Other observations

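The list scores per library are a test chosen only after the results were seen, and camera was planned. With an estimated correlation, 2 lists on real data pass camera's adjusted p of 0.05. Bile acid synthesis and transport genes have a mean of 0.19 in DIOE against DIOC liver (14 of 16 higher, adjusted p = 0.0394), with 0 of 16 called singly and a score at adjusted p = 0.427 by limma. Brown adipocyte markers, of which 7 are measured in liver, have a mean of -0.52 in T1DE against NDE (5 of 7 lower, adjusted p = 0.0264), with 2 genes lower by limma and a score at adjusted p = 0.00546. Neutrophil markers have 1.37 in DIOC against NDC liver, 8 of 8 higher and 5 rising by limma, beside 0.23 in T1DC. Cholesterol synthesis genes in T1D livers have -0.51 in T1DC and -0.44 in T1DE, with 5 and 3 genes lower by limma. Circadian clock genes in T1D livers have 4 rising and 2 falling in T1DC and 5 and 2 in T1DE.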
